# Heat Shock Factor 1-dependent extracellular matrix remodeling mediates the transition from chronic intestinal inflammation to colon cancer

**DOI:** 10.1038/s41467-020-20054-x

**Published:** 2020-12-07

**Authors:** Oshrat Levi-Galibov, Hagar Lavon, Rina Wassermann-Dozorets, Meirav Pevsner-Fischer, Shimrit Mayer, Esther Wershof, Yaniv Stein, Lauren E. Brown, Wenhan Zhang, Gil Friedman, Reinat Nevo, Ofra Golani, Lior H. Katz, Rona Yaeger, Ido Laish, John A. Porco, Erik Sahai, Dror S. Shouval, David Kelsen, Ruth Scherz-Shouval

**Keywords:** Cancer microenvironment, Colon cancer

## Abstract

In the colon, long-term exposure to chronic inflammation drives colitis-associated colon cancer (CAC) in patients with inflammatory bowel disease. While the causal and clinical links are well established, molecular understanding of how chronic inflammation leads to the development of colon cancer is lacking. Here we deconstruct the evolving microenvironment of CAC by measuring proteomic changes and extracellular matrix (ECM) organization over time in a mouse model of CAC. We detect early changes in ECM structure and composition, and report a crucial role for the transcriptional regulator heat shock factor 1 (HSF1) in orchestrating these events. Loss of HSF1 abrogates ECM assembly by colon fibroblasts in cell-culture, prevents inflammation-induced ECM remodeling in mice and inhibits progression to CAC. Establishing relevance to human disease, we find high activation of stromal HSF1 in CAC patients, and detect the HSF1-dependent proteomic ECM signature in human colorectal cancer. Thus, HSF1-dependent ECM remodeling plays a crucial role in mediating inflammation-driven colon cancer.

## Abstract (web summary)

Expression and activation of Heat shock factor 1 (HSF1) in cancer associated fibroblasts have been associated with protumorigenic functions. Here the authors show that, in a model of colitis-induced colorectal cancer, HSF1 is activated in stromal fibroblasts in the early stages of inflammation, leading to extracellular matrix remodelling that sustains tumor initiation and progression.

## Introduction

Colorectal cancer (CRC) is one of the leading causes of cancer-related deaths, world-wide. CRC is usually caused by a combination of genetic and environmental factors, leading to dysplastic lesions and eventually carcinoma. A particularly aggressive subtype of CRC is colitis-associated colon cancer (CAC), arising in patients with inflammatory bowel disease (IBD) due to long-term exposure to chronic inflammation^1^. Different than the adenoma-dysplasia-cancer progression of sporadic CRC, CAC develops from an accumulation of somatic mutations that mediate progression from inflamed mucosa to dysplasia to carcinoma^2,3^. The spectrum of genomic alterations in CAC is distinct from that of sporadic CRC—alterations in *TP53*, *IDH1*, and *MYC* are significantly more frequent in CAC, and mutations in *APC* are significantly less frequent, than those reported in sporadic CRC^2^. Both the initiation and the progression of CAC are expedited by the inflammatory insult^4,5^. Such inflammatory signals are mediated through dynamic crosstalk between cancer cells and cells of the tumor microenvironment (TME). The TME comprises various types of non-malignant stromal cells, including macrophages, neutrophils, lymphocytes, endothelial cells, and cancer-associated fibroblasts (CAFs).

Fibroblasts are major constituents of the normal colon, where they are mostly quiescent and function to maintain ECM integrity and limit epithelial cell proliferation and differentiation^6^. Fibroblasts provide fibers and connector proteins that give structure to tissue, and produce specialized ECMs by expressing and secreting a variable repertoire of structural proteins^7^. In severely injured or chronically inflamed tissues, fibroblasts produce excessive ECM, which, without reciprocally balanced degradation, results in fibrosis and can eventually lead to cancer^7–9^. Co-evolving with the cancer cells, fibroblasts in tumors are recruited and rewired to become protumorigenic CAFs that support critical aspects of malignancy by secretion of cytokines, chemokines, and growth factors^10^. CAFs secrete distinct matrix components and remodeling enzymes from those secreted by normal fibroblasts, resulting in aberrant ECM composition and topography which contribute to increased stiffness of the tumor^11^ and promote tumor invasion and progression^12^. Moreover, proteases secreted by CAFs cleave and activate growth factors, cytokines, and cell adhesion molecules (CAMs) embedded in the ECM, increasing cancer cell motility and EMT^6^. Unlike cancer cells, CAFs are genomically stable, and do not harbor oncogenic mutations that could drive their co-evolution and functional reprogramming. Instead, stromal reprogramming is achieved by massive transcriptional rewiring^13–18^.

Heat shock factor 1 (HSF1), master regulator of the heat-shock response, enables the transcriptional rewiring of fibroblasts into protumorigenic CAFs^13^. HSF1 has historically been studied in the context of thermal stress. A key role in cancer was established when *Hsf1* null mice were found to be extremely resistant to tumorigenesis^19^. This phenomenon was initially attributed mainly to HSF1’s activity in cancer cells^19,20^; however, a complementary crucial role for HSF1 was recently demonstrated in CAFs^13,21^. The stromal HSF1 program is completely different from the program HSF1 drives in the adjacent cancer cells^13,20^ or during heat-shock. In fibroblasts co-cultured with cancer cells HSF1 drives the expression of genes involved in adhesion and wound healing, leading to activation of genes involved in ECM organization in adjacent cancer cells^13,21^. This is a fundamental survival mechanism that appears to have been subverted to support the growing tumor in a non-cell-autonomous manner.

As a pro-survival factor, HSF1 was previously shown to play a protective role in acute colitis in mice^22^. When exposed to one course of dextran sulfate sodium (DSS) treatment (7 days), *Hsf1* null mice displayed a more severe form of colitis compared to their wild-type (WT) counterparts. The effect of HSF1 was mediated through heat shock protein (HSP)70, and involved suppression of proinflammatory cytokines and CAMs^22^. In colitis-induced cancer, however, HSF1’s protective activity was recently shown to promote cancer^23^. Chronic exposure to DSS in a model of azoxymethane (AOM)–DSS colitis-induced cancer led to HSF1-dependent activation of mTOR and increased glutaminolysis in cancer cells, and promoted tumor growth.

In this work, we ask whether the protumorigenic role of HSF1 in colitis-induced cancer includes non-cell-autonomous effects on the TME. We find that HSF1 is activated in stromal fibroblasts during early stages of inflammation, and its activation leads to ECM remodeling, supporting the development of colon cancer. Using the AOM–DSS model we analyze the ECM at different time points and find that both the structure and the composition of the ECM change long before tumors are observed. These inflammation-induced changes are HSF1-dependent, as is the consequent progression to CAC. In patients, we find high activation of stromal HSF1 in CAC, and high conservation of the HSF1-dependent proteomic ECM signature in human CRC, confirming the relevance of our findings to human disease and highlighting the crucial role of stromal HSF1 in CAC.

## Results

### Loss of HSF1 abrogates ECM secretion by fibroblasts

In a variety of human carcinomas, HSF1 is activated in CAFs. When co-cultured with cancer cells, fibroblasts express an HSF1-dependent transcriptional program, which includes genes involved in wound-healing and ECM remodeling^13^. To directly assess the effect of stromal HSF1 on cancer-dependent ECM assembly, we compared the ability of WT and *Hsf1* null mouse embryonic fibroblasts (MEFs) to deposit fibrillar collagen^24^, in vitro, in the presence of conditioned media from two different cancer cell-lines, using second harmonic generation (SHG). Loss of *Hsf1* in MEFs impeded ECM deposition induced by MC38 colon cancer-conditioned media (Fig. 1a, b) and 4T1 breast cancer-conditioned media (Fig. 1c, d and Supplementary Fig. 1). The surface area covered by secreted collagen was reduced in *Hsf1* null MEFs compared to WT counterparts (Fig. 1a–d), suggesting that stromal HSF1 is required for proper ECM assembly by cancer-conditioned fibroblasts.

**Fig. 1:**
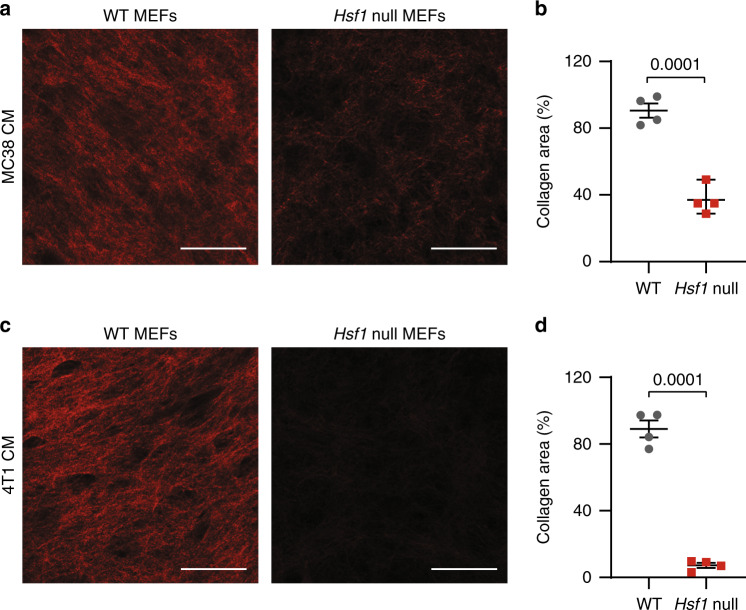
Loss of HSF1 impedes fibrillar collagen deposition by fibroblasts. WT or *Hsf1* null immortalized MEFs were induced to secrete ECM by 7 days incubation with conditioned media from MC38 colon cancer cells **a**, **b** or 4T1 breast cancer cells **c**, **d** supplemented by growth factors and insulin. Representative images are shown in **a**, **c**. The average area covered by collagen in *n* = 4 biological independent cells, examined over four independent experiments, each with three technical replicates, is quantified in **b**, **d**. Scale bar—50 µm. Results are shown as mean ± SEM. *P* value was calculated using a two-sided unpaired Student’s *t*-test.

### Loss of HSF1 attenuates inflammation-induced colon cancer

To test whether HSF1-dependent ECM remodeling promotes cancer in vivo, we exposed WT and *Hsf1* null mice to an inflammation-driven colon cancer model^25^. In this model, mice are injected with a carcinogen, AOM, followed by two cycles of treatment with an inflammation-inducing irritant, DSS (1.5%, 5 days), and sacrificed at day 52 post AOM injection (Fig. 2a). Both WT and *Hsf1* null mice experienced transient weight loss following each course of DSS, with no significant differences between the two genotypes (Fig. 2b). A similar effect was observed following acute DSS treatment (without AOM; one cycle of 1.5% DSS, 7 days; Supplementary Fig. 2a, b). Nevertheless, assessment of the disease activity index (DAI; see the “Methods” section) indicated that WT mice were sicker than *Hsf1* null mice (Fig. 2c, Supplementary Fig. 2c, Supplementary Table 1). The DAI of WT mice increased significantly more than that of *Hsf1* null mice following each cycle of DSS in the AOM-DSS protocol (day 11–20 and day 32–52, Fig. 2c), and the WT mice did not recover from the second cycle of DSS. While a similar trend was observed in response to acute DSS treatment, this trend was not significant (Supplementary Fig. 2c).

**Fig. 2:**
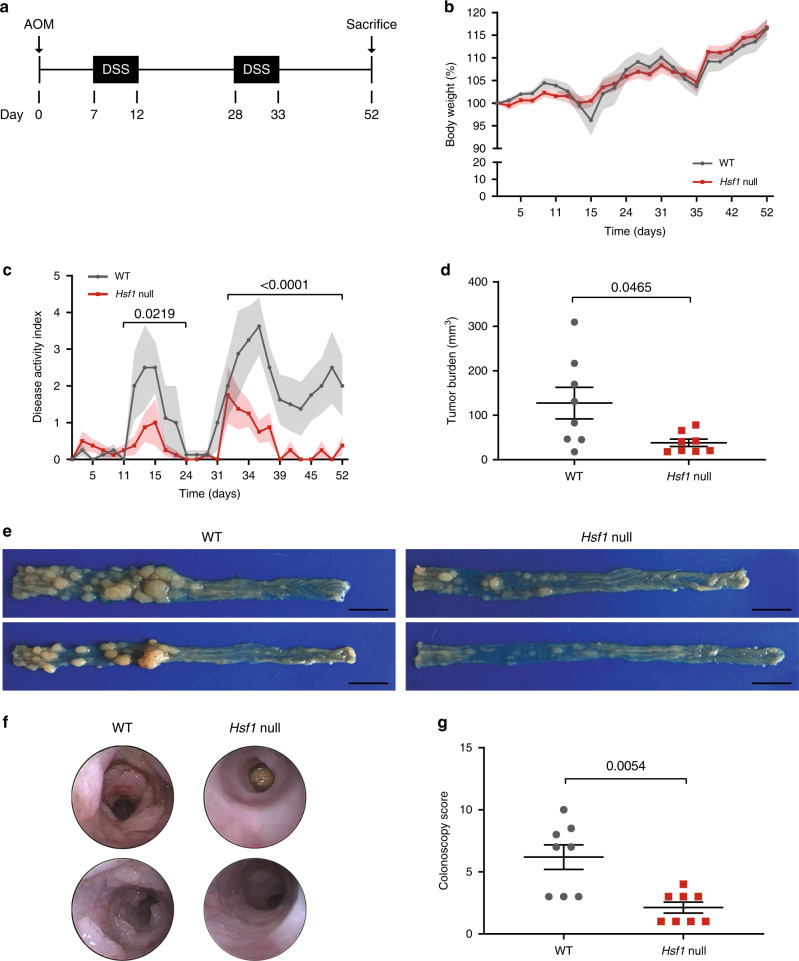
*Hsf1* null mice are highly resistant to inflammation-induced cancer. **a** Schematic representation of the experimental protocol. WT and *Hsf1* null mice (*n* = 8 per group, combined from two independent experiments) were injected intraperitoneally with AOM (10 mg/kg), followed by 2 × 5-day cycles of 1.5% DSS in the drinking water. **b** The changes in body weight of the mice throughout the experiment, and **c** assessment of the disease activity index (DAI) are plotted and presented as mean ± SEM, analyzed by two-way ANOVA (with discrete time point and genotype as the independent variables) utilizing Tukey’s test to account for multiple comparisons**. d**, **e** Tumor burden calculation based on macroscopic measures of tumors at day 52 of the AOM-DSS protocol. Representative images of two WT (left) and two *Hsf1* null (right) mouse colons are shown in **e**. Scale bar—1 cm. **f**, **g** Prior to sacrificing the mice at day 52 of the AOM-DSS protocol, colonoscopies were performed and inflammation was scored as described in the “Methods” section. Representative images from 2 WT and 2 *Hsf1* null mice are shown in **f**. Colonoscopy scores are shown in **g**. Results for **d**, **g** are shown as mean ± SEM, *p* value was analyzed using a two-sided Welch’s test for **d** and by a nonparametric Mann–Whitney test for **g**.

To better assess these effects we performed colonoscopy on the AOM-DSS treated mice at day 52, and then sacrificed the mice and examined their colons. Colonoscopy and post-mortem macroscopic examination of the colons revealed significant differences between WT and *Hsf1* null genotypes: not only was tumor burden significantly lower in *Hsf1* null mice compared to WT (Fig. 2d, e, Supplementary Table 1), but *Hsf1* null mice also exhibited significantly reduced inflammation at this time point (Fig. 2f, g, Supplementary Table 1), suggesting that the observed effect of HSF1 on tumor burden may be mediated through stromal effects on inflammation.

### Loss of HSF1 attenuates fibrosis

Inflammation is well known to lead to fibrosis. To test whether HSF1 affects fibrosis in the AOM-DSS model, we examined collagen deposition at day 52 by Masson trichrome and Sirius red staining. Both stains revealed increased collagen-rich fibrotic regions in WT colons compared to colons from *Hsf1* null mice, suggesting that the ECM is affected by this treatment in an HSF1-dependent manner (Fig. 3a). To better assess these effects, we performed SHG imaging of the affected colon crypts, as well as normal crypts from sham-treated mice (Fig. 3b). While the structure and amount of fibrillar collagen secreted in colon crypts from sham-treated animals was similar between WT and *Hsf1* null mice (Supplementary Fig. 3), we observed stark differences between the ECM of AOM-DSS-treated WT vs*. Hsf1* null mice (Fig. 3b–l): WT mice treated with AOM-DSS exhibited extensive fibrosis and increased thickening of the inter-crypt walls, leading to reduction in the number of colon crypts (Fig. 3c), increase in the size of the crypts (Fig. 3e), and increase in the distance between crypts (Fig. 3g, h, j, k) as compared to *Hsf1* null mice, which exhibited normal ECM morphology. The distorted ECM characteristics significantly correlated with tumor burden, as mice with higher tumor burden had fewer and larger crypts (Fig. 3d, f), with increased distance between crypts (Fig. 3i, l) than mice with lower tumor burden.

**Fig. 3:**
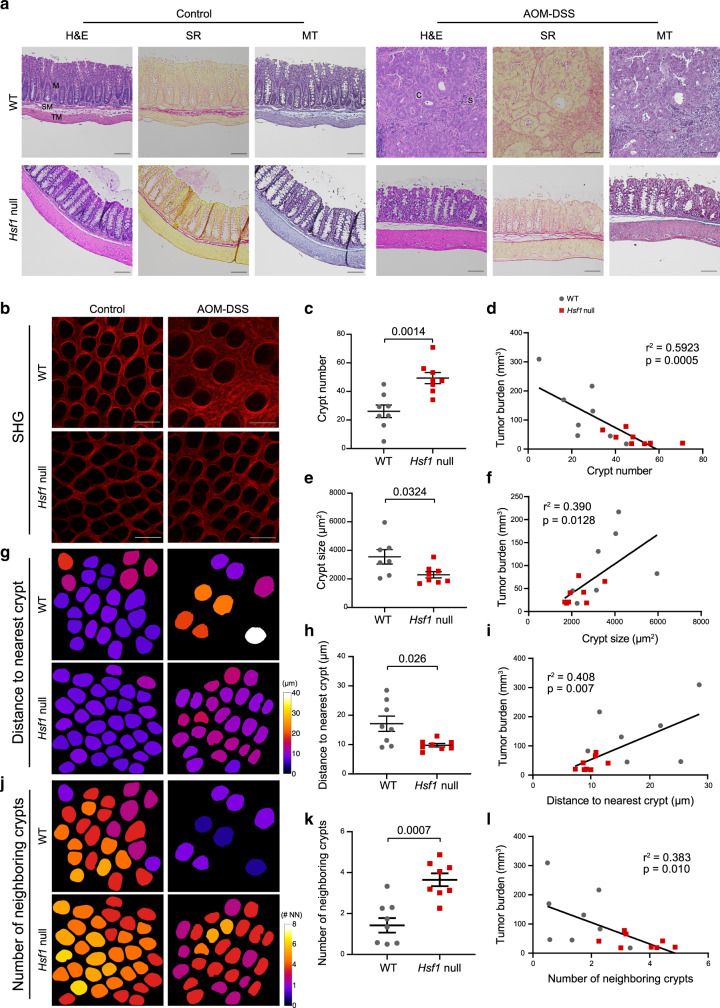
*Hsf1* null mice exhibit reduced ECM rearrangements in colon cancer. **a** Representative H&E, Sirius red (SR), and Masson’s trichrome (MT) staining of colons from WT (upper panels) and *Hsf1* null (lower panels) mice following 52 days treatment with AOM-DSS (right panels) or control (sham injection and water; left panels). Scale bar—100 µm; M—mucosa; SM—submucosa; TM—tunica muscularis; C—cancer; S—stroma. **b**–**l** Representative cross-sections of the colons with second harmonic generation (SHG) images taken from the mucosal side **b** and analysis **c**–**l** of fibrillar collagen of mouse colons following 52 days of AOM-DSS treatment or control. Scale bar—100 µm. **c**–**f** Quantification of the average crypt number **c** and size **e**, and Pearson correlation (two-sided) between tumor burden and crypt number **d** and size. **g**–**h** Analysis of the average distance to the nearest crypt, within 40 µm, calculated based on SHG images of fibrillar collagen of mouse colons following 52 days of AOM-DSS treatment or control. Representative distance heatmaps of the SHG images presented in **b** are shown in **g**. **i** Pearson correlation between the average distance to the nearest crypt and tumor burden. **j**–**k** Analysis of the number of neighboring crypts within 20 µm, calculated based on SHG images of fibrillar collagen of mouse colons following 52 days of AOM-DSS treatment or control. Representative distance heatmaps of the SHG images presented in **b** are shown in **k**. #NN—number of nearest neighbors. **l** Pearson correlation between the number of neighboring crypts and tumor burden. *n* = 8 mice combined from two independent experiments (one outlier was removed in **e**, see the “Methods” section for details). **c**, **e**, **h**, **k** results are shown as mean ± SEM, **h** *p* value was analyzed using two-sided Welch’s *t*-test, **e**, **h**, and **k** were analyzed by an unpaired Student’s *t*-test.

### HSF1-dependent inflammation-induced ECM remodeling precedes tumor formation

The aberrant ECM morphology found following the AOM-DSS treatment could be a result of the heavy tumor burden on the tissue. Alternatively, HSF1-dependent fibrosis and ECM remodeling could be driving the transition from inflammation to cancer, in which case we would expect changes in the ECM to precede the appearance of tumors. To investigate this, we sacrificed AOM-DSS-treated mice at two earlier time points, following one cycle of DSS—15 and 20 days post AOM injection (Supplementary Fig. 4a). Acute colitis symptoms usually peak at day 15 and decrease at day 20, as observed by the transient and concomitant changes in body weight and DAI (Supplementary Fig. 4b, c). Importantly, tumors were not observed by macroscopic or histopathological evaluation at these timepoints (Supplementary Fig. 4d and Supplementary Table 1). Nevertheless, colonoscopy examination revealed significant inflammation in WT mice at day 20, but not in *Hsf1* null mice (Fig. 4a), suggesting that HSF1 is required for the early inflammatory response that leads to cancer.

**Fig. 4:**
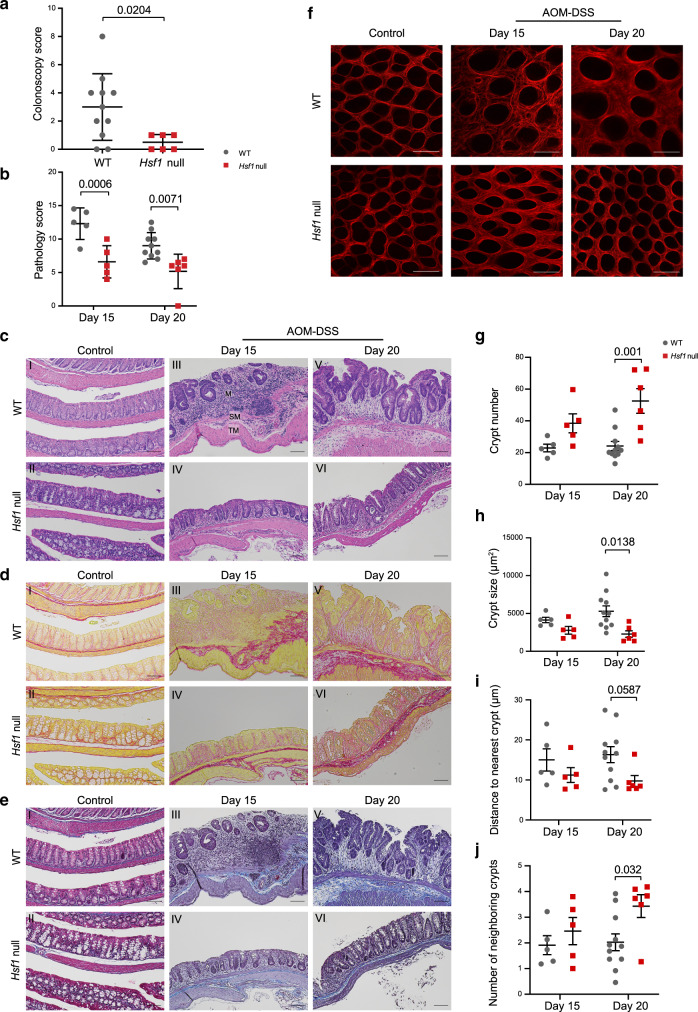
HSF1-dependent ECM remodeling precedes tumor growth. WT and *Hsf1* null mice were injected intraperitoneally with AOM (10 mg/kg), followed by 5 days of 1.5% DSS in the drinking water, and sacrificed 3 or 8 days later (day 15 and 20, respectively). Age matched non-treated mice were used as control and sacrificed at day 0. **a** Prior to sacrificing the mice at day 20 of the AOM-DSS protocol, colonoscopies were performed and inflammation was scored, presented as mean ± SEM and analyzed by a nonparametric Mann–Whitney test (two-sided). **b**, **c** Colon sections were fixed, stained with H&E and inflammation was scored by a pathologist. Representative H&E images are shown in **c**. M—mucosa; SM—submucosa; TM—tunica muscularis. **d**, **e** Sirius red (SR; **d**) and Masson’s trichrome (MT; **e**) staining of colons from WT (upper panels) and *Hsf1* null (lower panels) mice following 15 and 20 days treatment with AOM-DSS (right panels) or control (left panel). Scale bar—100 µm. **f** Representative second harmonic generation (SHG) images of fibrillar collagen of mouse colons following 15 and 20 days of AOM-DSS treatment or control. Scale bar—100 µm. **g**–**j** Quantification of the average crypt number **g**; crypt size **h**; distance to the nearest crypt (within 40 µm) **i**; and number of neighboring crypts (within 20 µm) **j** in mouse colons following 15 and 20 days of AOM-DSS treatment based on SHG signal. **b**, **g**–**j** results presented as mean ± SEM, analyzed by two-way ANOVA and Bonferroni correction for multiple comparisons. *n* = 5 mice for both genotypes at day 15, examined over two independent experiments; *n* = 11 WT mice and *n* = 6 *Hsf1* null mice for day 20 AOM-DSS treated mice, *n* = 2 mice for both genotypes for control; combined from two independent experiments.

Histopathological examination of colon tissue revealed that even in this early, pre-malignant stage, WT mice exhibit significantly more inflammation and crypt damage than *Hsf1* null mice (Fig. 4b, c and Supplementary Table 1). Sirius red and Masson trichrome staining confirmed that colons from WT mice treated with AOM–DSS exhibited more collagen-rich fibrotic regions than colons from *Hsf1* null mice (Fig. 4d, e). SHG imaging of the colon crypts showed that the ECM of WT mice at day 20 was highly distorted, while colons from *Hsf1* null mice had a normal appearance, comparable to that of control mice (Fig. 4f–j and Supplementary Fig. 3b–e). Colon crypts of WT mice were larger, fewer, and more distant apart than *Hsf1* null colon crypts (Fig. 4g–j). Examination of *Hsf1* null mice at the earlier timepoint of 15 days revealed that they did in fact exhibit some ECM rearrangements (Fig. 4f), accompanied by a slight reduction in crypt number (compared to day 20, Fig. 4g and Supplementary Fig. 3b), and increase in crypt damage (Supplementary Table 1) however these changes were not significant and were resolved by day 20.

Immune profiling of colons from day 15 treated WT mice revealed a significant increase in the number of neutrophils (CD45^+^CD11b^+^Ly6G^+^), macrophages (CD45^+^CD11b^+^Ly6G^−^F4/80^+^), and monocytes (CD45^+^CD11b^+^Ly6G^−^F4/80^−^Ly6C^+^) in the epithelial fraction (EF), as compared to colons from sham-treated mice (Supplementary Fig. 4e–h). *Hsf1* null mice showed an intermediate phenotype: the above-mentioned cell populations were somewhat increased compared to sham-treated colons, however the differences were not statistically significant. The increase in myeloid immune cells was transient, both in WT and in *Hsf1* null mice, as these populations returned to control levels at day 20 of AOM–DSS treatment (Supplementary Fig. 4i–k). These results suggest that HSF1-induced ECM remodeling precedes tumor formation, and is required for inflammation-driven colon cancer. They further suggest that HSF1 is not required for initiation of acute inflammation, yet it is required for the ensuing response to chronic inflammation.

Supporting this notion, histopathological examination of colons from mice treated with the acute DSS protocol (DSS only, without AOM; 8 days post treatment) revealed a modest and similar rise in the inflammation score of WT and *Hsf1* null mice (Supplementary Fig. 5a, b and Supplementary Table 1). SHG imaging also showed moderate and non-significant changes in crypt number, size, and distance that were comparable between WT and *Hsf1* null mice (Supplementary Fig. 5c–i).

Taken together, these experiments suggest that an acute and transient inflammatory signal leads to minor and transient changes to the ECM which are HSF1-independent.

Together with an oncogenic driver, and in the context of chronic inflammation, HSF1 is activated, leading to massive ECM remodeling and, consequently, inflammation-driven colon cancer.

### Loss of *Hsf1* affects ECM protein composition

To better understand the mechanism by which HSF1 affects ECM remodeling, we performed mass spectrometry analysis of colons from WT and *Hsf1* null mice at the pre-malignant stage (day 20) compared to control mice (day 0). We also analyzed colons at the late, malignant stage (day 52; see the “Methods” section for details). 3830 proteins were detected in samples from days 0–20, and 4234 proteins were detected at day 52 (Supplementary Data 1). Of these, only 11 proteins were differentially expressed between WT and *Hsf1* null mice at day 0 (Fig. 5a and Supplementary Data 2). 20 days of treatment with AOM-DSS led to massive changes in protein expression in WT colons, and to a lesser extent in *Hsf1* null colons (Fig. 5b and Supplementary Data 3). At this pre-malignant stage, 42 proteins were differentially upregulated in WT compared to *Hsf1* null colons and 18 were downregulated (Fig. 5a and Supplementary Data 2). Approximately a third of these differentially expressed proteins were also differentially expressed at day 52, where a total of 136 proteins were upregulated and 178 were downregulated in WT compared to *Hsf1* null colons (Fig. 5a and Supplementary Data 2).

**Fig. 5:**
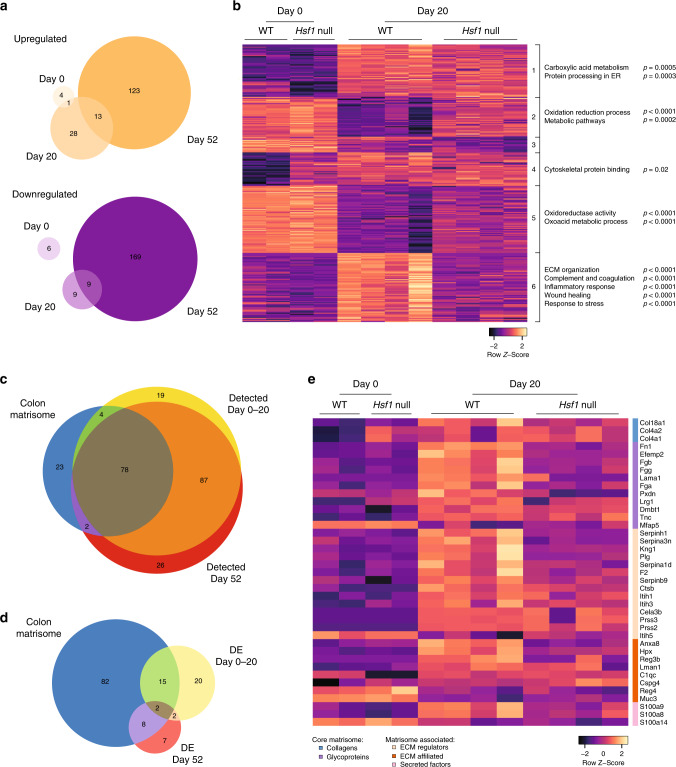
Mass spectrometry analysis reveals HSF1-dependent upregulation of proteins involved in inflammation and ECM remodeling in response to AOM-DSS. Colons from non-treated (day 0) mice, or from mice treated with AOM-DSS for 20 or 52 days were analyzed by LC–MS/MS. **a** Venn-diagrams representing overlap between differentially expressed proteins upregulated (upper panel) and downregulated (lower panel) in WT vs. *Hsf1* null colons at different time points of the AOM-DSS treatment. **b** Heatmap of standardized mass spectrometry values of differentially expressed (DE) proteins (FC > 1.5; FDR < 0.1) between day 0 and day 20 WT and *Hsf1* null colons, clustered using *K*-means partition clustering into six clusters. Pathway analysis was performed using gProfiler and selected significant pathways are shown. See also Supplementary Data 3, 4. **c**, **d** Venn-diagrams representing overlap between the mouse colon matrisome and the matrisome proteins detected **c** and DE **d** in our mass spectrometry analysis. **e** Heatmap of standardized mass spectrometry values of DE matrisome proteins (FC > 1.5; FDR < 0.1) between day 0 and day 20 WT and *Hsf1* null colons, clustered by affiliation to core matrisome and matrisome-associated groups.

To define potential pathways affected by HSF1 in our model we performed pathway analysis on the top differentially expressed proteins (Fig. 5b, Supplementary Fig. 6a, and Supplementary Data 3; see the “Methods” section). Following 20 days of AOM-DSS treatment, the most significantly upregulated proteins in WT compared to *Hsf1* null colons were ECM proteins (FN1, LAMA1), proteins involved in inflammation, wound healing, and innate immune responses (NFκB2, LCN2, S100A8), and proteins involved in complement and coagulation (C3, TF; Fig. 5b; Cluster 6, and Supplementary Data 4). Proteins involved in oxidation–reduction responses and metabolic pathways (ACAD10, ALDH1B1) were downregulated in 20-day treated colons, and more so in WT colons compared to *Hsf1* null colons (Fig. 5b; Clusters 2 and 5, and Supplementary Data 4). Most of the differentially expressed proteins exhibited a similar trend of expression at day 52 of the AOM-DSS treatment (Supplementary Fig. 6b, c and Supplementary Data 4).

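RNA was sequenced from the distal colon of 8 male mice, with 2 mice in each of 4 groups. WT and *Hsf1* null littermates were either untreated (day 0) or treated with AOM–DSS and collected at day 15. AOM–DSS treatment consisted of an injection of the carcinogen azoxymethane (AOM) at 10 mg/kg, then 5 days of 1.5% dextran sulfate sodium (DSS), which injures the colon epithelium, in the drinking water. The authors deposited the number of reads counted on each of 15859 genes, without normalization, and the same counts divided by a size factor per sample. Total counts were 9393945 and 2553348 in WT mice at day 0, 12440257 and 2675976 in *Hsf1* null mice at day 0, 11097367 and 9247665 in WT mice at day 15, and 7379442 and 7593259 in *Hsf1* null mice at day 15. Between the 2 mice of a group, Pearson's r of log2 CPM (counts scaled to library size) across genes, which are not independent replicates, was between 0.949 and 0.954. Counts were normalized for library size by edgeR's TMM method, and the 14371 genes with a mean normalized count above 5 were tested with edgeR's quasi-likelihood test in 1 model of the 4 groups. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1 were taken as differentially expressed. Gene positions are those of GENCODE M21 on GRCm38, the assembly also called mm10. *Hsf1* (ENSMUSG00000022556, chromosome 15, 76477422 to 76501913), the targeted gene, was at 40.5 and 36.5 CPM in the WT mice and 14.0 and 11.9 CPM in the *Hsf1* null mice at day 0. At day 15 it was at 50.5 and 45.9 CPM in the WT mice and 13.5 and 9.09 CPM in the *Hsf1* null mice. Between 33 and 170 reads were still counted on *Hsf1* in each *Hsf1* null mouse. The log2 fold change of *Hsf1* between WT and *Hsf1* null mice at day 15 was 2.10 (standard error 0.29, adjusted p = 0.0137 from edgeR's quasi-likelihood test). With the replicate number as a block it was 2.11 (adjusted p = 0.0218), where deviations of same-numbered WT and *Hsf1* null mice at day 15 from their group means had a correlation across genes of 0.14. At day 0 the log2 fold change was 1.57 (standard error 0.29), with an adjusted p of 0.775 and an unadjusted p of 0.000378 from the same edgeR test. With DESeq2 the log2 fold change of *Hsf1* at day 0 was 1.55 (adjusted p = 0.0354).

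**Figure D1:**
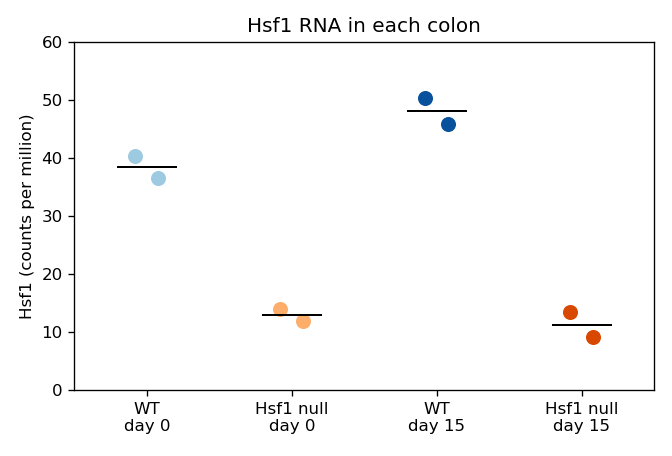
*Hsf1* RNA in CPM (vertical axis) in each of the 8 colons, by genotype and day (horizontal axis), with a point for each mouse. Every WT mouse, the lowest at 36.5 CPM, lies above every *Hsf1* null mouse, the highest at 14.0 CPM.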

Since HSF1 is a transcriptional regulator, we performed RNA-sequencing of colons from the pre-malignant stage to assess whether the observed changes to the proteome are reflected in the transcriptome. Changes to the transcriptome are expected to precede changes to the proteome, and therefore we collected colons from day 15 AOM–DSS-treated mice, and compared their RNA expression profile to that of mice from day 0 (Supplementary Data 5). Hierarchical clustering highlighted 3506 differentially expressed genes between day 0 and day 15 WT and *Hsf1* null mice (Supplementary Fig. 6e and Supplementary Data 6). 

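Of the 14371 genes tested, 3999 were differentially expressed in at least 1 of the 6 comparisons between pairs of the 4 groups. WT and *Hsf1* null mice at day 15 differed in 455 genes, of which 180 were higher and 275 lower in WT mice. At day 0, the genotypes differed in 0 genes, and 904 genes had an unadjusted p under 0.05 where chance gives 719. Between day 0 and day 15, 1112 genes changed in WT mice (499 higher and 613 lower at day 15) and 1692 changed in *Hsf1* null mice (761 higher and 931 lower). WT mice at day 15 differed from *Hsf1* null mice at day 0 in 2908 genes, 1293 of which passed the threshold in that comparison only. *Hsf1* null mice at day 15 differed from WT mice at day 0 in 968 genes. All 455 genes that differed between the genotypes at day 15 had no overlap between the 2 WT and the 2 *Hsf1* null mice, as did 54.8% of all tested genes, where chance gives 33.3%.
The genes with the largest log2 fold changes in WT mice at day 15 included several with 3 or fewer reads in both *Hsf1* null mice, so that only a lower bound is given for them. *Ngp* was at least 46.3-fold higher (adjusted p = 0.0187 from edgeR's quasi-likelihood test, and 0.204 with DESeq2), *Csf3* at least 24.4-fold, *Cacna1s* at least 17.3-fold and *Stfa2* at least 17.1-fold higher. The largest decreases in WT mice were at least 57.9-fold for *Apol10a*, at least 33.0-fold for *Slc30a10* and at least 15.0-fold for *Apol7c*. The bound of *Slc30a10* rests mainly on 1 of the 2 *Hsf1* null mice at day 15, which had 18.0 and 1.07 CPM (116 and 8 counts). *Apol10a* and *Apol7c* lie 1.00 and 1.05 Mb from *Hsf1*. *Mptx1* had a log2 fold change of -5.83 (standard error 0.78, adjusted p = 0.0158 from edgeR) and *5033404E19Rik* of -5.22 (standard error 1.06, adjusted p = 0.0242). Values of *Stfa2*, *Apol10a*, *Apol7c* and *Mptx1* are uncertain, since these genes have close paralogs between which reads can be split.
A test of whether the change from day 0 to day 15 differed between the genotypes was passed by 1 gene, *Slc15a2* (chromosome 16, 36750177 to 36784962), and 1239 genes had an unadjusted p under 0.05. *Slc15a2* had 7 and 0 counts in WT mice at day 0, 131 and 149 in WT mice at day 15, 380 and 53 in *Hsf1* null mice at day 0, and 1 and 3 in *Hsf1* null mice at day 15. Its interaction had an adjusted p of 0.00761 from edgeR, and 0.0970 with both the replicate block and offsets for GC content and length.
With the replicate number in the labels as a block, 343 genes differed between the genotypes at day 15 (128 higher and 215 lower in WT mice), 868 between the days in WT mice, 1505 between the days in *Hsf1* null mice, and 3621 in any comparison. The deviations of same-numbered mice from their group means had a correlation across genes of 0.14 for WT and *Hsf1* null mice at day 15, -0.29 for WT mice at day 0 and day 15, and 0.15 for *Hsf1* null mice at day 0 and day 15. Same-numbered mice are different animals. WT mice at day 15 and *Hsf1* null mice at day 0, with a correlation of 0.11, differed in 2672 genes with the block, and *Hsf1* null mice at day 15 and WT mice at day 0, with a correlation of -0.26, in 767. The block left 2 genes with a different change by genotype, *Slc15a2* and *Saa3*, the second named after its values were seen. Since the correlations of WT mice at day 0 with both groups at day 15 were negative, a block with the 2 WT mice at day 0 exchanged was also fitted, a choice made after the data were seen, and it gave 1314 genes at day 15. The alternative that moved the count of genes in any comparison most was an adjusted p under 0.005, which left 408 genes in any comparison and 0 between the genotypes at day 15, where 3332 genes had an unadjusted p under 0.05. DESeq2 moved 2 other counts most, to 17 genes between the genotypes at day 0 and 120 genes with a different change by genotype.

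**Figure D2:**
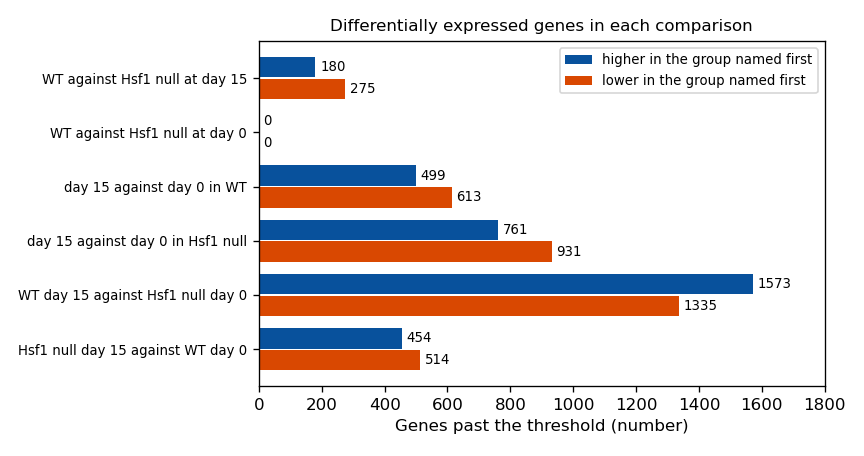
Number of differentially expressed genes (horizontal axis) in each comparison (vertical axis), with blue bars for genes higher and orange bars for genes lower in the group named first. The comparison of WT mice at day 15 with *Hsf1* null mice at day 0 has the longest bars, 1573 and 1335 genes, and the comparison of the genotypes at day 0 has 0.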

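The RNA levels of 10 genes at day 15 are given in WT and then in *Hsf1* null mice, as mean ± SD of 2 mice per genotype, and compared with edgeR's quasi-likelihood test. The ECM gene *Lama1* (ENSMUSG00000032796, chromosome 17, 67697259 to 67822647) was at 49.8 ± 16.3 and 5.77 ± 3.56 CPM, a log2 fold change of 3.09 (standard error 0.47, adjusted p = 0.021). *Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548) was at 376 ± 150.4 and 66.7 ± 48.1 CPM, a log2 fold change of 2.49 (standard error 0.47, adjusted p = 0.0331). *Fbln1* (ENSMUSG00000006369, chromosome 15, 85205949 to 85286535), 8.73 Mb from *Hsf1*, was at 97.6 ± 13.4 and 36.7 ± 22.6 CPM (log2 fold change 1.41, standard error 0.38, adjusted p = 0.072). The proteoglycan gene *Bgn* (ENSMUSG00000031375, chromosome X, 73483602 to 73495933) was at 1142 ± 197 and 409 ± 214 CPM, a log2 fold change of 1.48 (standard error 0.54, adjusted p = 0.148). Among receptors, *Il1r1* (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) was at 59.6 ± 25.5 and 15.6 ± 3.35 CPM, with a log2 fold change of 1.93 (standard error 0.35, adjusted p = 0.0274). *Csf1r* (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) was at 149 ± 84.3 and 39.3 ± 18.3 CPM, a log2 fold change of 1.92 (standard error 0.46, adjusted p = 0.0606). *Tgfbr2* (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360) was at 147 ± 19.0 and 50.0 ± 18.1 CPM, a log2 fold change of 1.56 (standard error 0.32, adjusted p = 0.0389). The inflammatory gene *S100a8* (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) was at 47.5 ± 34.6 and 0.602 ± 0.851 CPM, a log2 fold change of 6.20 (standard error 0.94, adjusted p = 0.0161). *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) was at 213 ± 190.0 and 6.32 ± 2.79 CPM, a log2 fold change of 5.06 (standard error 0.59, adjusted p = 0.0137). The chemokine gene *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) was at 275 ± 89.9 and 59.4 ± 39.2 CPM, a log2 fold change of 2.21 (standard error 0.44, adjusted p = 0.0362).
In each of the 10 genes both WT mice lay above both *Hsf1* null mice. In untreated mice at day 0, the log2 fold changes of these genes ran from -0.25 for *Lcn2* to 1.45 for *Bgn*, with a smallest adjusted p of 0.775 in edgeR. The value of *Bgn* rests mainly on 1 of the 2 WT mice, with 900 and 249 CPM in WT and 237 and 183 CPM in *Hsf1* null mice at day 0. *Fbln1*, *Bgn* and *Csf1r* did not reach an adjusted p of 0.05, and the other 7 genes passed the threshold. Ordered by log2 fold change among the 14371 tested genes, *S100a8* ranked 9, *Lcn2* 18, *Lama1* 105, *Col18a1* 199, *Cxcl12* 289, *Il1r1* 428, *Csf1r* 439, *Tgfbr2* 733, *Bgn* 828 and *Fbln1* 933. With the replicate number as a block, where same-numbered WT and *Hsf1* null mice at day 15 had correlated deviations (0.14), *Lama1*, *Il1r1*, *S100a8* and *Lcn2* passed the threshold, with adjusted p from 0.011 to 0.0327 in edgeR. *Tgfbr2*, *Cxcl12* and *Col18a1* then had adjusted p of 0.0501, 0.054 and 0.0559, and *Fbln1*, *Csf1r* and *Bgn* had 0.0746, 0.0746 and 0.196. With DESeq2 all 10 genes passed, and with all libraries thinned to the smallest total *Col18a1*, *S100a8*, *Lcn2* and *Cxcl12* did.

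**Figure D3:**
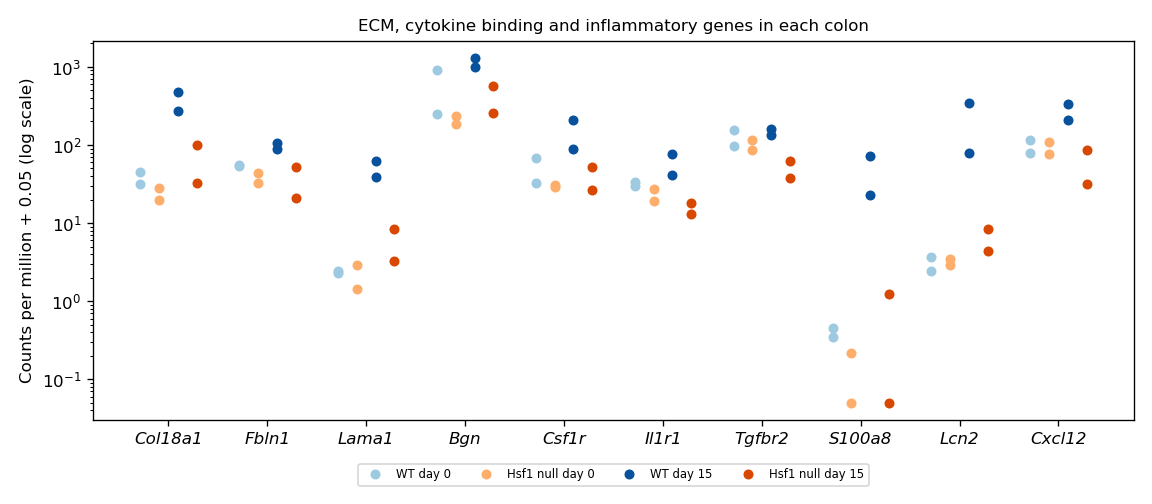
RNA of the 10 genes in CPM plus 0.05, on a log axis (vertical), with a point for each of the 8 mice, colored by group. At day 15 both WT mice lie above both *Hsf1* null mice in each gene, with means of 47.5 and 0.602 CPM for *S100a8*.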

The most differentially upregulated genes in AOM–DSS-treated WT mice compared to *Hsf1* null mice were ECM constituents (*Col18a1, Fbln1, Lama1, Bgn*), genes involved in cytokine binding (*Csf1R, Il1r1, Tgfbr2*), and genes involved in inflammatory responses (*S100a8, Lcn2, Cxcl12*; Cluster 3, Supplementary Fig. 6e and Supplementary Data 7). 

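*Cox7a1* (ENSMUSG00000074218, chromosome 7, 30184144 to 30186078), a subunit of cytochrome c oxidase, was at 25.6 ± 0.261 CPM in WT and 86.7 ± 15.9 CPM in *Hsf1* null mice at day 15 (SD, n = 2 mice), a log2 fold change of -1.76 (standard error 0.26, adjusted p = 0.0187 from edgeR's quasi-likelihood test). *Acad12* (ENSMUSG00000042647, chromosome 5, 121596775 to 121618938) was at 3.26 ± 1.17 and 15.0 ± 9.29 CPM, with a log2 fold change of -2.19 (standard error 0.59, adjusted p = 0.0749 from edgeR). Its value is uncertain, since reads can be split between *Acad12* and its neighbouring paralog *Acad10*. *Aldh2* (ENSMUSG00000029455, chromosome 5, 121566027 to 121593824) was at 158 ± 28.4 and 337 ± 130.3 CPM, with a log2 fold change of -1.09 (standard error 0.33, adjusted p = 0.0942 from edgeR). In each of the 3 genes both WT mice lay below both *Hsf1* null mice. Smooth muscle markers were lower in WT mice too (median log2 fold change -0.81). A smaller share of muscle in WT tissue is thus neither shown nor ruled out as a source of the lower *Cox7a1*. From the largest decrease in WT mice among the 14371 tested genes, *Acad12* ranked 225, *Cox7a1* 395 and *Aldh2* 1091. With the replicate number as a block (correlation of same-numbered mice 0.14), *Cox7a1* and *Acad12* passed the threshold, with adjusted p of 0.029 and 0.0476, and *Aldh2* had an adjusted p of 0.12 in edgeR. Adjusted over these 3 genes and the 10 genes above alone, all 13 had an adjusted p under 0.05 in edgeR, between 0.000247 and 0.0229. That list consists of genes the paper called from these data, so it shows no stability.
All 41 genes that Supplementary Data 7 lists under oxidoreductase activity, which were selected by the paper from these data, were lower in WT mice at day 15, with a median log2 fold change of -1.68, and 22 passed the threshold. Under extracellular matrix structural constituent, selected in the same way, 29 of 32 genes were higher and 3 lower in WT mice, and 3 passed the threshold. Under cytokine binding, 26 of 28 genes were higher and 2 lower, and 7 passed. Of 93 genes for oxidative phosphorylation, listed by name without regard to expression, 20 were higher in WT mice, and the median log2 fold change was -0.42. Tested as a set against all other genes with limma's camera (two-sided, inter-gene correlation 0.01), they were lower in WT mice, with an adjusted p of 1.59e-07 over the 16 gene sets tested (unadjusted 2.97e-08). With the replicate block the adjusted p was 2.29e-07 (unadjusted 6.93e-08). The alternative that moved this result most was an inter-gene correlation estimated from the data, with which the adjusted p was 0.306 (unadjusted 0.232). With that correlation, 0 of the 16 sets had an adjusted p under 0.05 at day 15, and 3 had an unadjusted p under 0.05. In untreated mice at day 0, the oxidative phosphorylation genes were also lower in WT mice, with a median log2 fold change of -0.23 (adjusted p = 5.95e-08 from limma's camera, and 0.580 with the estimated correlation, unadjusted 3.72e-09 and 0.209). This rests on 1 of the 2 WT mice, since the median log2 level of the set, centered on the mean of all samples, was -0.37 and 0.13 in WT and 0.24 and 0.08 in *Hsf1* null mice at day 0. The 36 genes of cytochrome P450 families 1 to 4 had a median log2 fold change of -1.06 (adjusted p = 1.14e-11 from limma's camera, 1.31e-13 with the replicate block, and 0.229 with the estimated correlation, unadjusted 7.13e-13, 1.63e-14 and 0.0366), and of -0.34 at day 0 (adjusted p = 0.0140, unadjusted 0.00525). Several *Cyp2d* genes, of family 2, lie within 10 Mb of *Hsf1*, so linkage to *Hsf1* may bear on this set.

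**Figure D4:**
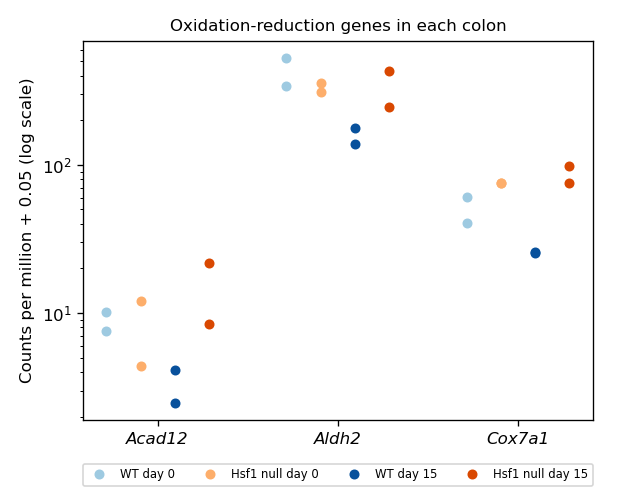
RNA of *Acad12*, *Aldh2* and *Cox7a1* in CPM plus 0.05, on a log axis (vertical), with a point for each of the 8 mice, colored by group. At day 15 both WT mice lie below both *Hsf1* null mice in each gene, with means of 25.6 and 86.7 CPM for *Cox7a1*.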

Genes involved in oxidation–reduction and metabolic pathways (*Acad12, Aldh2*, *Cox7a1*) were most differentially downregulated in 15 day-treated WT mice, compared to *Hsf1* null mice (Cluster 1, Supplementary Fig. 6e and Supplementary Data 7). Together with the proteomic changes described above, these findings support the notion that HSF1 drives the expression of genes involved in ECM remodeling and inflammatory responses, leading to the proteomic changes observed at day 20.

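The paper's Supplementary Data 2 lists 42 proteins as higher and 18 as lower in WT than in *Hsf1* null colons at day 20. Of the 42, 34 had a gene in the count table and 33 were tested. The other 8 had no gene in the count table, which holds only genes with at least 6 counts in at least 1 sample. For these 8 no RNA change could be set beside the protein change. The RNA of 28 of these 33 genes was higher in WT mice at day 15, with a median log2 fold change of 0.77. *Lcn2* and *Serpina3n* passed the threshold, and 18 of the 33 had an unadjusted p under 0.05. *Serpina3n*, named after its values were seen, had a log2 fold change of 3.33 (standard error 0.46, adjusted p = 0.0183 from edgeR's quasi-likelihood test). It has close paralogs between which reads can be split. RNA was lower in WT mice for *Ttr* (log2 fold change -1.48), *Tor1b* (-0.86), *Dhrs7b* (-0.79), *Ces1c* (-0.36) and *Rab35* (-0.01), also named after their values were seen. Of the 18 genes for proteins lower in WT colons, 17 had lower RNA in WT mice, with a median log2 fold change of -0.80 and 9 with an unadjusted p under 0.05. *Selenbp1* (-3.76, adjusted p = 0.0240), *Eppk1* (-2.01, adjusted p = 0.0291) and *Sord* (-1.64, adjusted p = 0.0276) passed the threshold in edgeR and were also named after their values were seen. *Eppk1* lies within 10 Mb of *Hsf1*.
Tested as sets with limma's camera, the genes of the proteins higher in WT colons were higher in WT mice at day 15 (adjusted p = 4.63e-06 over 16 sets, and 1.72e-06 with the replicate block, unadjusted 2.89e-06 and 9.96e-07). The genes of the proteins lower in WT colons were lower (adjusted p = 3.58e-07 from limma's camera, and 2.48e-07 with the block, unadjusted 1.57e-07 and 1.17e-07). Same-numbered mice had a correlation of 0.14 in this comparison. With the inter-gene correlation estimated from the data, the adjusted p was 0.229 for both, and unadjusted p were 0.116 and 0.0769. At day 0, the same sets had median log2 fold changes of 0.39 and -0.26 (adjusted p = 0.0187 and 0.0618 from limma's camera, unadjusted 0.00933 and 0.0386). Among genes of proteins named from mass spectrometry, *C3* had a log2 fold change of 2.14 (standard error 0.56, adjusted p = 0.072 from edgeR, and 0.102 with the block), *Nfkb2* of 1.12 (standard error 0.43, adjusted p = 0.165, and 0.154 with the block) and *Fn1* of 0.70 (standard error 0.40, adjusted p = 0.33, and 0.379 with the block). *Aldh1b1* had a log2 fold change of -1.28 (standard error 0.30, adjusted p = 0.0537, and 0.0701 with the block) and *Acad10*, the paralog next to *Acad12*, of -0.79 (standard error 0.34, adjusted p = 0.197, and 0.22 with the block). *Trf*, taken as the gene of TF, had a log2 fold change of 0.05 (standard error 0.41, adjusted p = 0.957, and 0.923 with the block), and of -0.14 after thinning all libraries to the smallest total. At day 0, *Fn1* had a log2 fold change of 1.11 (standard error 0.41, adjusted p = 0.775 from edgeR), which rests mainly on 1 of the 2 WT mice (1146 and 465 CPM in WT and 382 and 365 CPM in *Hsf1* null mice). From the RNA and the proteomic changes together, the paper proposes that HSF1 drives expression of genes for ECM remodeling and inflammatory responses, and that this leads to the protein changes at day 20.

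**Figure D5:**
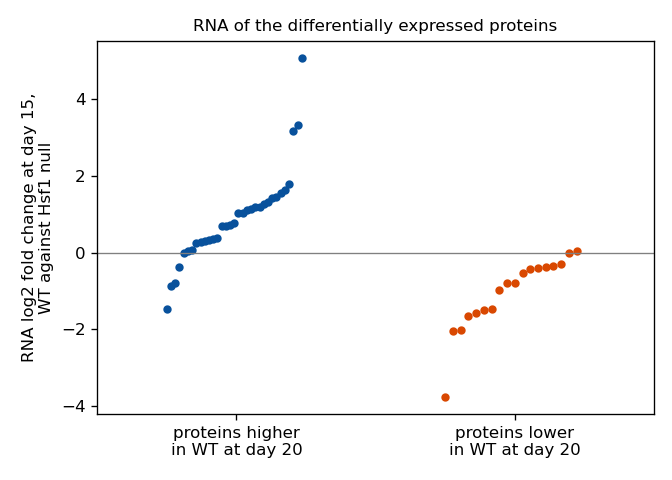
RNA log2 fold change between WT and *Hsf1* null mice at day 15 (vertical axis) of the genes of proteins that were higher or lower in WT colons at day 20 (horizontal axis), with a point for each gene. Of the genes on the left, 28 lie above 0 and 5 below, and of those on the right 17 lie below 0 and 1 above.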

To further dissect the changes in ECM-associated proteins we focused on matrisome proteins using the ECM protein expression database MatrisomeDB^26,27^. This database contains ~1000 core matrisome and matrisome-associated proteins, 107 of which were previously identified in the normal murine colon^28^. 188 matrisome proteins were detected in our mass-spec analysis of day 0–20, 82 of which overlapped with the colon matrisome (Fig. 5c and Supplementary Data 8). 193 matrisome proteins were detected at day 52, 80 of which overlapped with the colon matrisome (Fig. 5c and Supplementary Data 8). These numbers suggest that we detected the majority of known colon matrisome proteins (~75%), as well as many matrix proteins which have not been previously associated with the mouse colon. Next, we asked which of these matrix proteins is differentially expressed in our mass spectrometry dataset. We found 39 core matrisome and matrisome-associated proteins differentially expressed between control and 20-day treated WT and *Hsf1* null colons (Fig. 5d, e). Of these, 17 were previously identified as part of the murine colon matrisome, and 22 proteins, including ECM regulators (such as SERPINs) and secreted matrisome-associated proteins (such as S100A8 and S100A9), were not (Supplementary Data 8). 19 core matrisome and matrisome-associated proteins were differentially expressed between WT and *Hsf1* null colons at day 52 of the AOM-DSS treatment, only 10 of which were previously identified as part of the murine colon matrisome (Fig. 5d and Supplementary Fig. 5d).

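Supplementary Data 9 lists 749 matrisome genes, of which 650 were tested and 252 were differentially expressed in at least 1 comparison between pairs of the 4 groups. The group with the highest mean was WT day 15 in 175 of the 252 genes (69.4%, exact Clopper-Pearson 95% confidence interval 63.4% to 75.1%), *Hsf1* null day 0 in 42, WT day 0 in 20 and *Hsf1* null day 15 in 15. The interval treats genes as independent, which they are not. Of all 3999 differentially expressed genes, 36.4% were highest in WT mice at day 15. A higher mean in WT than in *Hsf1* null mice at day 15 was found in 200 of the 252 genes, and 32 were above all 3 other groups past the threshold. With the replicate number as a block, 226 matrisome genes were differentially expressed, where correlations of same-numbered mice between pairs of groups ran from -0.29 to 0.15. The alternative that moved the count most was an adjusted p under 0.005, which left 41 genes. Among the differentially expressed genes of the DESeq2 fit, 65.1% were highest in WT mice at day 15.

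**Figure D6:**
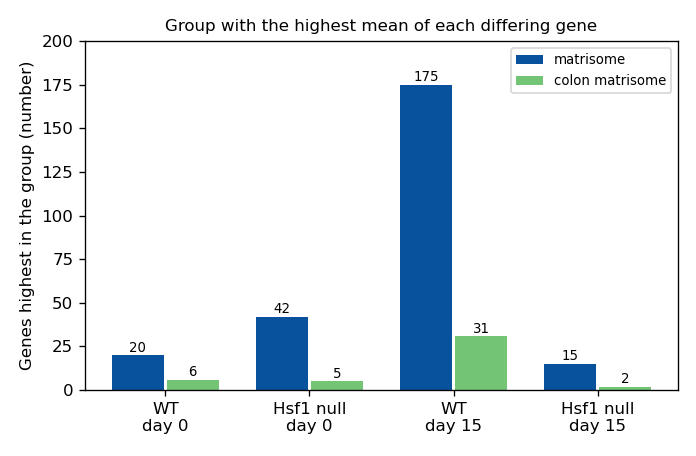
Number of differentially expressed genes (vertical axis) whose mean is highest in each of the 4 groups (horizontal axis), for the matrisome and for the part of it known from the mouse colon. In WT mice at day 15 the bars reach 175 and 31 genes.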

Gene expression analysis of our RNA-seq dataset revealed 234 core matrisome and matrisome-associated genes differentially expressed between colons from day 0 and day 15 WT and *Hsf1* null mice, the majority of which were upregulated in day 15 WT mice compared to all other groups (Supplementary Fig. 6f and Supplementary Data 9). Gene products of 41 of these were previously identified as part of the murine colon matrisome (Supplementary Data 9).

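The colon matrisome list of Supplementary Data 9 holds 96 genes, of which 94 were tested and 44 were differentially expressed in at least 1 comparison (42 with the replicate block, with correlations of same-numbered mice between -0.29 and 0.15). The highest mean was in WT mice at day 15 in 31 of the 44 genes (70.5%), and 36 were higher in WT than in *Hsf1* null mice at day 15. Between the genotypes at day 15, *Col18a1*, *Lama1* and *Tgm2* were higher in WT mice past the threshold, and these 3 genes were also above each of the 3 other groups. With the replicate block *Col18a1* did not pass between the genotypes at day 15 (adjusted p = 0.0559 from edgeR's quasi-likelihood test). *Tgm2* had a log2 fold change of 2.25 (standard error 0.40, adjusted p = 0.0274 from edgeR's quasi-likelihood test). Lower in WT mice were *Tgm3*, with a log2 fold change of -3.65 (standard error 0.57, adjusted p = 0.0234 from edgeR), and *Itih2*, with -2.62 (standard error 0.59, adjusted p = 0.0460). *Tgm2*, *Tgm3* and *Itih2* were named after their values were seen.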

The fact that ~75% of the known colon matrisome was detected in our proteomic analysis (Fig. 5c), and yet ~50% of the differentially expressed proteins in our analysis were not previously identified in the colon matrisome (Fig. 5d), suggests that these proteins are specifically upregulated in inflammation and cancer and not in the normal colon. Moreover, these findings highlight HSF1 as a major regulator of the matrisome in inflammation-induced colon cancer.

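Between WT and *Hsf1* null mice at day 15, 41 of the 650 tested matrisome genes were higher and 9 lower in WT mice past the threshold. Of the 650 genes, 472 had a positive log2 fold change, and the median was 0.61. This median ran from 0.38 to 1.06 across the 8 fits that each left out one sample. The *Hsf1* null mice at day 15 differed, with median centered log2 levels of -0.45 and 0.06, against 0.36 and 0.41 in WT mice. As a set, the matrisome genes were higher in WT mice at day 15 than other genes (limma's camera, adjusted p = 3.27e-07 over 16 sets, and 2.29e-07 with the replicate block, unadjusted 1.16e-07 and 7.15e-08, correlation of same-numbered mice 0.14). With the inter-gene correlation estimated from the data, the adjusted p was 0.229 (unadjusted 0.129). The rotation test fry, which asks whether the set itself changed, gave an adjusted p of 0.0862 (unadjusted 0.0485). The 94 colon matrisome genes had a median log2 fold change of 0.86 and an adjusted p of 3.27e-07 from camera, or 2.48e-07 with the block, and 0.230 with the estimated correlation (unadjusted 1.23e-07, 1.01e-07 and 0.143). Their median ran from 0.45 to 1.49 across the fits that each left out one sample. In untreated mice at day 0, the median log2 fold change of the matrisome genes between the genotypes was 0.27 (adjusted p = 0.000953 from limma's camera, and 0.580 with the estimated correlation, unadjusted 0.000179 and 0.283). It rests on 1 of the 2 WT mice, replicate 1. Median centered log2 levels were 0.22 and -0.23 in WT and -0.26 and -0.24 in *Hsf1* null mice at day 0. That WT sample also had 1872 *Xist* counts, unlike every other sample, although all mice are labeled male. The median difference between the genotypes in the change from day 0 to day 15 was 0.19 (adjusted p = 0.00867 from limma's camera, 0.00669 with the block, and 0.573 with the estimated correlation, unadjusted 0.00542, 0.00418 and 0.380). The colon matrisome genes had a median log2 fold change of 0.39 at day 0 (adjusted p = 1.32e-05 from limma's camera, and 0.580 with the estimated correlation). For them both WT mice lay above both *Hsf1* null mice at day 0, with median centered log2 levels of 0.23 and -0.21 against -0.37 and -0.37.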

### MMPs are upregulated and co-expressed with HSF1 in inflamed stromal cells

Since mass-spec analysis takes a crude average of all cells and ECM in the colon, we next validated our mass-spec results by multiplexed immunofluorescent (MxIF) staining with antibodies targeting HSF1 and a selected list of potential targets. We chose for this follow-up analysis the core matrix protein FN1^28^, the matrix remodeling enzymes MMP7^29^ and MMP9^30^, the collagen-specific chaperone SERPINH1^31^ (also known as HSP47), and the neutrophil-associated proteins LCN2^32^ and S100A8^33,34^.

To achieve a comprehensive understanding of the dynamic changes that occur during inflammation and tumor progression we stained colon sections from day 0, 15, 20, and 52 of the AOM-DSS protocol, and scored expression levels and colocalization of selected targets (see the “Methods” section for details). αSMA was used as a marker of activated fibroblasts^35^ (Fig. 6a). We also scored HSF1 nuclear expression as a proxy for its activation^13,36^, and found that its expression in the stroma (Supplementary Fig. 7a), but not in the epithelial cells of the crypt (Supplementary Fig. 7b), reflected the disease activity (Fig. 2c) measured at the different timepoints.

**Fig. 6:**
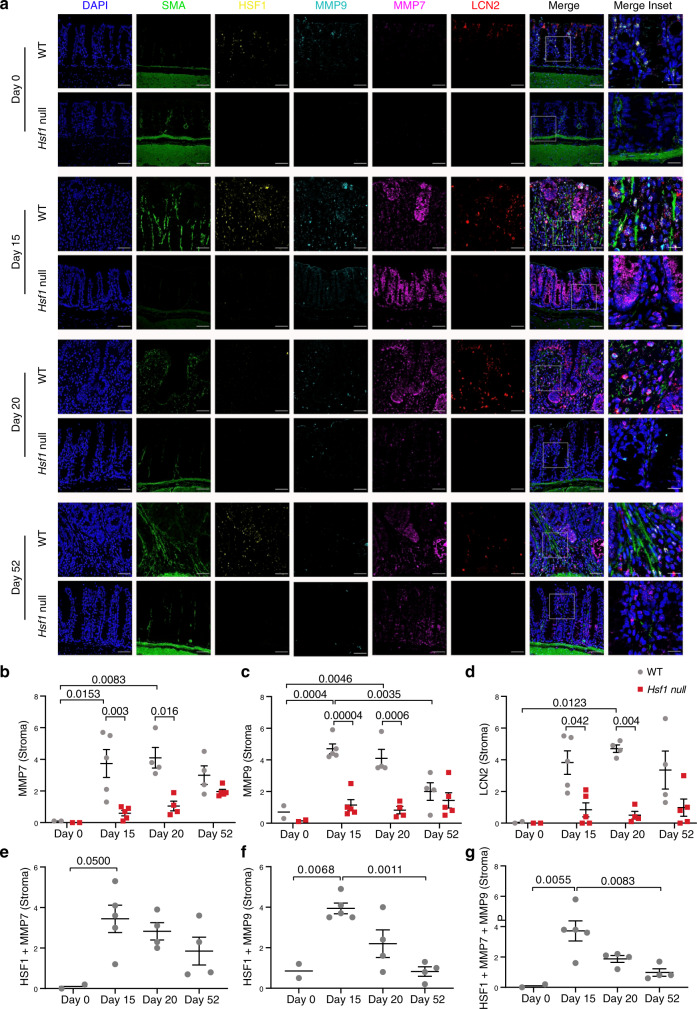
MMP7, MMP9, and LCN2 are upregulated in the stroma upon inflammation in an HSF1-dependent manner. Colons from WT and *Hsf1* null mice were excised, fixed, and stained by multiplexed immunofluorescence (MxIF) using antibodies for the depicted proteins, at different time points along the AOM-DSS protocol. **a** Representative images are shown. Scale bar—50 µm. Inset scale bar—17 µm. **b**–**g** Stromal expression of each protein **b**–**d** and co-expression with stromal HSF1 **e**–**g** were scored in 5–7 representative images from each mouse, averaged, and are presented for each mouse in the group (see the “Methods” section for details). Results are presented as mean ± SEM, analyzed by two-way ANOVA and Bonferroni correction for multiple comparisons. For AOM-DSS-treated mice, *n* = 4 or 5 WT mice (day 52 and 20 or 15, respectively) and *n* = 5 or 4 *Hsf1* null mice (day 15 and 52, or day 20, respectively); *n* = 2 mice for control; results are presented for one of two independent experiments for day 0 and 15, and were combined from two independent experiments for days 20 and 52.

At day 0, HSF1 was scarcely detected in the stroma. At day 15 of AOM-DSS—the day at which inflammation peaks and massive stromal infiltration is observed—HSF1 was strongly activated, mostly in αSMA-positive fibroblasts (Fig. 6a and Supplementary Fig. 7c, d). Similar to the DAI, activation of stromal HSF1 subsided at day 20 and increased again at day 52 (Supplementary Fig. 7a). Epithelial HSF1 showed a different pattern of activation—it was active in normal epithelial cells of the crypts at day 0, its activity gradually declined in the inflamed crypts at days 15 and 20, and increased again at day 52, in the transformed epithelial cells of the tumors (Supplementary Fig. 7b).

MMP7, MMP9, and LCN2 all showed HSF1-dependent upregulation in the stroma in response to the AOM-DSS treatment (Fig. 6a, d). While these proteins were expressed to some extent also in the colon crypts, there was no clear trend suggesting inflammation-dependent or HSF1-dependent expression in epithelial cells of the crypts (Supplementary Fig. 7f–h). Next we asked whether these potential HSF1 targets are co-expressed with HSF1 in stromal cells. Indeed, we found that MMP7 and MMP9 partially overlapped with stromal HSF1 (Fig. 6e–g). LCN2 did not overlap with HSF1 however it did overlap with MMP9, most likely in neutrophils (Fig. 6a and Supplementary Fig. 6i).

S100A8, which together with S100A9 forms the calprotectin heterocomplex, serves as a biomarker for IBD^33,34^. Immunostaining shows that S100A8 is significantly upregulated in WT but not in *Hsf1* null colons at day 20 of the AOM-DSS protocol (Supplementary Fig. 7j, k).

FN1 and SERPINH1 were expressed in normal colons, yet their expression pattern changed dramatically in response to inflammation in WT, but not in *Hsf1* null colons (Supplementary Fig. 7l, m). In normal colons, FN1 was expressed mostly in the walls of the colon crypts and in the muscle, and SERPINH1 was expressed in goblet cells. Inflammation-induced massive expression of both of these proteins in the infiltrating stroma of WT mice but not *Hsf1* null mice (Supplementary Fig. 7l, m). Notably, the genes encoding for FN1, SERPINH1, and MMP9 were previously shown to be direct transcriptional targets of HSF1^20,37–39^. Taken together these findings suggest that inflammation induces the activation of HSF1 in stromal fibroblasts, leading to ECM remodeling through activation of ECM proteins, such as FN1, matrix remodeling enzymes such as MMP7 and MMP9, supporting chaperones such as the collagen chaperone SERPINH1, and immune regulatory proteins such as LCN2 and S100A8. Some of these proteins are activated in a cell-autonomous manner (MMP7 and MMP9), while others are most likely activated by non-cell-autonomous signaling in neighboring and recruited immune cells. These events lead to remodeling of the ECM and, consequently, promote tumor progression.

### Loss of *Hsf1* impairs ECM deposition by colon fibroblasts, in vitro

Our initial in vitro findings in MEFs (Fig. 1), together with our MxIF analysis of HSF1 localization and activation in the colon (Fig. 6), strongly indicate that, while HSF1 in cancer cells is important for tumor growth, and HSF1 in immune cells may contribute as well (Supplementary Fig. 4e–h), HSF1 in fibroblasts is a major player in driving the ECM rearrangements observed in AOM-DSS-treated mice. To test this, we isolated colon fibroblasts from WT and *Hsf1* null mice at day 15 of the AOM-DSS protocol, allowed them to deposit fibrillar collagen, in vitro, in the presence of MC38-conditioned media (see the “Methods” section) and measured collagen-deposition using SHG. Similar to MEFs, 15-day-treated WT colon fibroblasts deposited significantly more collagen than fibroblasts from treated *Hsf1* null mice (Fig. 7a, b). We further confirmed these findings using a quantitative Sirius red staining protocol. In this assay, colon fibroblasts isolated from 15-day treated WT or *Hsf1* null mice were cultured for 5 days in the presence or absence of MC38-conditioned media, and the amount of fibrillar collagen produced by the cells was quantified by Sirius red. Cells grown in control conditions (i.e. without growth factor-enriched MC38-conditioned media; see the “Methods” section) produced very little fibrillar collagen, regardless of the genotype. Upon induction with MC38-conditioned media, WT fibroblasts produced significantly more collagen than *Hsf1* null fibroblasts (Fig. 7c). WT fibroblasts also expressed and secreted more FN1, MMP7, and MMP9 than *Hsf1* null fibroblasts (Fig. 7d–f), supporting our in vivo observations (Fig. 6 and Supplementary Fig. 7). Cell-induced gel contraction by WT colon fibroblasts was similar to that of *Hsf1* null colon fibroblasts (Supplementary Fig. 8a), suggesting that HSF1 does not play an essential role in contractility. To demonstrate that ECM deposition by colon fibroblasts is HSF1-dependent, we used the synthetic small molecule CMLD011866 ((-)-aglaroxin C^40–42^, Fig. 7g). This compound is a pyrimidinone variant of the rocaglate/flavagline natural product class, which also includes molecules such as rocaglamide A (RocA), a natural product translation-initiation inhibitor previously shown to inhibit HSF1’s activity^43^. CMLD011866 itself has also been shown to inhibit the HSF1-dependent heat shock response with an IC_50_ of 15.3 nM^40^. Treatment of WT colon fibroblasts with CMLD011866 did not affect their viability (Fig. 7h; lower panels). It did however significantly inhibit their ability to deposit ECM, in vitro, as measured by SHG (Fig. 7h, i), supporting the conclusion that HSF1 plays a key role in ECM deposition by fibroblasts.

**Fig. 7:**
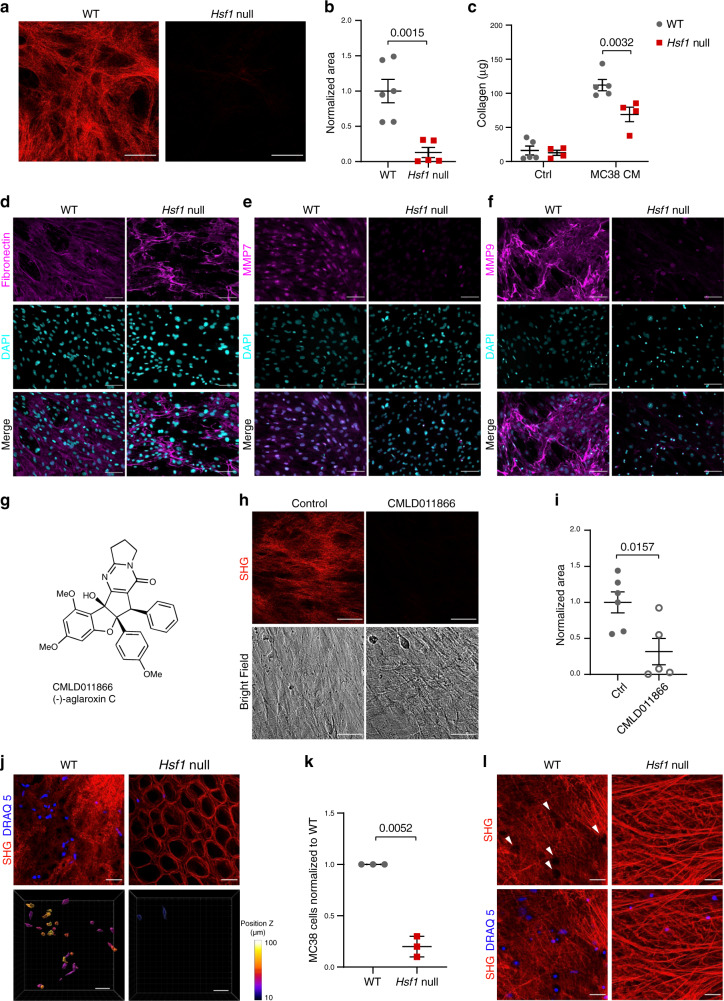
Loss of *Hsf1* in colon fibroblasts impairs ECM secretion. **a**–**f** Colons from day 15 AOM-DSS-treated WT or *Hsf1* null mice were excised, and fibroblasts were isolated and allowed to recover in culture for 5 days (see the “Methods” section). **a**, **b** Colon fibroblasts were induced to secrete ECM by 3–5 days incubation with MC38-conditioned media supplemented by growth factors and insulin. Representative SHG images are shown in **a**. The average area of collagen covered is quantified in **b** for *n* = 6 WT and *n* = 5 *Hsf1* null mice combined from three different experiments. Scale bar—50 µm. **c** Colon fibroblasts were cultured for 5 days in the presence or absence of MC38-conditioned media, and the amount of collagen secreted by the cells was quantified by Sirius red staining (see the “Methods” section). *n* = 5 WT and 4 *Hsf1* null mice combined from two different experiments. **d**–**f** Representative images of fibronectin **d**, MMP7 **e**, and MMP9 **f** and DAPI (nuclear) staining of colon fibroblasts cultured for 5 days in the presence of MC38-conditioned media. For **d**–**f** *n* = 6 WT and *n* = 5 **d**, **e** or 3 **f** *Hsf1* null mice, examined over two independent experiments. Scale bar—100 µm. **g** The molecular structure of (–)-aglaroxin C (CMLD011866). **h**, **i** WT colon fibroblasts were incubated with MC38-conditioned media supplemented by growth factors and insulin in the presence or absence of 3 nM CMLD011866 for 3–5 days, after which SHG imaging was performed. Representative images are shown in **h**. The average area of collagen covered is quantified in **i** for *n* = 6 WT mice and *n* = 5 *Hsf1* null mice, combined from three different experiments. Scale bar—50 µm. **j**–**l** Colons from day 15 **j**–**k** or day 20 **l** AOM-DSS-treated WT or *Hsf1* null mice were excised and decellularized. MC38 cancer cells were added and allowed to re-cellularize the matrices (see the “Methods” section) after which SHG imaging was performed. Scale bar—50 µm. **j**, **l** Representative SHG + IF images taken from the mucosal side for **j** (upper panels) and the muscularis externa side for **l**. SHG is shown in red, DRAQ5 nuclear staining is shown in blue. Heatmaps depicting the depth of invasion of cancer cells into the matrix are shown in **j** (bottom panels). **k** The average number of MC38 cells was calculated per mouse from 3 to 7 images averaged per area, each experiment was normalized to WT and the average of three biological replicates is presented. White arrows in **l** point to “holes” in the matrix where cancer cells have invaded. Results of **c** are presented as mean ± SEM, analyzed by two-way ANOVA and Bonferroni correction for multiple comparisons. For **b**, **i**, and **k**, Results presented as mean ± SEM, analyzed by an unpaired Student’s *t*-test.

Next we set to assess the role of HSF1-dependent matrix remodeling in supporting cancer cell proliferation. To that end we decellularized colons from WT and *Hsf1* null mice^44,45^, so that only the matrix remained intact and all cells were lysed and removed (Supplementary Fig. 8b). We then added MC38 cancer cells and allowed them to re-cellularize the matrices for 40 h. SHG imaging of the ECM combined with IF imaging of the cells showed that MC38 cells re-cellularized 15-day AOM-DSS WT-derived colons much more efficiently than they did *Hsf1* null colons from 15-day treated mice (Fig. 7j, k). A higher number of cancer cells was found and they penetrated deeper into the matrix of WT colons versus *Hsf1* null colons (Fig. 7j; lower panels). Cancer cells actively remodeled the matrix as apparent by “holes” in matrix of 20-day AOM-DSS-treated WT mice but not in *Hsf1* null matrix from the same time point (Fig. 7l).

These in vitro studies support the hypothesis that AOM-DSS induces HSF1 activation in fibroblasts, leading to formation of a pro-tumorigenic ECM that promotes cancer growth.

### HSF1 is activated in human CAC

To examine the relevance of our findings to human cancer, we performed immunohistochemical (IHC) staining of human CAC patient samples with antibodies for HSF1. To assess inflammation and fibrosis we also performed H&E, Masson’s trichrome, and Sirius red staining of the same samples (Fig. 8a). Notably, all of these patients exhibited extensive fibrosis, as observed by Masson’s trichrome and Sirius red staining. Indeed, we observed high nuclear HSF1 staining in both cancer cells and fibroblasts in these patients compared to control, suggesting that HSF1 is activated in human CAC (Fig. 8a). Next, we asked whether the matrisome proteins highlighted by our mass-spec analysis may play a role in human colon cancer. To answer this question, we mined the human colon matrisome (see the “Methods” section and ref. ^46^). We found that 127 out of 170 matrisome proteins detected in day 0–20, and 127 out of 179 matrisome proteins detected in day 52 were previously identified in the human colon matrisome (Fig. 8b and Supplementary Data 8). Furthermore, 70% of the matrisome proteins differentially expressed in our mass-spec analysis were identified in the human colon matrisome (Fig. 8c and Supplementary Data 8). Since the human colon matrisome contains data both from normal and from CRC tissue, we next asked whether proteins differentially expressed in our mouse model are upregulated in cancer. Indeed, the matrisome proteins differentially expressed in our mouse model were significantly enriched in proteins upregulated in human cancer (Fig. 8d, e). The expression of many of these proteins, including S100A8 and FN1, was higher in cancer compared to normal human colon, and 7 were not detected at all in the normal colon and were expressed only in CRC (Fig. 8d, e). We further compared our list of differentially expressed matrisome proteins to a recently published list of matrix proteins associated with disease severity in human ovarian cancer, and shown to be conserved in other human cancers^47^. 12 out of 60 proteins in the ovarian cancer list were differentially expressed in our matrisome list (Supplementary Data 10). Of these overlapping proteins, all of those positively correlated with disease severity were higher in WT vs. *Hsf1* null, and those negatively correlated with disease severity were higher in *Hsf1* null colons, supporting the conclusion that HSF1 positively regulates the expression of matrisome proteins contributing to ECM remodeling in cancer. Taken together these findings suggest not only that our model recapitulates early stages of colon cancer, but also highlight the potential role of stromal HSF1 in ECM remodeling in human CAC.

**Fig. 8:**
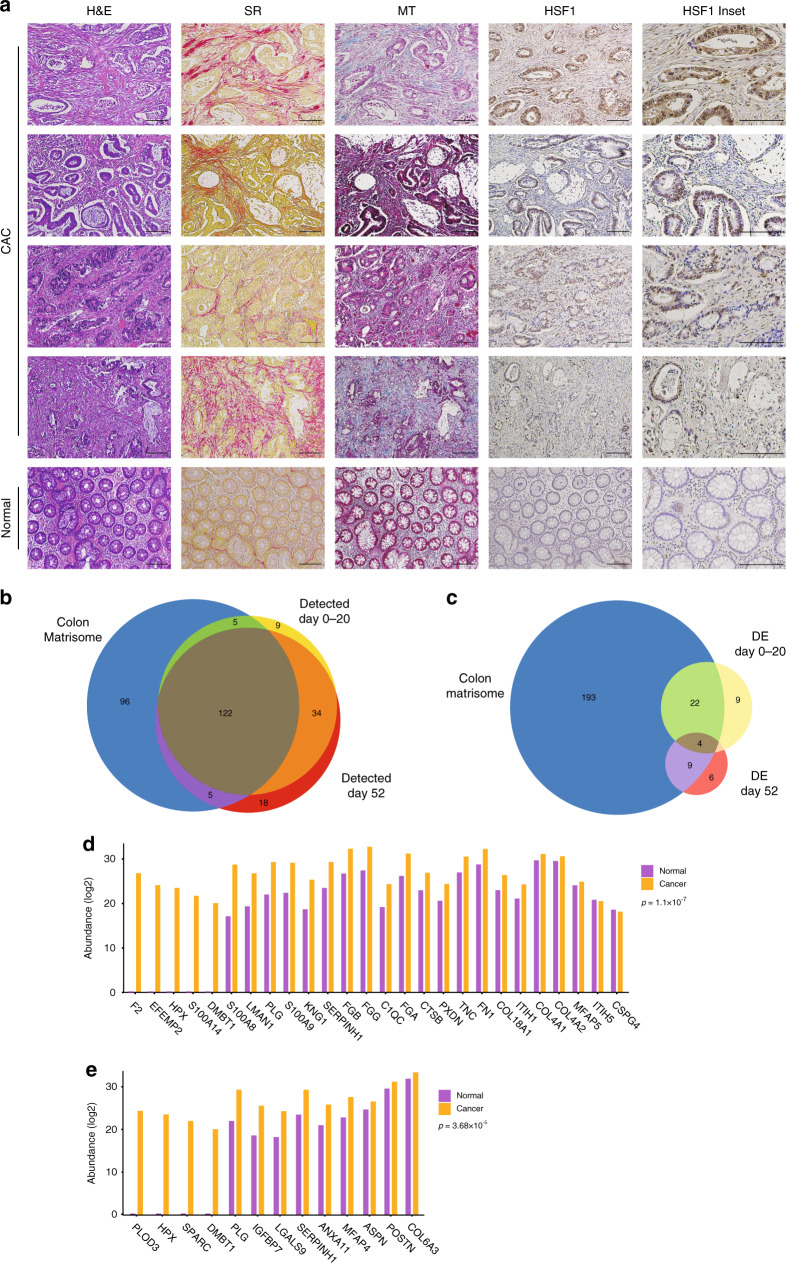
HSF1 and its ECM-affiliated targets are expressed in human colon cancer. **a** Formalin-fixed paraffin-embedded (FFPE) tumor sections from the colons of four colitis-associated cancer (CAC) patients were stained with H&E, Sirius red (SR), Masson’s trichrome (MT), and antibodies for HSF1, and evaluated for inflammation and HSF1 staining in cancer and stromal regions by a pathologist. A normal human colon section was stained and evaluated as control. All sections were stained and imaged in parallel. Scale bar—150 µm. **b**, **c** Venn-diagrams representing overlap between the human colon matrisome and the matrisome proteins detected **b** and differentially expressed (DE; **c**) in our mass spectrometry analysis. **d**, **e** Peptide abundance in normal human colon vs. human colon cancer of matrisome proteins differentially expressed in our mass spectrometry analysis of day 0–20 **d** and day 52 **e**. Peptide abundance values were taken from refs. ^46^. Statistical analysis was performed by paired *t*-test (two-sided).

## Discussion

Long-term exposure to chronic inflammation can lead to fibrosis and cancer. The ECM plays a crucial role in this process, however the sequence and timing of events, and the molecular cues linking inflammatory signals with ECM remodeling and cancer are still not well elucidated. Here we find that the transcriptional master regulator HSF1 is activated during early stages of inflammation in the colon, and its activation leads to remodeling of the ECM, supporting the development of colon cancer. Using the AOM-DSS mouse model of CAC we analyzed ECM structure and composition at different time points along CAC initiation and progression in WT and *Hsf1* null mice, and found that both the structure and the composition of the ECM change at early, pre-malignant stages. These inflammation-induced changes were significantly inhibited by loss of HSF1, as was the consequent progression to CAC. Establishing the relevance of our experimental findings to human disease, we found high activation of stromal HSF1 in CAC patient samples, and high conservation of the HSF1-dependent proteomic ECM signature in human CRC.

HSF1 has been previously linked to CAC, as its activation in cancer cells was shown to activate mTOR and increase glutaminolysis, thus promoting tumor growth^23^. Here we unravel a different, complementary role for HSF1, at the pre-malignant inflammatory stage, preparing the stromal niche. Our in vitro studies suggest that HSF1 is activated in fibroblasts, and that this activity is required for deposition of collagen fibers. Our mouse and human studies confirm that while HSF1 is activated in cancer cells, it is also activated in the stroma, mainly in fibroblasts but possibly also in other cell types in the TME. Future efforts, including development of highly specific Cre drivers for fibroblast and CAF subtypes^48^, will allow us to directly assess the independent contribution of HSF1 in different stromal elements to inflammation and CAC. The temporal activation pattern of stromal HSF1 matches the course of disease, and the spatial activation pattern matches that of ECM remodeling proteins, suggesting that stromal HSF1 is the dominant player in the inflammation-driven process of ECM remodeling. The proteomic analysis was performed on bulk colons, including ECM, but also epithelial cells, fibroblasts, and immune cells. The finding that, within this bulk, ECM proteins are the most differentially upregulated proteins between WT and *Hsf1* null-treated colons further supports the conclusion that stromal HSF1 plays a key role in ECM remodeling in CAC.

*Hsf1* null mice are highly resistant to cancer in the AOM-DSS model. Are they also resistant to inflammation per se? Is inflammation induced in the *Hsf1* null mice? HSF1 has been attributed both pro-inflammatory and anti-inflammatory activities. For example, it can bind to the promoter of TNFα during proteotoxic stress and activate it^49^, but was also recently suggested to inhibit TNFα through an alternative DNA-binding site^50^. Similarly, it binds to the promoter of IL-6, but could either activate its transcription (in response to heat-shock) or inhibit it (in response to LPS) depending on different binding partners^51,52^. It appears that different contexts (infection, heat-shock, or mutations) result in either pro-inflammatory or anti-inflammatory effects of HSF1. In the AOM–DSS model, different disease metrics including disease activity, colonoscopy, and histopathologic evaluation, as well as immune cell composition profiling indicate that *Hsf1* null mice are more moderately affected than WT by inflammation. Moreover, our proteomic analysis suggests that inflammation and wound healing are among the most differentially upregulated, HSF1-dependent pathways, suggesting that in the context of this model HSF1 promotes inflammation.

HSF1 is a transcription factor. Historically found to be activated by proteotoxic stress^53^, it is now well known that HSF1 is also activated in other contexts and drives the transcription of genes other than chaperones^54,55^. We have previously shown that, in the context of cancer, HSF1 in fibroblasts drives the transcription of genes involved in inflammation, ECM remodeling, and wound healing^13^. Here we extend this analysis to unravel the proteomic consequences of stromal HSF1 activation, in cancer as well as in the preceding stage of inflammation. We propose that HSF1 is activated in response to inflammation, driving the transcription of genes encoding matrix proteins (FN1, LAMA1), matrix remodeling enzymes (MMP7, MMP9), and matrix chaperones (SERPINH1/HSP47), inducing inflammation in a non-cell-autonomous manner (S100A8/9, LCN2), and eventually leading to cancer.

Our comprehensive analysis of mouse colons at different time points along inflammation and tumor progression portrays dynamic temporal changes in ECM structure and composition, most of which are HSF1-dependent, and many of which precede the appearance of tumors. This dynamic shift in matrix protein expression is also reflected in the detection of multiple matrix proteins that are not part of the classic colon matrisome, and are only activated in the colon at the early stages of inflammation or later as inflammation progresses to cancer. Such is the case for S100A8/9, the calprotectin heterocomplex. This complex, a classic biomarker for disease activity in IBD^34^, is specifically upregulated at the premalignant stage in an HSF1-dependent manner, and is not detected in the normal colon or in the malignant stage, neither in human nor in mice.

In humans, CAC develops in patients with IBD due to somatic mutations and the continuous exposure to inflammation, and it is very different, both in the spectrum of genetic alterations and in the etiology of the disease, from sporadic colon cancer^2,3^. These differences were revealed by several recent studies aimed at profiling the mutational landscape of CAC^2,3^, yet we lack proteomic data to match these studies and uncover differences in protein expression between CAC and CRC. The vast majority of matrix proteins differentially expressed in our AOM-DSS model is conserved in the human colon matrisome^46^ and many of the proteins are upregulated in sporadic CRC. Moreover, we find HSF1 activated in tumor-infiltrating stroma of CAC patients and not in normal colon fibroblasts. It is difficult to estimate the relative contribution of inflammation per se to the proteomic changes we observe. Recent proteomic analysis performed in mouse models of colitis, and confirmed in IBD patients, highlighted proteomic changes to the ECM that precede even the inflammatory symptoms^9^. CAC was not monitored in these mice or patients. Whether the changes we observe in the CAC model are associated with inflammation, cancer, or both, and which portion of these changes is specific to CAC and not to sporadic CRC remains to be determined and will be the subject of future studies. Nevertheless, our findings highlight HSF1 as a key mediator of the response to inflammation in the colon, and as such, an attractive potential therapeutic target in IBD and CAC.

## Methods

### Ethics statement

All clinical samples and data were collected following approval by the Sheba Medical Center Institutional Review Board (IRB, protocol # 6141-19-SMC and SMC-3305-16) and Ministry of Health (MOH) approval for the Israel National Biobank for Research (MIDGAM). All animal studies were conducted in accordance with the regulations formulated by the Institutional Animal Care and Use Committee (IACUC; protocol # 23590116-2, 34810317-2, 03960520-2).

### Human patient samples

Whole tumor sections from four CAC patients and one normal adjacent control were retrieved and obtained from the Israel National Biobank for Research (MIDGAM; https://www.midgam.org.il/) under IRB #6141-19-SMC and SMC-3305-16. These samples were collected from patients who provided informed consent for collection, storage, distribution of samples, and data for use in future research studies.

### Mice

*Hsf1* null mice and their WT littermates (BALB/c × 129SvEV, by Ivor J. Benjamin^56^), were maintained under specific-pathogen-free conditions at the Weizmann Institute’s animal facility.

### Cell lines and primary cell cultures

4T1 mouse mammary carcinoma cells were kindly provided by Dr. Zvika Granot, Hebrew University of Jerusalem, and originally obtained from ATCC (ATCC^®^ CRL-2539™). MC38 mouse colon cancer cells were kindly provided by Prof. Lea Eisenbach, Weizmann Institute of Science (originally from NCI). Primary MEFs derived from WT or *Hsf1* null mice (from the same colony), immortalized MEFs from the same strain, 4T1 cells and MC38 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Biological industries, 01-052-1A) supplemented with 10% fetal bovine serum (FBS) and P/S. Primary fibroblasts from WT or *Hsf1* null colons were cultured in Roswell Park Memorial Institute 1640 (RPMI) (Biological industries, 01-100-1A) supplemented with 10% FBS, P/S, l-glutamine, Hepes (1 M), and sodium pyruvate solution (1 mM).

### Conditioned media

Cancer cell conditioned medium was produced by plating 4T1 or MC38 cancer cells to confluence in 10 cm plates, 24 h later the medium was changed and collected 48 h later, centrifuged to remove cellular debris and stored at −20 °C until further use. Before use the conditioned medium was diluted 1:1 with complete medium.

### Induction of collagen deposition

Immortalized or primary WT or *Hsf1* null MEFs were seeded at 1 × 10^5^ cells/ml in 24-well plates on top of glass slides, primary fibroblasts from WT or *Hsf1* null colons were seeded on cell culture slides (CCS-8, MatTek). 48 h later (when the cells have formed a monolayer) the medium was replaced with collagen secretion medium^57^: l-ascorbic acid (cat. A8960, Sigma-Aldrich, Rehovot, Israel) 7.5 mg/ml, h-insulin (cat. 12585-0147.5, Gibco, NY, USA) 0.25 mg/ml, m-EGF (cat. PMG804, Gibco, NY, USA), 0.25 ng/ml mixed with conditioned medium (prepared as described above). For immortalized or primary MEFs the medium was changed every day, for 7 or 12 days, for primary colon fibroblasts, half of the medium was changed for 3–5 days, after which the glass slides were removed from the plate carefully and imaged using SHG for collagen imaging.

For HSF1 inhibition, CMLD011866 (aglaroxin C^40,41^) was first optimized to determine the maximal dose at which cell viability is not compromised (500 nM). Based on this optimization, 3 nM CMLD011866 was added daily to primary WT colon fibroblasts for 3–5 days and SHG imaging was performed.

### SHG imaging

Distal portions of the colons or slides seeded with cells for ECM deposition assay were taken for SHG imaging using an upright Leica TCS SP8 MP microscope, equipped with external non-descanned detectors (NDD) HyD and acusto optical tunable filter (Leica microsystems CMS GmbH, Germany). Excitation—SHG signal was excited by a 885 nm laser line of a tunable femtosecond laser 680–1080 Coherent vision II (Coherent GmbH USA). Emission signal was collected using an external NDD HyD detector through a long pass filter of 440 nm. The transmitted signal was collected using a PMT detector in transmission position for general morphology. In addition, recellularization was imaged using excitation of HeNe 633 laser, with emission collection at 670–760 nm.

Images were acquired using the 8 kHz resonant scanner in a format of 1024 × 1024 (XY) through a HC PL APO 20X/0.75 CS2 objective, and the following parameters: scan speed—8000 Hz; zoom—1.3 for colons; and 3 for in vitro ECM deposition; line average—32; bit depth—8; FOV- X 0.416 µm, Y 0.416 µm; Z step - 0.684 µm; pixel size—416.25 nm (XY) for colons and 180.38 nm for in vitro ECM deposition. Z stacks were acquired using the galvo stage, with 0.68 µm intervals.

ECM deposition images from primary colon fibroblasts were acquired using a format of 1176 × 1176 (XY) with an HC FLUOTAR L 25X/0.95W VIS objective, and the following parameters: scan speed 400 Hz; Zoom 2; Line average—3; bit depth—8 FOV—X 0.188 µm, Y 0.188 µm; pixel size—188.45 nm.

Recellularization samples were acquired using a format of 2048 × 2048 (XY) with an HC FLUOTAR L 25X/0.95W VIS objective, and the following parameters: scan speed 700 Hz; zoom 1.3; line average—3; bit depth—16 FOV—X 0.166 µm, Y 0.166 µm; Z step—1 µm; pixel size—166.42 nm, Z stacks were acquired using the galvo stage, with 1 µm intervals.

The acquired images were visualized using LASX software (Leica Application Suite XLeica microsystems CMS GmbH).

### IF imaging

#### MxIF

Samples from mouse colons were imaged with a LeicaSP8 confocal laser-scanning microscope (Leica Microsystems, Mannheim, Germany), equipped with a pulsed white-light and 405 nm lasers using a HC PL APO ×40/1.3 oil-immersion objective and HyD SP GaAsP detectors. 0.3 µm-thick optical sections were collected for each sample using the following fluorophores: DAPI (Ex. 405 nm Em. 424–457 nm); Opal 520 (Ex. 494 nm Em. 510–525 nm); Opal 570 (Ex. 568 nm Em. 575–585 nm); Opal 620 (Ex. 588 nm Em. 601–616 nm); Opal 650 (Ex. 638 nm Em. 647–664 nm); Opal 690 (Ex. 670 nm Em. 725–794 nm); and pinhole of 1 AU. Samples were acquired using a format of 2048 × 2048 (XY), and the following parameters: scan speed 600 Hz; zoom 1; bit depth—16; FOV—X 0.142 µm, Y 0.142 µm.

#### IF

Samples from primary colon fibroblasts were imaged with an inverted Leica DMI8 wide-field (Leica Microsystems, Mannheim, Germany), Leica DFC7000GT monochromatic camera, 20x/0.8 Air.

### DSS-induced colitis and AOM-DSS-induced cancer models

DSS colitis was induced in 8-week-old male mice by 1.5% DSS (9011-18-1, MP Biomedicals, Santa Ana, OH) in the drinking water for 7 days followed by regular water. For AOM-DSS, mice were injected intraperitoneally with 10 mg/kg AOM (A5486, Sigma, Rehovot) followed by two cycles of 1.5% DSS in the drinking water, in days 7–12 and 28–33 (following Neufert et al. with modifications^25^). Disease progression was monitored by weight measurement, DAI, and colonoscopies either at day 20 (for 20-day-treated mice), or days 39 and 52 (for the full protocol). Sham-treated mice were injected with saline instead of AOM, and colonoscopies were performed as for the treated mice.

DAI was determined as previously published^58^. Colonoscopy was performed with a high‐resolution mouse video endoscopic system (Carl Storz, Tuttlingen, Germany). Colitis colonoscopy score was determined using Murine endoscopic index of colitis severity (MEICS), which is based on five parameters: granularity of mucosal surface; vascular pattern; translucency of the colon mucosa; visible fibrin; and stool consistency^59^. At the endpoint of the experiments mice were sacrificed, colons were harvested and the colon weight and length was measured. Tumor burden was quantified post-mortem by macroscopic examination of the colons.

Each colon was cut longitudinally in two. The first half was cut again in half and the distal part was arranged from distal (Anus) to proximal, 0.3 cm were cut and the remaining portion was used for molecular biology methods in the following order: SHG, RNA, mass spectrometry (1, 1.5, 2.5 cm, respectively). The second longitudinal section was fixed in 4% paraformaldehyde over-night, and was used for histology methods. Paraffin-embedded sections were stained at the Weizmann histological unit using standard protocols for H&E, Masson trichrome and Sirius red. H&E slides were scored blindly by an expert veterinary pathologist (Dr. O. Brenner) following previously published parameters (percent of the involved tissue, crypt damage, layers that were affected, inflammation and regeneration)^58^.

### FACS analysis of the innate immune profile

WT and *Hsf1* null colons were washed through a strainer with PBS, dissociated by HBSS with 5 mM EDTA and 10 mM Hepes for 20 min, incubated for 10 min on ice with Ghost-Dye-Violet 450 viability dye (TONBO), washed and resuspended with MACS buffer (PBS (calcium and magnesium free), 0.05% BSA and 0.04% EDTA 0.5 M pH 8) for 10 min on ice with anti-mouse CD16/32 antibody. The cells were then stained with CD45-BV711, CD11b APC-cy7, Ly6G-PE-Dazzle 594, F4/80-FITC, and Ly6C–PerCP/Cy5.5 (see Supplementary Table 2 for details). FACS was performed using CytoFelx-S (Beckman Coulter) and analysis was performed with FlowJo 10.1.

### Chemical reagents

((-)-Aglaroxin C (CMLD011866) was synthesized according to published protocols^40,41^.

### Mass spectrometry

Mass spectrometry was carried out at the Smoler Proteomic Center at the Technion, Israel.

#### Proteolysis

Tissues for mass spectrometry were collected from the distal part of the colon after a brief PBS wash, snap-frozen in liquid nitrogen and stored in −80 °C until processing. Tissues were homogenized with an Omni-Th homogenizer in urea buffer containing: 8 M urea, 400 mM ammonium bicarbonate, and 10 mM DTT. Homogenates were sonicated (5′, [10/10 on/off pulses], 90% energy. Sonics Vibra-Cell) and briefly centrifuged to pellet insoluble debris. Protein amount was estimated using Bradford readings. 20 μg protein from each sample were reduced with DTT (60 °C for 30 min), modified with 40 mM iodoacetamide in 100 mM ammonium bicarbonate (in the dark, RT, 30′) and digested in 2 M Urea, 100 mM ammonium bicarbonate with modified trypsin (V5111, Promega, WI, USA), overnight at 37 °C with a 1:50 enzyme-to-substrate ratio. An additional second digestion with trypsin was done for 4 h at 37 °C with a 1:100 enzyme-to-substrate ratio. The tryptic peptides were desalted using C18 tips (74–46, Harvard apparatus, MA, USA) dried and re-suspended in 0.1% formic acid. The peptides were resolved by reverse-phase chromatography on 0.075 × 300-mm fused silica capillaries (J&W scientific) packed with Reprosil reversed phase material (Dr. Maisch GmbH, Germany). The peptides were eluted with linear 180 min gradient of 5–28%, 15 min gradient of 28–95%, and 25 min at 95% acetonitrile with 0.1% formic acid in water at flow rates of 0.15 μl/min. Mass spectrometry was performed by Q Exactive plus mass spectrometer (Thermo Fischer Scientific) in a positive mode using repetitively full MS scan followed by high collision dissociation (HCD) of the 10 most dominant ions selected from the first MS scan.

#### Analysis

The mass spectrometry data from all the biological repeats was analyzed using the MaxQuant software 1.5.2.8^60^ vs. the *Mus-Musculus* portion of the Uniprot database, with 1% FDR. The data was quantified by label-free analysis using the same software, based on extracted ion currents (XICs) of peptides enabling quantitation from each LC/MS run for each peptide identified in any of experiments. Statistical analysis of the identification and quantification of results was done using Perseus 1.5.2.4 software^61^. Day 52 samples ran separately from day 0 and day 20 samples, and were therefore also analyzed separately. LFQ intensities were filtered by minimum number of Razor + unique peptides ≤ 2. LFQ intensities were Log2 transformed and known contaminants were removed. Only the first majority protein ID was used for annotation, zero values were replaced with 15. Proteins for which there was no agreement of expression between the two samples of day 0 were removed from the analysis. For the day 0–20 data set, 3830 proteins passed filtration. Two-way ANOVA + multiple testing correction test (step-up) was applied to detect differentially expressed proteins between the *Hsf1* null and WT samples. A cutoff value of fold change >1.5 and FDR = < 0.1. was used and revealed 265 proteins as differentially expressed. For Day 52, 4234 proteins passed the filters above. Unpaired Students’ *t*-test (two-sided) was applied to detect differentially expressed proteins, resulting in 313 proteins with FDR < 0.1.

Partitional clustering was applied on log2 transformed and standardized expression values, using the *k*-means algorithm (Euclidian method) for the day 0–20 data. Pathway analysis was done using the gProfiler web tool (e101_eg48_p14_baf17f0)^62^.

#### Matrisome analysis

To create a list of all the matrisome proteins detected in our data we first compared our list of all detected proteins, and our lists of differentially expressed (DE) proteins, with comprehensive matrisome lists available through the Matrisome project for human and mouse^26^. Next we compared our lists of detected and DE matrisome proteins with the mouse colon matrisome^28^, and with the human colon matrisome (compiled from normal colon, primary CRC and metastatic colon CRC^46^). Finally, we compared peptide abundance of our DE matrisome proteins in normal human CRC *vs* primary and metastatic CRC.

### Immunohistochemistry of human tissues

Colons dissected as described above were fixed in 4% paraformaldehyde (PFA), processed and embedded in paraffin blocks, cut into 4–5 μm sections and immunostained as follows: formalin-fixed, paraffin-embedded (FFPE) sections were deparaffinized, treated with 0.3% H_2_O_2_ and antigen retrieval was performed by microwave (2 min full power, 1000 W, then 10 min at 30% of full power, and then cooling at RT for 10 min) with citrate acid buffer (pH 6.0). Slides were blocked with 10% normal horse serum, and anti-HSF1 antibodies were used (see Supplementary Table 2 for details). Visualization was achieved with 3,30-diaminobenzidine (DAB) as a chromogen (#SK4100, Vector Labs kit, CA, USA). Counterstaining was performed with Mayer-hematoxylin (MHS-16, Sigma-Aldrich, Rehovot, Israel). Images were taken with a Nikon Eclipse Ci microscope and Pannoramic Scan II scanner, ×20/0.8 objective (3DHISTECH, The Digital Pathology Company, Budapest, Hungary).

### Immunofluorescent staining of mouse and human tissues

FFPE sections from mouse colons were deparaffinized, and incubated in 10% neutral buffered formalin (NBF prepared by 1:25 dilution of 37% formaldehyde solution in PBS) for 20 min in room temperature, washed (with PBS) and then antigen retrieval was performed by microwave (2 min full power, 1000 W, then 10 min at 30% of full power) with citrate buffer (pH 6.0). Slides were blocked with 10% BSA + 0.05% Tween20 and the antibodies listed in the table below were diluted in 2% BSA in 0.05% PBST and used in a multiplexed manner with the OPAL reagents, each one O.N. at 4 °C. The OPAL is a stepwise workflow that involves tyramide signal amplification. This enables simultaneous detection of multiple antigens on a single section by producing a fluorescent signal that allows multiplexed immunohistochemistry, imaging, and quantitation (Opal Reagent pack and amplification diluent, Akoya Bioscience). Briefly, following over-night incubation with primary antibodies, slides were washed with 0.05% PBST, incubated with secondary antibodies conjugated to HRP for 10 min, washed again and incubated with OPAL reagents for 10 min. Slides were then washed and microwaved (as describe above), washed, stained with the next primary antibody or with DAPI in the end of the cycle and mounted. We used the following staining sequences: (1) αSMA, HSF1, MMP9, LCN2, MMP7; (2) SERPINH1, FN1. S100A8 was stained separately. Each antibody (see Supplementary Table 2 for details) was validated and optimized separately, and then multiplexed immunofluorescence (MxIF) was optimized to confirm that signals were not lost or changed due to the multistep protocol. The slides of sequence (1) were imaged with a DMi8 Leica confocal laser-scanning microscope, using a HC PL APO ×40/1.3 oil-immersion objective HyD SP GaAsP detectors. The slides of sequence (2) and of S100A8 were imaged with the Pannoramic Scan II scanner, ×20/0.8 objective (3DHISTECH, The Digital Pathology Company, Budapest, Hungary).

### Isolation of primary colon fibroblasts

Primary colon fibroblasts were produced from WT or *Hsf1* null mice on day 15 of the AOM-DSS protocol using a standard protocol^63^. Briefly, mice were euthanized and their colons were removed and washed with cold PBS. The colons were opened and epithelial cells were denuded by three repeated washes of 15 min at 37 °C, 250 rpm in a tilted shaker-incubator, in HBSS (Cat. H6648, Sigma-Aldrich, Rehovot, Israel) with 5 mM EDTA and P/S, after which the tissue was washed again with cold PBS and put in complete RPMI 1640 medium (described above) with 3.5 mg/ml Collagenase D (Cat. 11088866001, Merck, Rehovot, Israel) and 10 U of Dispase II (Cat.D4693, Sigma-Aldrich, Rehovot, Israel) for 1 h in 37 °C at 250 rpm in a flat shaker-incubator. Tissues were then spun down at 300×*g* for 5 min and reconstituted with 5 ml complete RPMI 1640 and seeded on 60 mm plates coated with collagen I (Cat. C3867, Sigma-Aldrich, Rehovot, Israel). Cells were incubated for 5 days before seeding for experiments.

### Total collagen detection in vitro

WT and *Hsf1* null primary colon fibroblasts were seeded at 2 × 10^5^ cells/ml in 96-well plates. 24 h later (when the cells have formed a monolayer) the medium was replaced with either the same medium (as control) or with MC38 condition medium (prepared as described above) supplemented with collagen secretion medium^57^ (l-ascorbic acid (cat. A8960, Sigma-Aldrich, Rehovot, Israel) 7.5 mg/ml; h-insulin (cat. 12585-0147.5, Gibco, NY, USA) 0.25 mg/ml; m-EGF (cat. PMG804, Gibco, NY, USA) 0.25 ng/ml. Half of the medium was changed every day, for 5 days, after which cell lysates were removed with acetic acid 0.5 M, and Sirius Red total collagen detection assay kit (cat. 9062, Chondrex, WA, USA) was used according to manufactures’ protocol to measure fibrillar collagen content.

### Immunofluorescent staining of primary colon fibroblasts

Primary colon fibroblast were seeded at 1 × 10^5^ cells/ml in 24-well plates on top of glass slides. 48 h later (when the cells have formed a monolayer) the medium was replaced with collagen secretion medium as described above, for 5 days, after which the cells were fixed with 4% paraformaldehyde (PFA) for 10 min, washed and permeabilized using 0.1% Triton X-100 for 10 min. Samples were blocked with 1% BSA in 0.05% PBST for 1 h, incubated with primary antibodies (FN1, MMP7, MMP9) overnight, and with AF647 secondary antibodies for 1 h. Samples were imaged as described above.

### Decellularization and recellularization of colon tissue

Colon tissue decellularization was performed according to a protocol adapted from Silva et al.^45^. Briefly, ~10 mm × 5 mm of colon tissue with agitation at 165 rpm (shaker-incubator with orbit diameter of 20 mm) and at 25 °C, unless specified otherwise. Following thawing, colon tissue was incubated for 18 h in a hypotonic buffer (10 mM Tris HCl/0.1% EDTA, pH 7.8) and washed three times in PBS (1 h per wash). Samples were then immersed in detergent solution (0.2% sodium dodecyl sulfate (SDS)/10 mM Tris–HCl, pH 7.8) for 24 h, washed three times (20 min per wash) with the hypotonic wash buffer (10 mM Tris–HCl, pH 7.8) and incubated for 3 h, at 37 °C, in DNAse solution (50 U/mL DNAse I (Cat. LS00200, Worthington, NJ, USA)/10 mM Tris–HCl, pH 7.8). Three final washes in PBS were performed (20 min per wash) to remove residual detergent and DNAse. Decellularized matrices were kept under sterile conditions, at 4 °C in PBS supplemented with 1% P/S until use. Recellulriztion was performed as following: The decellularized tissue was incubated in DMEM for 1 h at 37 °C, after which it was gently deployed at a fixed orientation (under microscopy guidance) on a Petri dish (60 mm) and 0.5 × 10^6^ MC38 cells were seeded through a strainer (40 µm) in 1 ml of medium. After 40 or 72 h for day 15 or 20, respectively, the colon tissues were fixed with 4% PFA for 10 min, washed gently with PBSx1, stained with DRAQ5 for 10 min and washed again. The samples were imaged as described above.

### RNA sequencing

Tissues for RNA-seq were collected from the distal part of the colon after a brief PBS wash, snap-52frozen in liquid nitrogen and stored in −80 °C until processing. Tissues were homogenized using Fisherbrand bead mill and RNA was extracted using RNeasy fibrous tissue mini kit according to manufactures protocol (Cat. 74704, Qiagen, MD, USA). RNA libraries were prepared using the SENSE mRNA-seq library prep kit (Cat. 001, Lexogen, Vienna, Austria). Libraries were sequenced using the NovaSeq 6000 machine (Illumina, CA, USA) and reads were aligned to the mouse reference genome (mm10) using STAR v2.4.2a^64^ with default parameters. Counts were normalized using Deseq2^65^. 

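Dividing each deposited count by the deposited normalized value of the same gene and sample gave 1 constant per sample, with a largest relative departure of 8.82e-10. The constants equal the size factors that DESeq2 computes from the deposited counts. They were 1.55 and 0.373 in WT mice at day 0, 1.82 and 0.409 in *Hsf1* null mice at day 0, 1.70 and 1.41 in WT mice at day 15, and 0.944 and 1.12 in *Hsf1* null mice at day 15. The smallest libraries were those of the second mouse of each genotype at day 0, where 3 counts correspond to 1.19 and 1.08 CPM. In the other 6 libraries 3 counts correspond to between 0.246 and 0.465 CPM, which limits the precision for genes with low expression. These limits cover counting error only, since reads are not independent molecules. The 10 genes with the most counts took between 5.09% and 8.11% of the counts of a sample.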

RNA sequencing results are detailed in Supplementary Data 5. Hierarchical clustering was performed using Euclidian distance on differentially expressed genes which were filtered with the following parameters: baseMean >5, padj < 0.05 and |logfoldchange | >1. 

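The mean normalized count was above 5 in 14371 of the 15859 genes in the count table, each of which reached at least 6 counts in at least 1 sample. Between WT and *Hsf1* null mice at day 15, 456 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 455 of them also had an absolute log2 fold change above 1. The biological coefficient of variation, the spread between mice beyond counting error, was 28.8%. The part of Supplementary Data 6 used here lists 1998 differentially expressed genes, in alphabetical order, which are the paper's calls. Of these, 1687 (84.4%) were also differentially expressed in at least 1 comparison in edgeR, among 2257 such genes in the same part of the alphabet. With DESeq2, 1985 of the 1998 were.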

Analysis was performed by R software v.3.6. Pathway analysis was performed using the g-profiler web tool^62^. Significant pathways were determined if *p* < 0.05 (for details see Supplementary Data 7). Comparison of the RNA-seq data to ECM proteins was done using the mouse matrisome data base^26^ (for more information see Supplementary Data 9).

### Image analysis

#### MxIF

MxIF images from the distal half of the colon were analyzed using Fiji image processing platform^66^. Analysis of MxIF staining for HSF1, SMA, LCN2, MMP7, MMP9 was performed as following: five slices—were Z projected (Average) and linear spectral unmixing was performed. Manual scoring was then performed in a blinded manner by three independent experts for epithelial cells and stromal cells separately (excluding the submucosa and tunica muscularis), considering the number of positive cells, co-expression between markers, and the total amount of epithelial cells or stromal cells in the image. These scores were averaged and are presented. For S100A8, FN1, and SERPINH1 staining regions of interest (ROIs) were manually depicted using QuPath^67^ (0.2.0-m8) to include all intact tissue areas in the vertical orientation and exclude regions of tunica muscularis (due to its tendency to display nonspecific staining). Following background subtraction using a rolling ball all the channels were automatically thresholded (Triangle method). For S100A8 quantification, Threholded areas were normalized to ROI. For FN1 and SERPINH1 changes in localization were evaluated manually and independently by two blinded experts and representative images were selected accordingly.

### SHG

#### Collagen covered area

Collagen covered area was analyzed using LAS X 3D Analysis, starting with the following pre-filter processing: (1) enhance white detail (size 2); (2) stretch the histogram; and (3) noise removal median (size 1). Next, we used a fixed threshold, which was set manually, to detect the collagen matrix.

### Spatial analysis of distances between crypts

We started with Max projection of the 3D stack, and trained Ilastik (1.3.3b2)^68^ AutoContext Pixel Classifier to classify pixels into crypts vs. collagen fibers, on selected images. A dedicated Fiji macro^66^ applied this classifier to each image, and segmented the individual crypts using hysteresis thresholding from 3D ImageJ Suite plugin^69^. Holes in the crypt objects were filled and objects smaller than 300 µm^2^ were discarded. For each image we measured the number of crypts completely included in the image, and the average size of those crypts.

To quantify fibrosis we calculated the border-to-border shortest distances between neighboring crypts using 3D image-J suite plugin^69^. We further looked at the following measures: the border-to-border distance to the nearest crypt, and the number of neighboring crypts within 20 μm from the crypt border. Images of segmented crypts color-coded by these measurements were created using MorphoLibJ plugin^70^.

The values for crypts on the border of the image were not used in the statistics, but those crypts were taken into account as neighbors of in-image crypts. This automatic process segmented correctly most of the crypts. Further manual correction was done to fix for segmentation errors. All the measurements were recalculated based on the corrected segments. The macro allows for this by saving crypts contours in a file, and by providing an update mode to calculate the measurements from a segments file. The macro is available on Github [https://github.com/WIS-MICC-CellObservatory/Crypts_SpatialOrganization/].

### Recellularization of MC38 cells on WT or *Hsf1* null colons

The number of MC38 cells growing on WT or *Hsf1* null colons was calculated using Imaris (9.6.0, Bitplane) “surface” module to segment the nuclei. Segmentation was done using absolute intensities of the DAPI channel, default smoothing settings, an automatic threshold, and splitting touching objects according to a seed point diameter of 7 μm. A fixed quality value for selecting seed points was selected manually and applied for all the images. Small objects were discarded using a fixed threshold. Color-coded maps of depth were created by coloring each nucleus by its z-position value.

It should be noted that WT colon samples are more fibrotic, and are therefore thicker than *Hsf1* null samples. Figure 7j top panel shows a merged image of SHG channel (averaged section of 5 μm) and nuclei channel (averaged across all section).

### Collagen contraction assay

For the gel contraction assay 0.5 × 10^6^ primary colon fibroblast were seeded in 100 µl volume of Matrigel solution containing 0.1% serum-FBS, 0.2% 5x RPMI buffer (52 mg RPMI, 20 mg NaCHO_3_, 10 µl HEPES 1 M, and 0.9 ml DDW), 0.2% Matrigel (Corning, #354230), 0.4% Collagen type I (Corning, #354230), and 0.1% PBS. The mixed collagen-cells were plated in 96-well plates and incubated for 15 min at 37 °C after which ‘control medium’ (RPMI 1640) or 0.75% ‘conditioned medium’ (as described above) mixed with regular medium was added. Plates were scanned 3 days later and the area that covered with gel was measured.

### Statistical analysis

Statistical analysis and visualization were performed using R (Version 3.6.0, R Foundation for Statistical Computing Vienna, Austria) and Prism 8.2.0. Statistical significance tests were performed as described in each figure legend. Unless stated otherwise all ANOVA tests were significant with *p *value < 0.05. *p* values > 0.05 were defined as not significant and are not presented in the graphs. We excluded 1 WT mouse from crypt size (11,000 µm²) quantification presented in Fig. 3, since it was an outlier (statistically significantly different from group average).

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

## Data Availability

The proteomics data generated and analyzed in this study has been deposited in the Proteomics Identification Database (PRIDE) number PXD022207. RNA-sequencing data has been deposited in Gene Expression Omnibus (GEO) number GSE158276. The remaining data are available within the Article, Supplementary Information or available from the authors upon request.

# Supplementary material for: Heat Shock Factor 1-dependent extracellular matrix remodeling mediates the transition from chronic intestinal inflammation to colon cancer
**Source:** Nat Commun. 2020 Dec 7;11:6245. doi: 10.1038/s41467-020-20054-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Title: Heat Shock Factor 1-dependent extracellular matrix remodeling mediates the transition from chronic intestinal inflammation to colon cancer**

Oshrat Levi-Galibov<sup>1</sup>, Hagar Lavon<sup>1</sup>, Rina Wassermann-Dozorets<sup>1</sup>, Meirav Pevsner-Fischer<sup>1</sup>, Shimrit Mayer<sup>1</sup>, Esther Wershof<sup>2</sup>, Yaniv Stein<sup>1</sup>, Lauren Brown<sup>3</sup>, Wenhan Zhang<sup>3</sup>, Gil Friedman<sup>1</sup>, Reinat Nevo<sup>1</sup>, Ofra Golani<sup>4</sup>, Lior Katz<sup>5,6</sup>, Rona Yaeger<sup>7</sup>, Ido Laish<sup>5,8</sup>, John A. Porco, Jr.<sup>3</sup>, Erik Sahai<sup>2</sup>, Dror S. Shouval<sup>8,9</sup>, David Kelsen<sup>7</sup> and Ruth Scherz-Shouval<sup>1\*</sup>

<sup>1</sup>Department of Biomolecular Sciences, The Weizmann Institute of Science, Rehovot, Israel, <sup>2</sup>The Francis Crick Institute, London, UK, <sup>3</sup>Department of Chemistry and Center for Molecular Discovery (BU-CMD), Boston University, Boston, Massachusetts, USA, <sup>4</sup>Department of Life Sciences Core Facilities, The Weizmann Institute of Science, Rehovot, Israel, <sup>5</sup>Gastroenterology Institute, Sheba Medical Center, Tel Hashomer, Ramat Gan, Israel, <sup>6</sup>Department of Gastroenterology and Hepatology, Hadassah Medical Center, Jerusalem, Israel, <sup>7</sup>Gastrointestinal Oncology Service, Memorial Sloan Kettering Cancer Center, and Weil Cornell Medical College, New York, NY, US, <sup>8</sup>Sackler Faculty of Medicine, Tel-Aviv University, Tel Aviv, Israel, <sup>9</sup>Pediatric Gastroenterology Unit, Edmond and Lily Safra Children's Hospital, Sheba Medical Center, Ramat Gan, Israel.

The Supplementary Information file contains 8 Supplementary Figures and 2 Supplementary Tables.

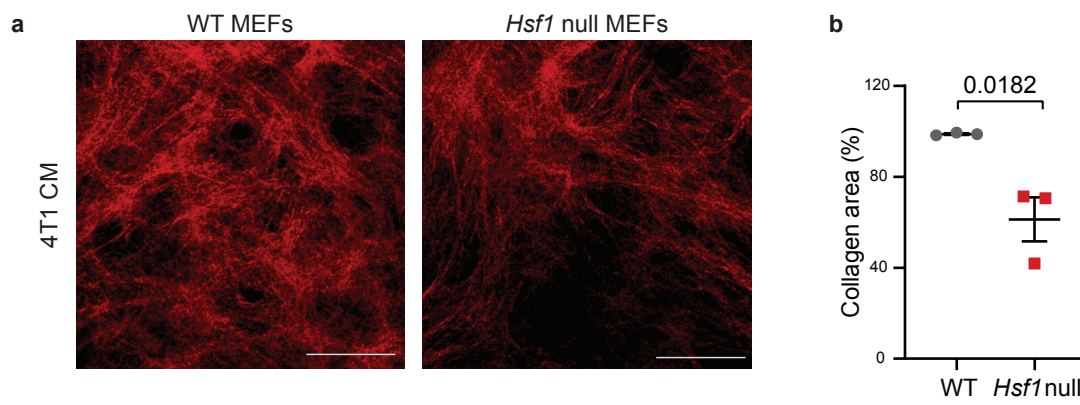

**Supplementary Figure 1: *Hsf1* null fibroblasts exhibit impaired ECM secretion.** WT or *Hsf1* null primary MEFs were induced to secrete ECM by 12 days incubation with conditioned media from 4T1 breast cancer cells (**a**) supplemented by growth factors and insulin. Representative images are shown in (**a**). The average area of collagen covered is quantified in (**b**) for 3 technical replicates. The experiment was repeated twice, each with MEFs from different mice, representative results are shown as mean  $\pm$  SEM. Scale bar – 50  $\mu$ m. Analyzed by student's t-test (two-sided).

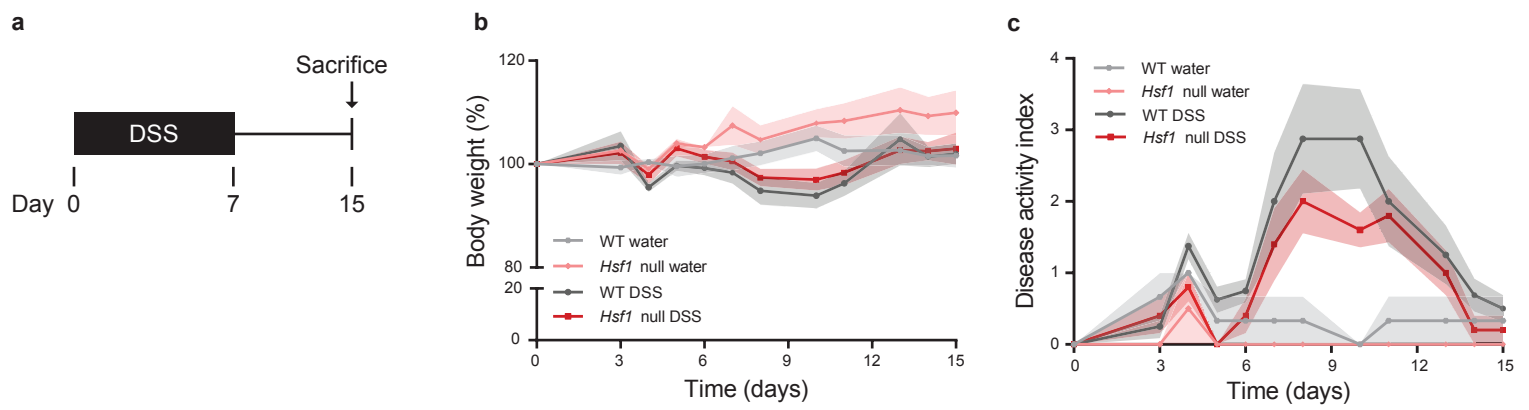

**Supplementary Figure 2: *HSF1* status does not affect the response of mice to an acute DSS treatment.** (a) Schematic representation of the experimental protocol. WT and *Hsf1* null mice were treated with 1.5% DSS or water for 7 days. (b-c) Changes in the body weight of the mice (b) and their Disease activity index (c) were monitored. Results are presented as mean  $\pm$  SEM, analyzed by two-way ANOVA, utilizing Tukey's test to account for multiple comparisons for multiple comparisons. n=3 WT mice and n=2 *Hsf1* null mice in water treated groups; n=8 WT and n=5 *Hsf1* null mice in DSS treated groups.

a

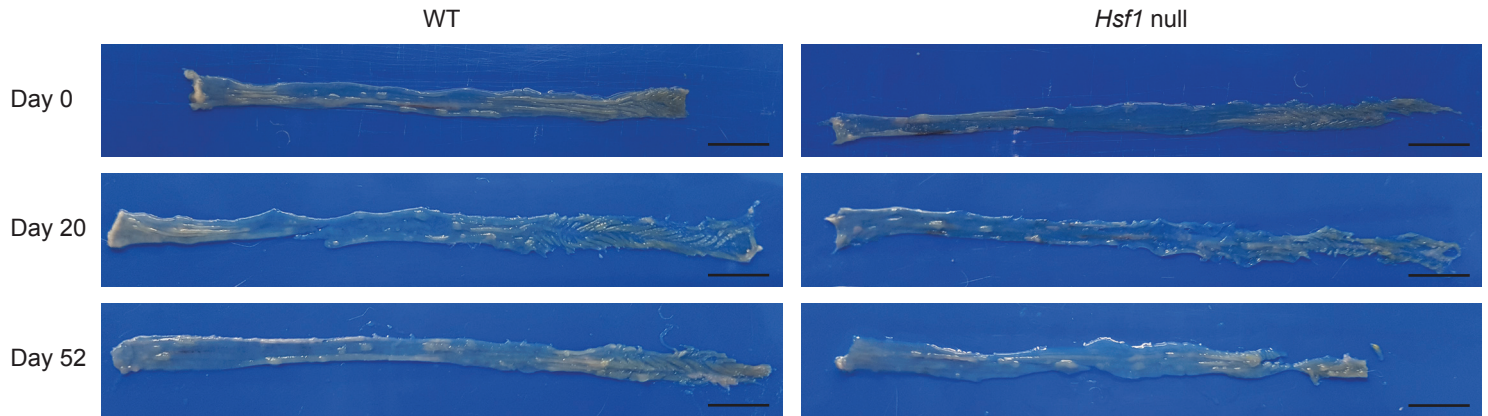

b

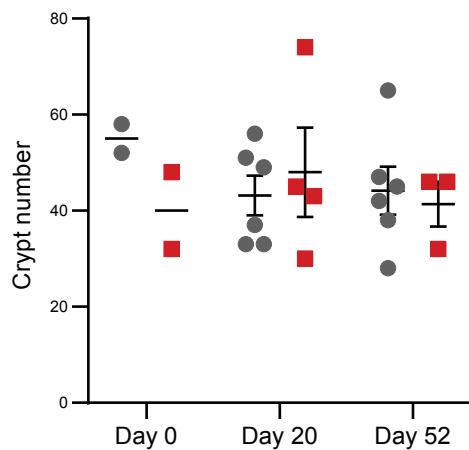

c

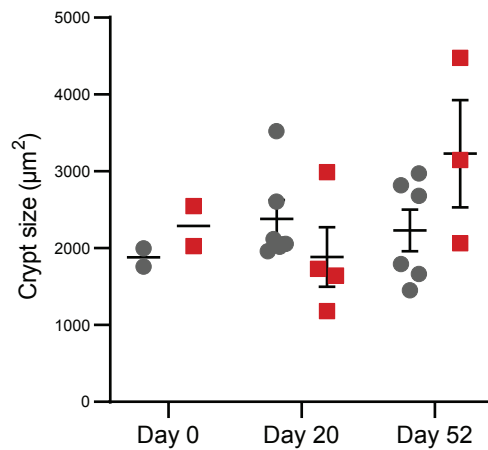

d

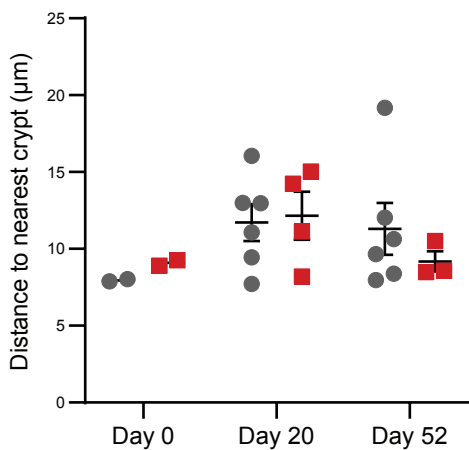

e

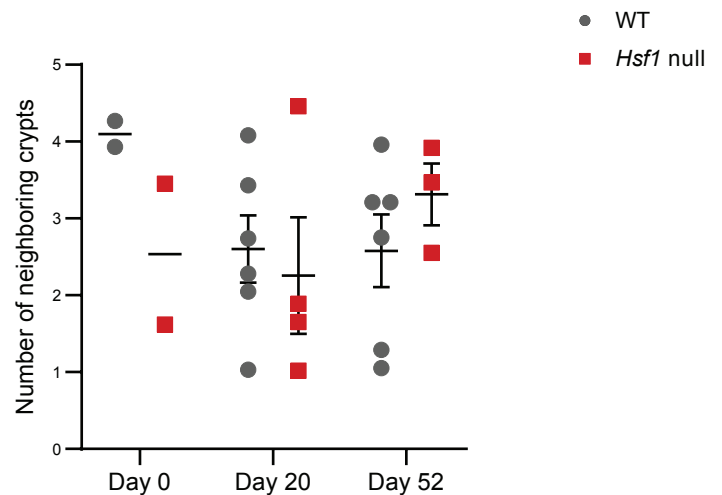

**Supplementary Figure 3: Naïve WT and *Hsf1* null mice share similar colon morphologies and crypt structures.** WT (left) and *Hsf1* null mice (right) were sacrificed at day 0 or underwent sham treatment (Saline injection, normal drinking water and colonoscopies at day 20 for 20-day control mice, or days 39 and 52 for day 52 control mice). N=6 WT (day 20 and day 52) and n=4 or 3 *Hsf1* null (day 20 or 52 respectively) sham treated mice; n=2 day 0 control mice for each genotype. **(a)** Representative images of WT (left) and *Hsf1* null (right) colons of naïve mice at time zero (top panels) or at day 20 and 52 of sham treatment (lower panels) are shown. Scale bar - 1 cm. **(b-e)** Quantification of crypt number **(b)**, crypt size **(c)**, distance to the nearest crypt (within 40  $\mu\text{m}$ ) **(d)**; and number of neighboring crypts (within 20  $\mu\text{m}$ ) **(e)** in mouse colons following 15 and 20 days of AOM-DSS treatment based on SHG images of mice at day 0 or after sham treatment. Results are presented as mean  $\pm$  SEM, analyzed by two-way ANOVA, and found to be non-significant.

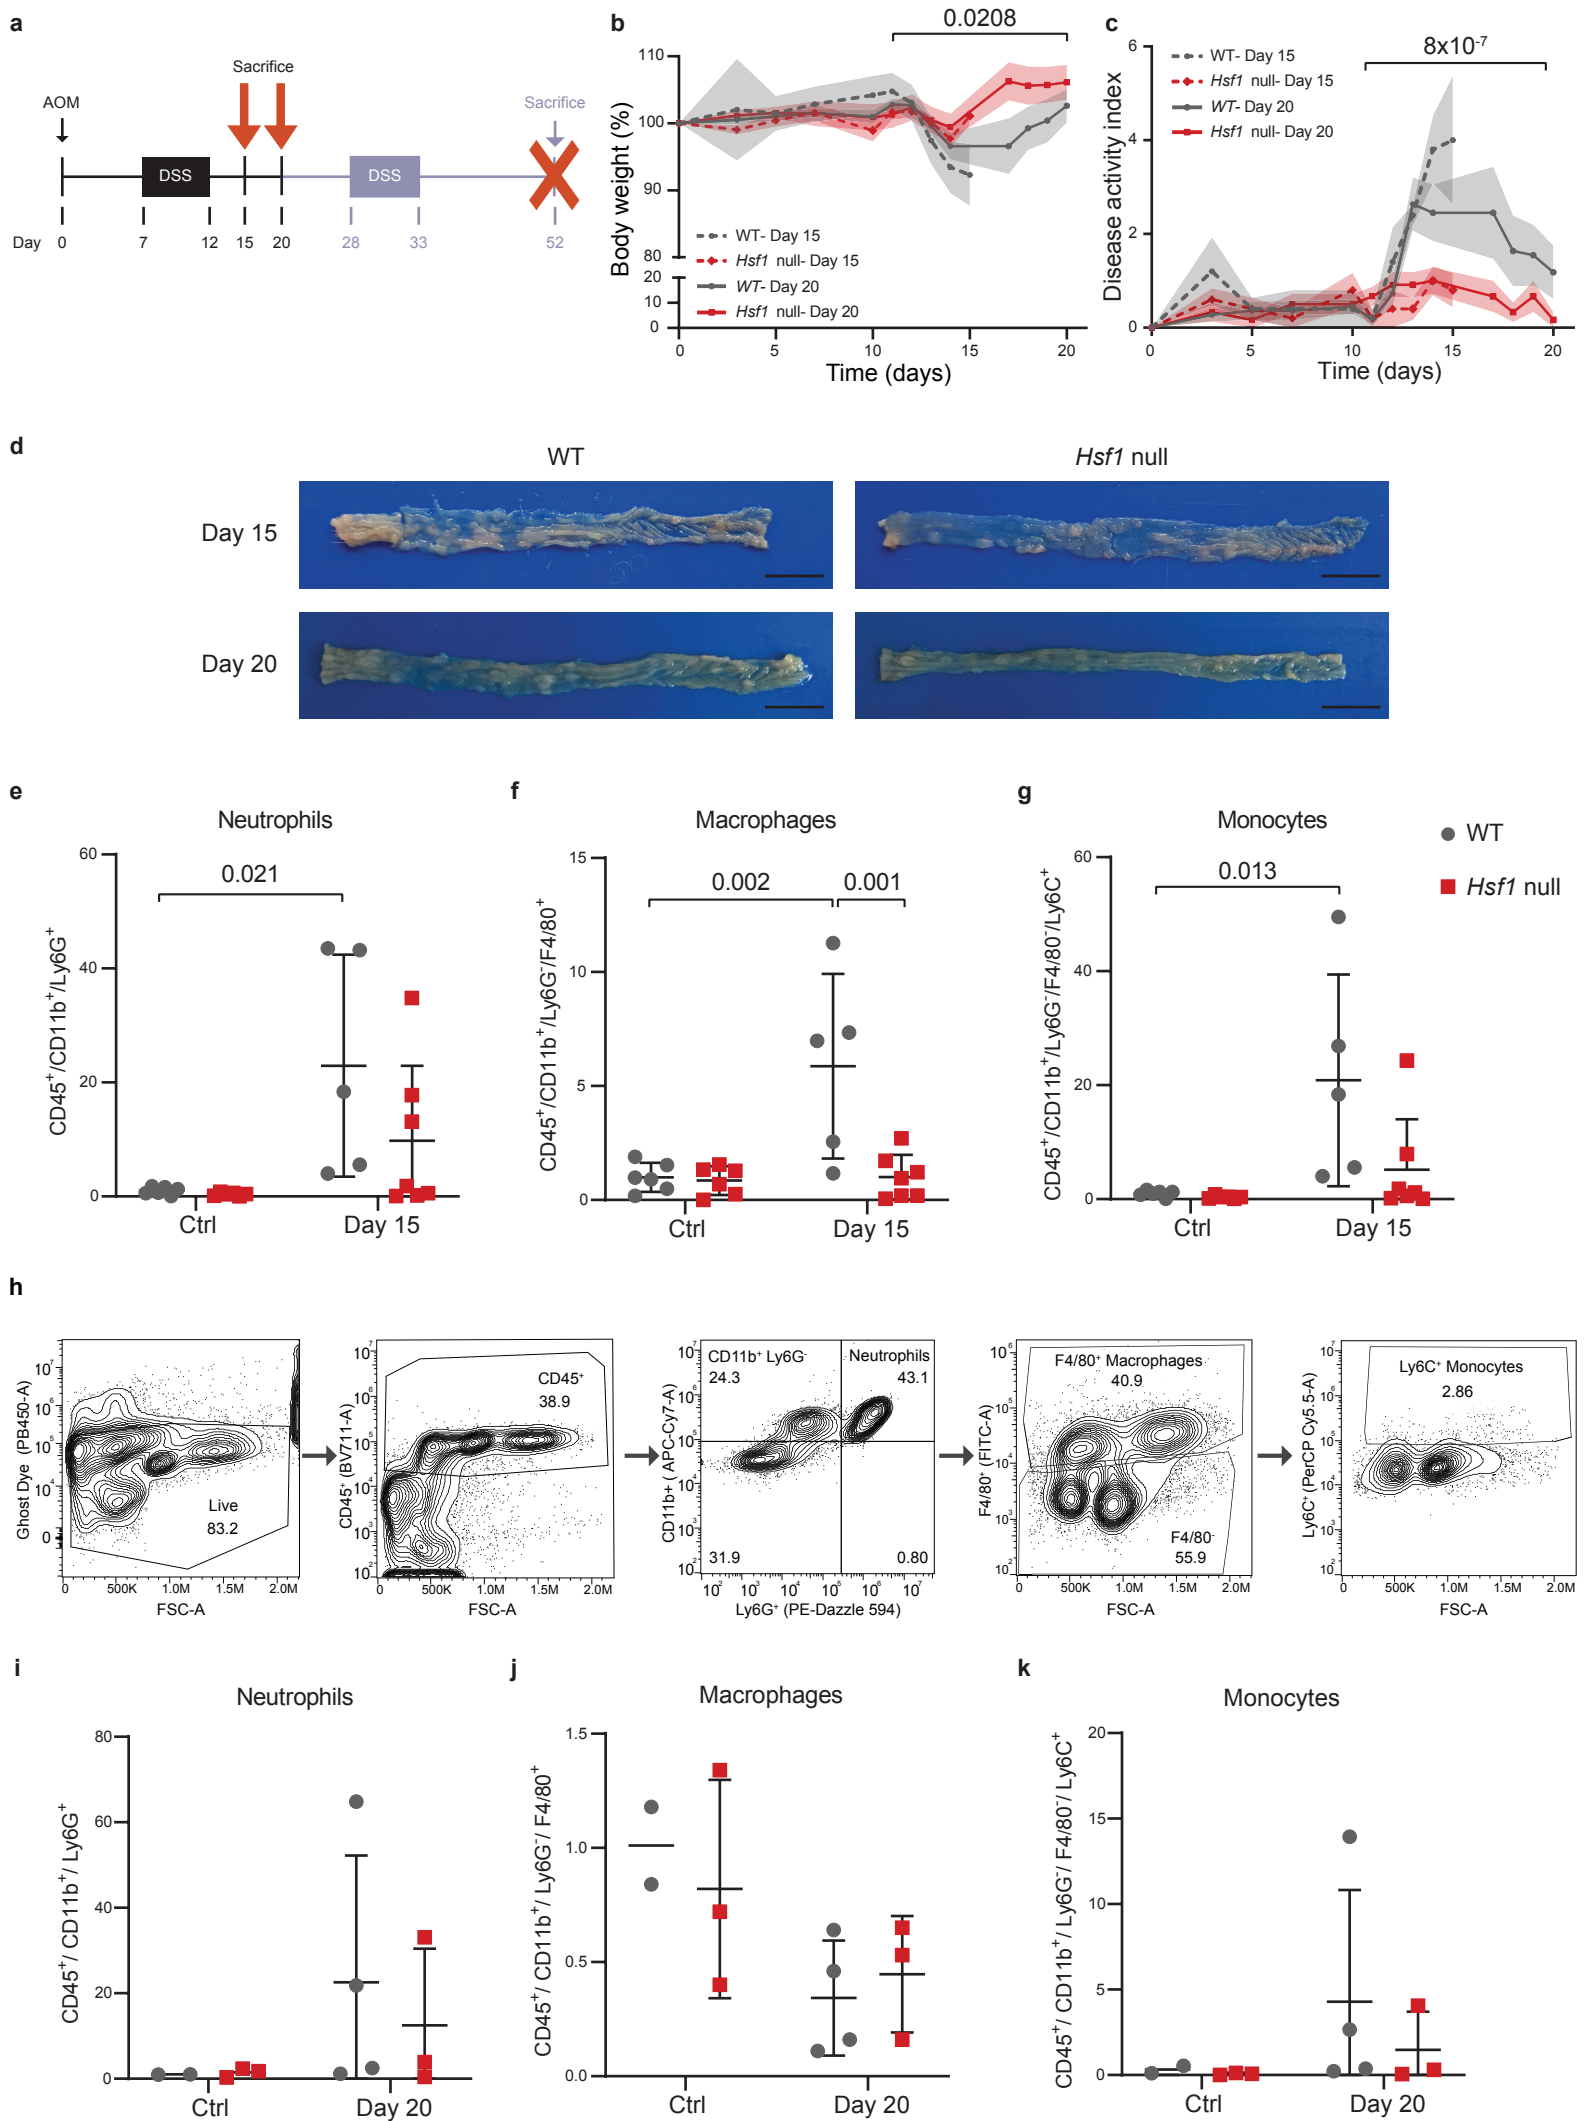

**Supplementary Figure 4: Neither WT nor *Hsf1* null mice exhibit macroscopic tumors at Day 15 or 20 of the AOM-DSS protocol.** (a) Schematic representation of the experimental protocol. WT and *Hsf1* null mice (n=5 mice for both genotypes at day 15, n=11 WT mice at day 20 and n=6 *Hsf1* null mice at day 20) were injected intraperitoneally with AOM (10 mg/kg), followed by 5 days of 1.5% DSS in the drinking water, and sacrificed 3 or 8 days later (day 15 and 20, respectively). (b-c) Changes in the body weight of the mice (b) and their Disease activity index (c) were monitored and presented as mean  $\pm$  SEM, analyzed by two-way ANOVA (with discrete time point and genotype as the independent variables) utilizing Tukey's test to account for multiple comparisons. (d) Representative images of WT (left) and *Hsf1* null (right) colons of AOM-DSS treated mice at day 15 (top panels) or day 20 (lower panels). Scale bar - 1 cm. (e-k) FACS analysis of the innate immune profile of the EF fraction of colons from WT and *Hsf1* null mice following 15 days (n=5 or 7 for WT or *Hsf1* null (respectively) AOM-DSS treated mice; n=6 for sham treatment (ctrl), for both genotypes, combined from 2 independent experiments) (e-h) and 20 days (n=4 or 3 WT or *Hsf1* null (respectively) AOM-DSS treated mice; n=2 or 3 WT or *Hsf1* null (respectively) sham treated (ctrl) mice, from one experiment, representative of two independent experiments). (i-k) of the AOM-DSS protocol, or sham treatment (ctrl). The samples were normalized to WT Ctrl. (e, i) neutrophils (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>+</sup>); (f, j) macrophages (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>+</sup>F4/80<sup>+</sup>), and (g,k) monocytes (CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>Ly6C<sup>+</sup>) gated from the live cell population. Results are presented as mean  $\pm$  SEM. Two-way ANOVA was performed with Bonferroni correction for multiple comparisons. For (i) and (j) no significant differences were found. (h) Representative FACS plots from day 15-treated colons showing the gating strategy.

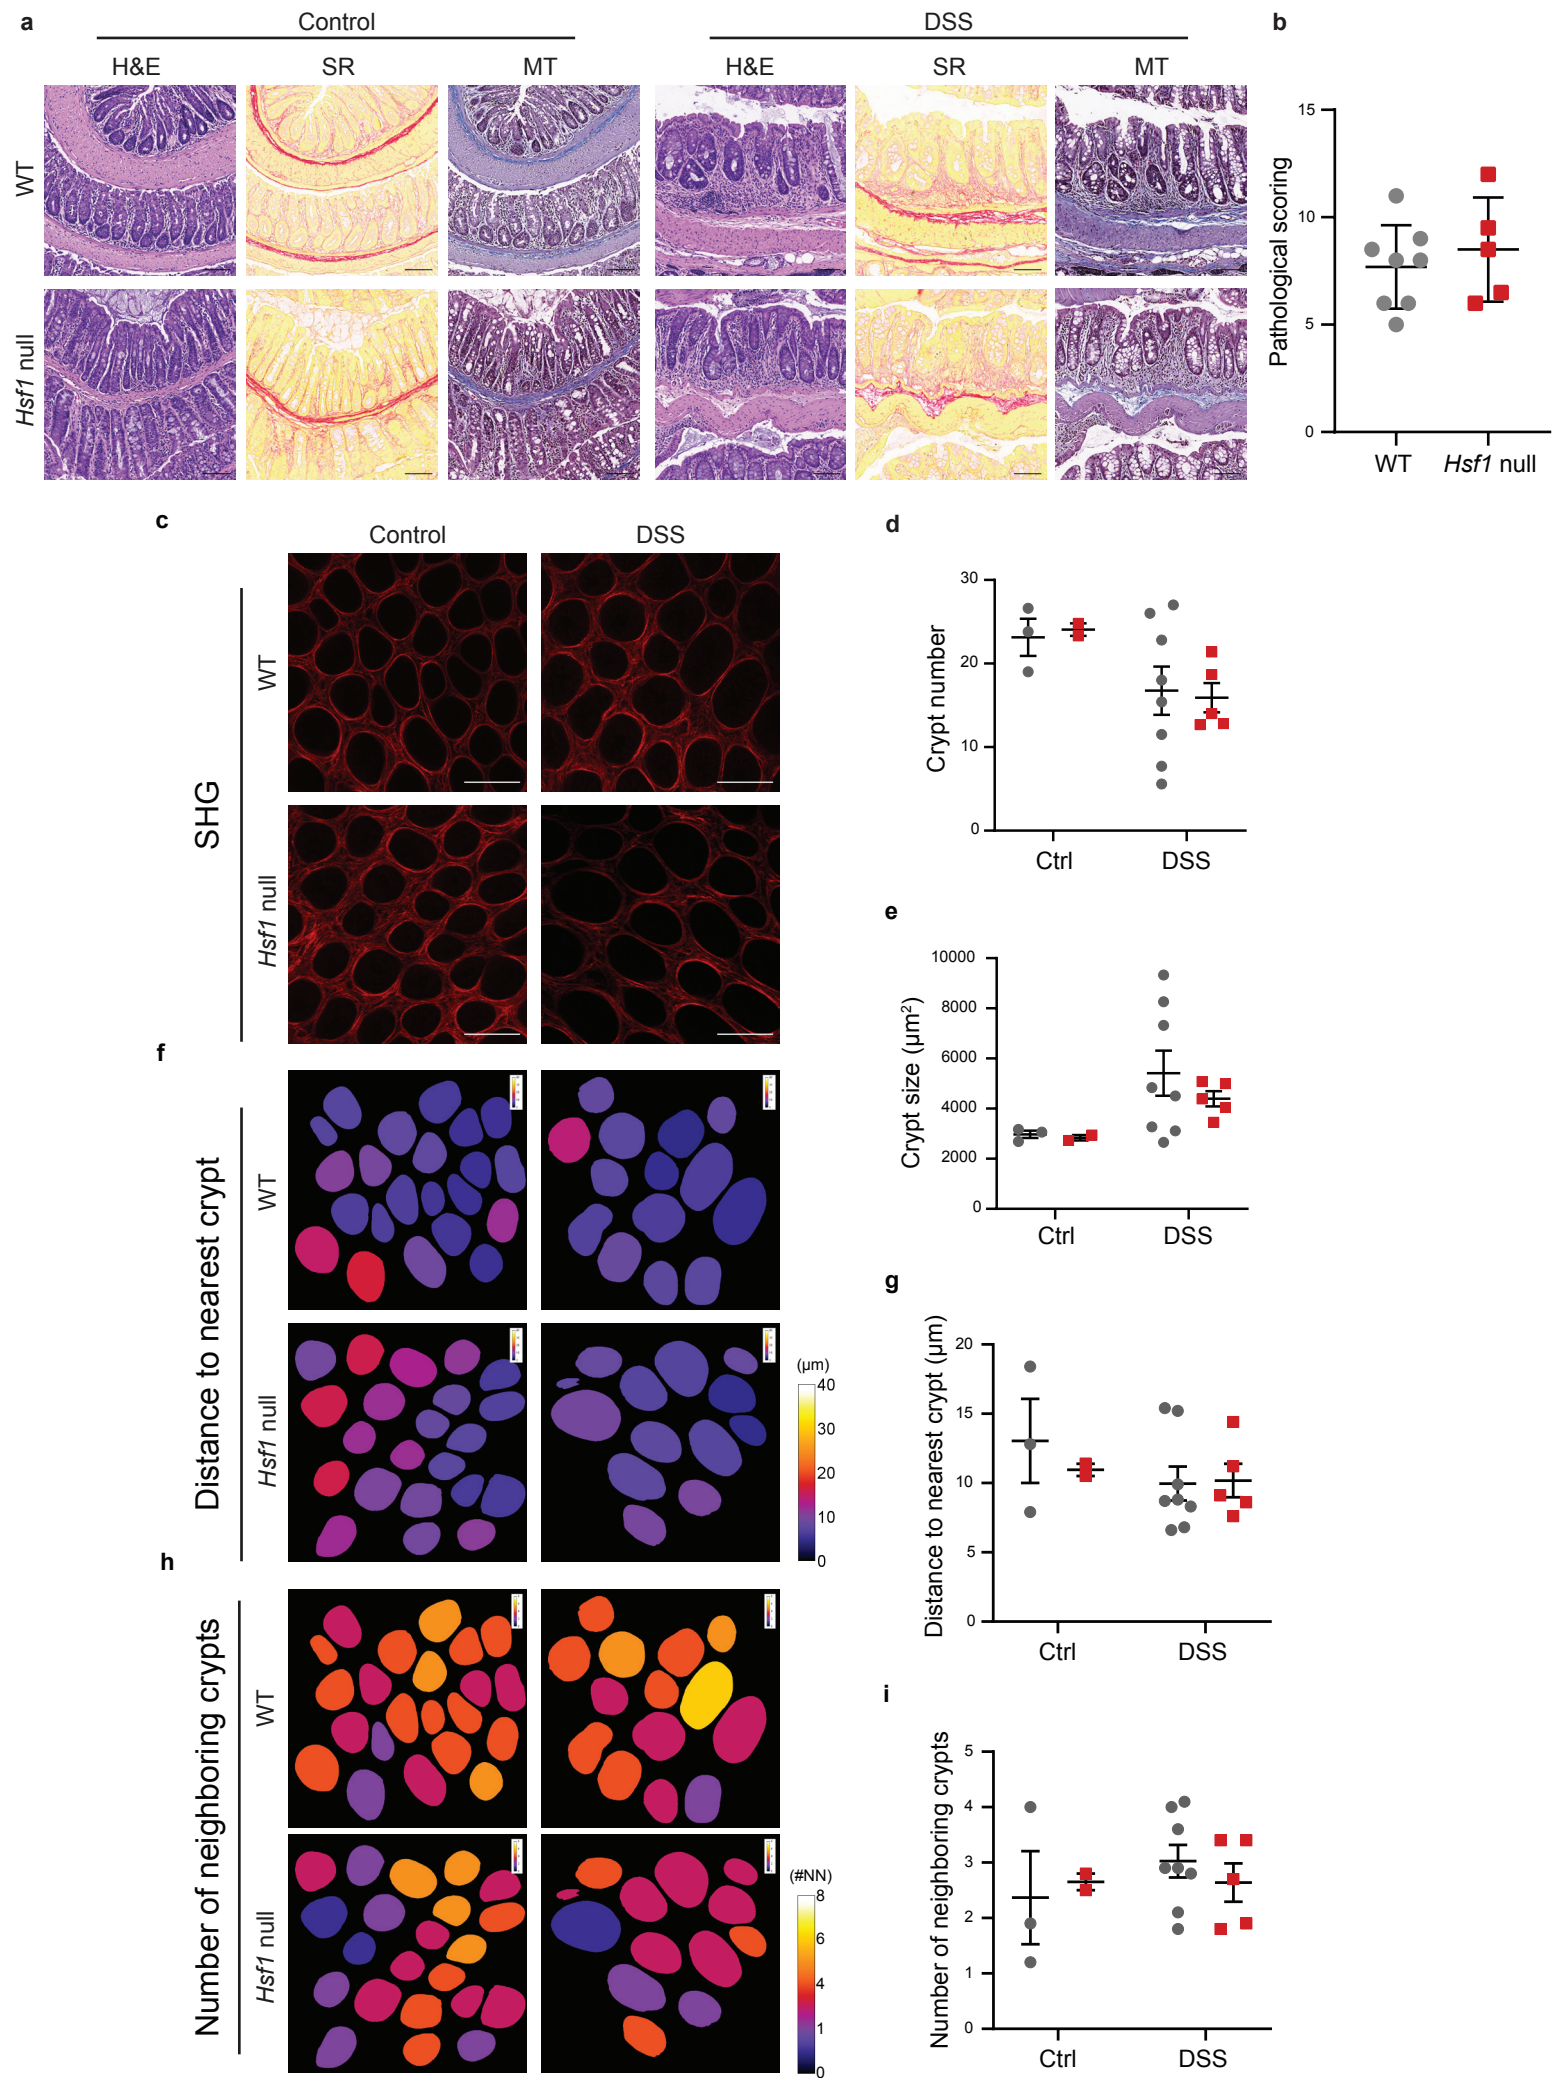

**Supplementary Figure 5: HSF1 status does not affect inflammation-mediated changes to the ECM in response to an acute DSS treatment.** WT and *Hsf1* null mice treated with 1.5% DSS or water (control) for 7 days were sacrificed 7 days after the end of treatment. n=3 WT mice and n=2 *Hsf1* null mice in water treated groups; n=8 WT and n=5 *Hsf1* null mice in DSS treated groups **(a-b)** Colons were harvested, fixed, and stained with H&E, Sirius red (SR) and Masson's trichrome (MT) staining. **(a)** Representative images from WT (upper panels) and *Hsf1* null (lower panels) mice are shown. Scale bar – 100  $\mu$ m; **(b)** Colon sections stained with H&E were scored for inflammation by a pathologist (see methods). Results are shown as mean  $\pm$  SEM analyzed by Student's t-test and found to be non-significant. **(c-i)** Representative cross-sections of the colons with second harmonic generation (SHG) images **(c)** and analysis **(d-i)** of fibrillar collagen of mouse colons following acute DSS treatment or control. Scale bar – 100  $\mu$ m. **(d-e)** Quantification of the average crypt number **(d)** and size **(e)**. **(f-g)** Analysis of the average distance to the nearest crypt, within 40  $\mu$ m, calculated based on the SHG images. Representative distance heatmaps of the SHG images presented in **(c)** are shown in **(f)**. **(h-i)** Analysis of the number of neighboring crypts within 20  $\mu$ m, calculated based on the SHG images. Representative distance heatmaps of the SHG images presented in **(c)** are shown in **(h)**. #NN – number of nearest neighbors. Results for **(d-e)**, **(g)** and **(i)** are presented as mean  $\pm$  SEM, analyzed by two-way ANOVA and found to be non-significant.

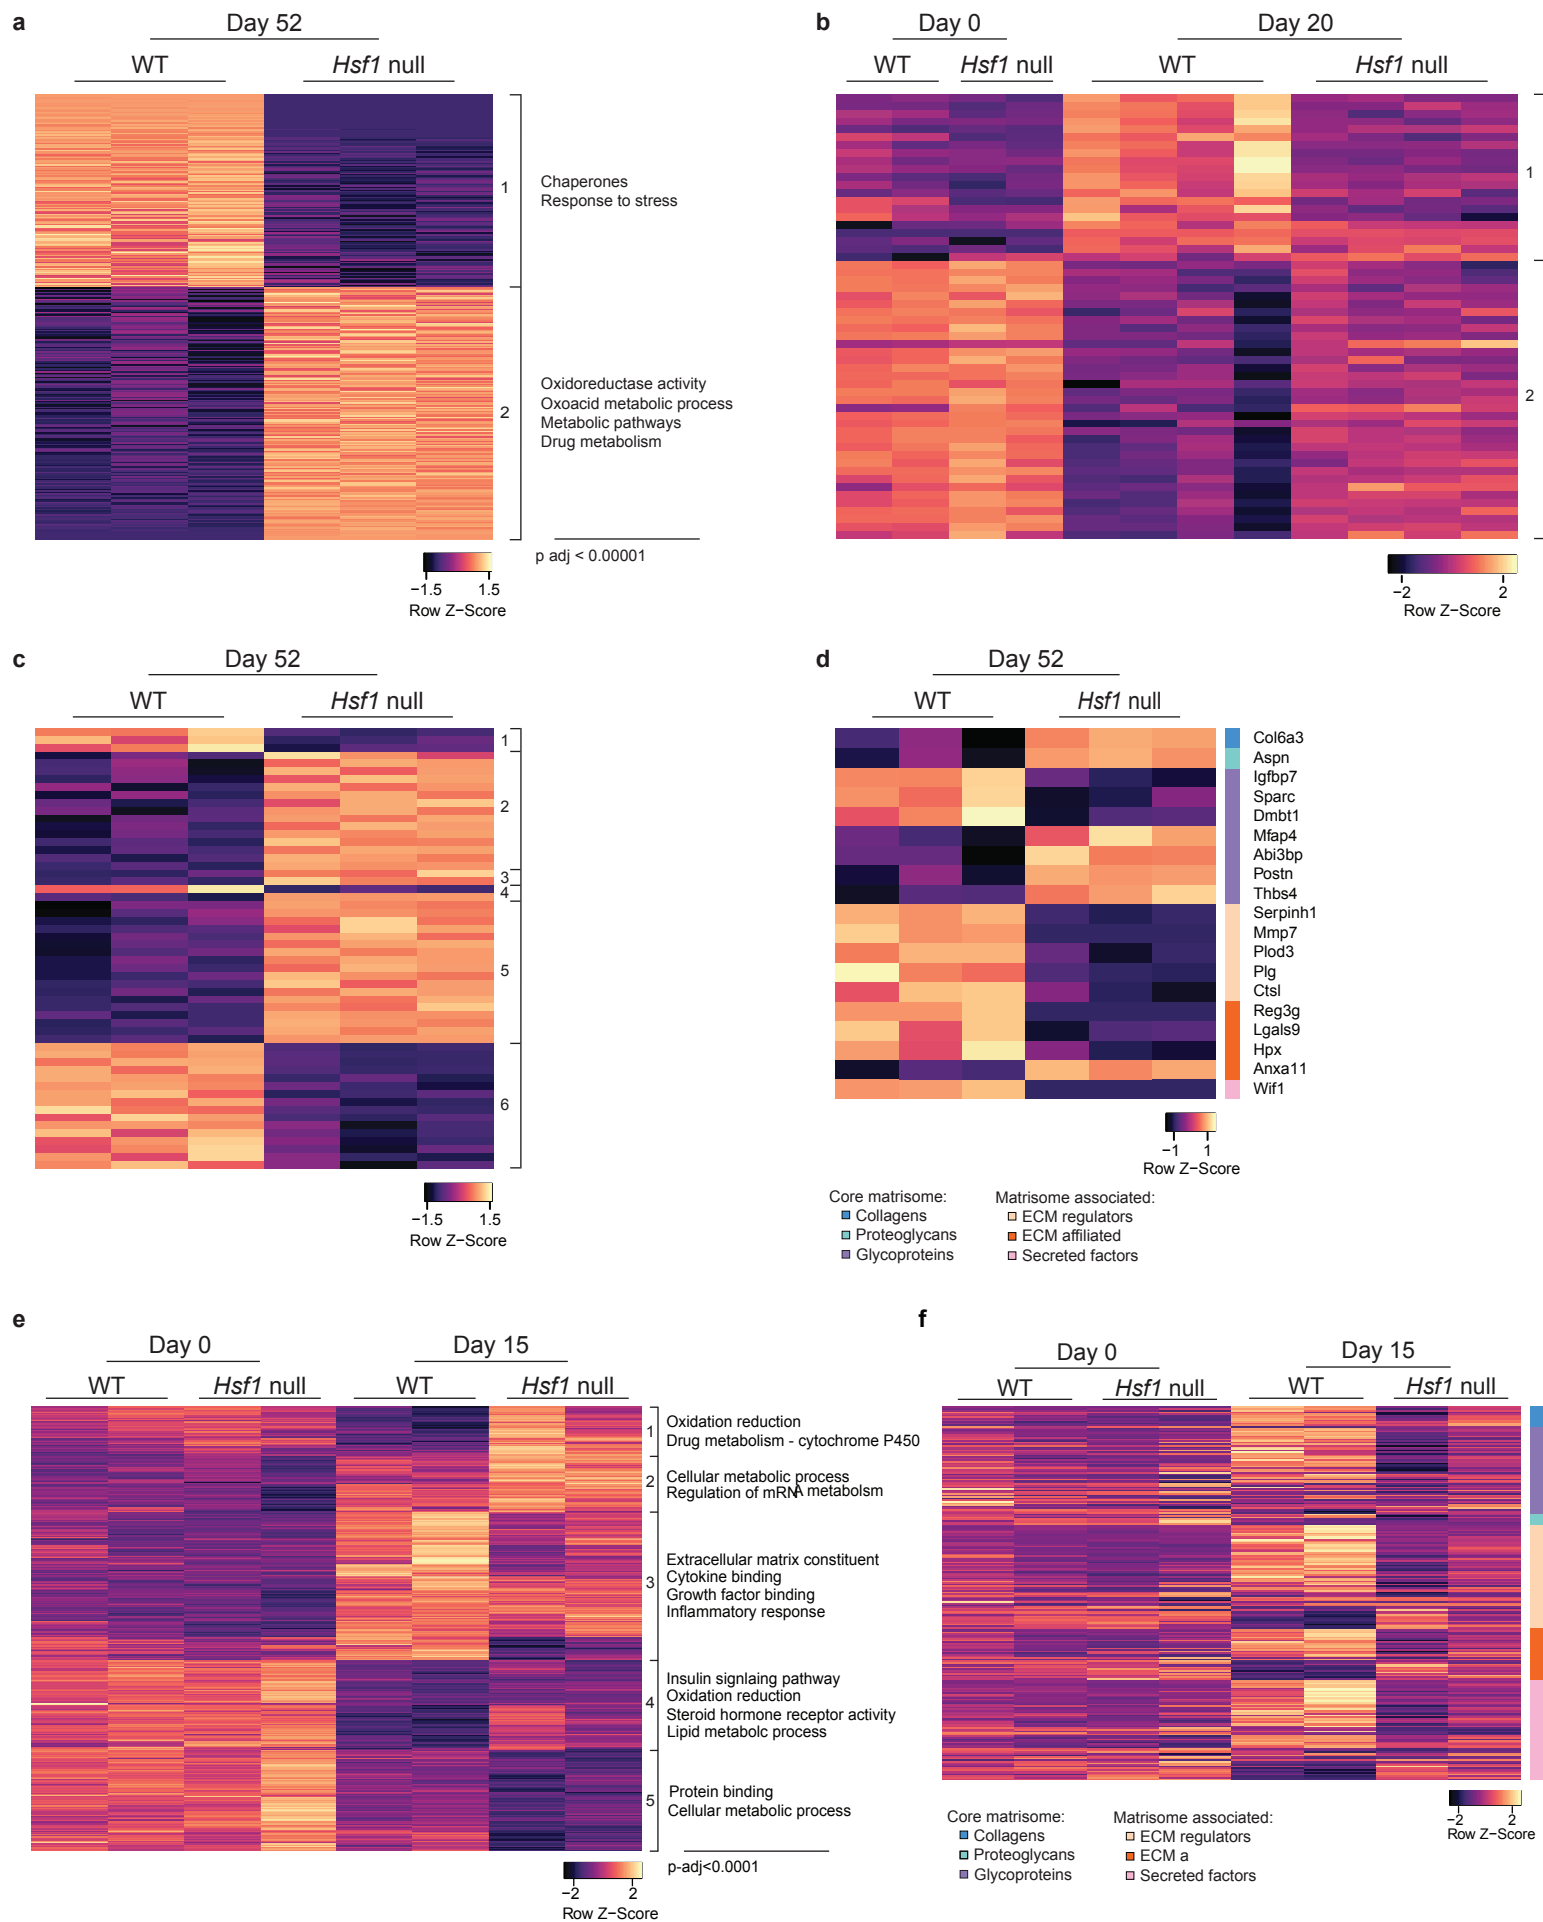

**Supplementary Figure 6: Similar trends of protein expression are observed at day 20 and day 52 of the AOM-DSS treatment.** (a) Heatmap of standardized mass spectrometry values of differentially expressed (DE) proteins ( $FC > 1.5$ ;  $FDR < 0.1$ ) between Day 52 WT and *Hsf1* null colons, clustered by expression pattern into 2 clusters. Pathway analysis was performed using gProfiler and selected significant pathways are shown. See also Supplementary Data 3-4. (b) Heatmap of standardized mass spectrometry values of Day 0-20 DE proteins, which were also DE between Day 52 WT and *Hsf1* null colons, ordered by the Day 52 clusters. (c) Heatmap of standardized mass spectrometry values of Day 52 DE proteins, which were also DE at Day 0-20, ordered by Day 0-20 clusters. (d) Heatmap of standardized mass spectrometry values of DE matrisome proteins ( $FC > 1.5$ ;  $FDR < 0.1$ ) between Day 52 WT and *Hsf1* null colons, clustered by affiliation to core matrisome and matrisome associated groups. (e) Heatmap of standardized RNA sequencing values of DE genes ( $FC > 2$ ;  $FDR < 0.05$ ; base mean  $> 5$ ) between Day 0 and day 15, WT and *Hsf1* null colons, clustered by expression pattern into 5 clusters. Pathway analysis was performed using gProfiler and selected significant pathways are shown. See also Supplementary Data 7. (f) Heatmap of standardized RNA sequencing values of DE matrisome genes ( $FC > 2$ ;  $FDR < 0.05$ ; base mean  $> 5$ ) between day 0 and day 15, WT and *Hsf1* null colons, clustered by affiliation to core matrisome and matrisome associated groups.

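By matrisome category, 13 of 31 tested collagen genes were differentially expressed in at least 1 comparison and 11 of these were highest in WT mice at day 15. The numbers were 55 of 139 for ECM glycoproteins, with 37 highest in WT mice at day 15, and 9 of 19 for proteoglycans, with 6. Among matrisome-associated genes, 70 of 168 ECM regulators were differentially expressed and 54 of these were highest in WT mice at day 15, against 32 of 107 and 21 for ECM-affiliated proteins and 73 of 186 and 46 for secreted factors. The median log2 fold change between WT and *Hsf1* null mice at day 15 was 0.97 for collagens, 0.72 for ECM glycoproteins, 0.40 for proteoglycans, 0.57 for ECM regulators, 0.45 for ECM-affiliated proteins and 0.64 for secreted factors. Past the threshold at day 15, 12 ECM regulators were higher and 4 lower in WT mice, 14 secreted factors were higher and 3 lower, 6 ECM-affiliated genes were higher and 2 lower, and 8 ECM glycoproteins were higher and 0 lower. Of the 31 collagen genes 1, *Col18a1*, was past the threshold, and of the 19 proteoglycan genes 0. With the replicate number as a block *Col18a1* did not pass (adjusted p = 0.0559 from edgeR's quasi-likelihood test).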

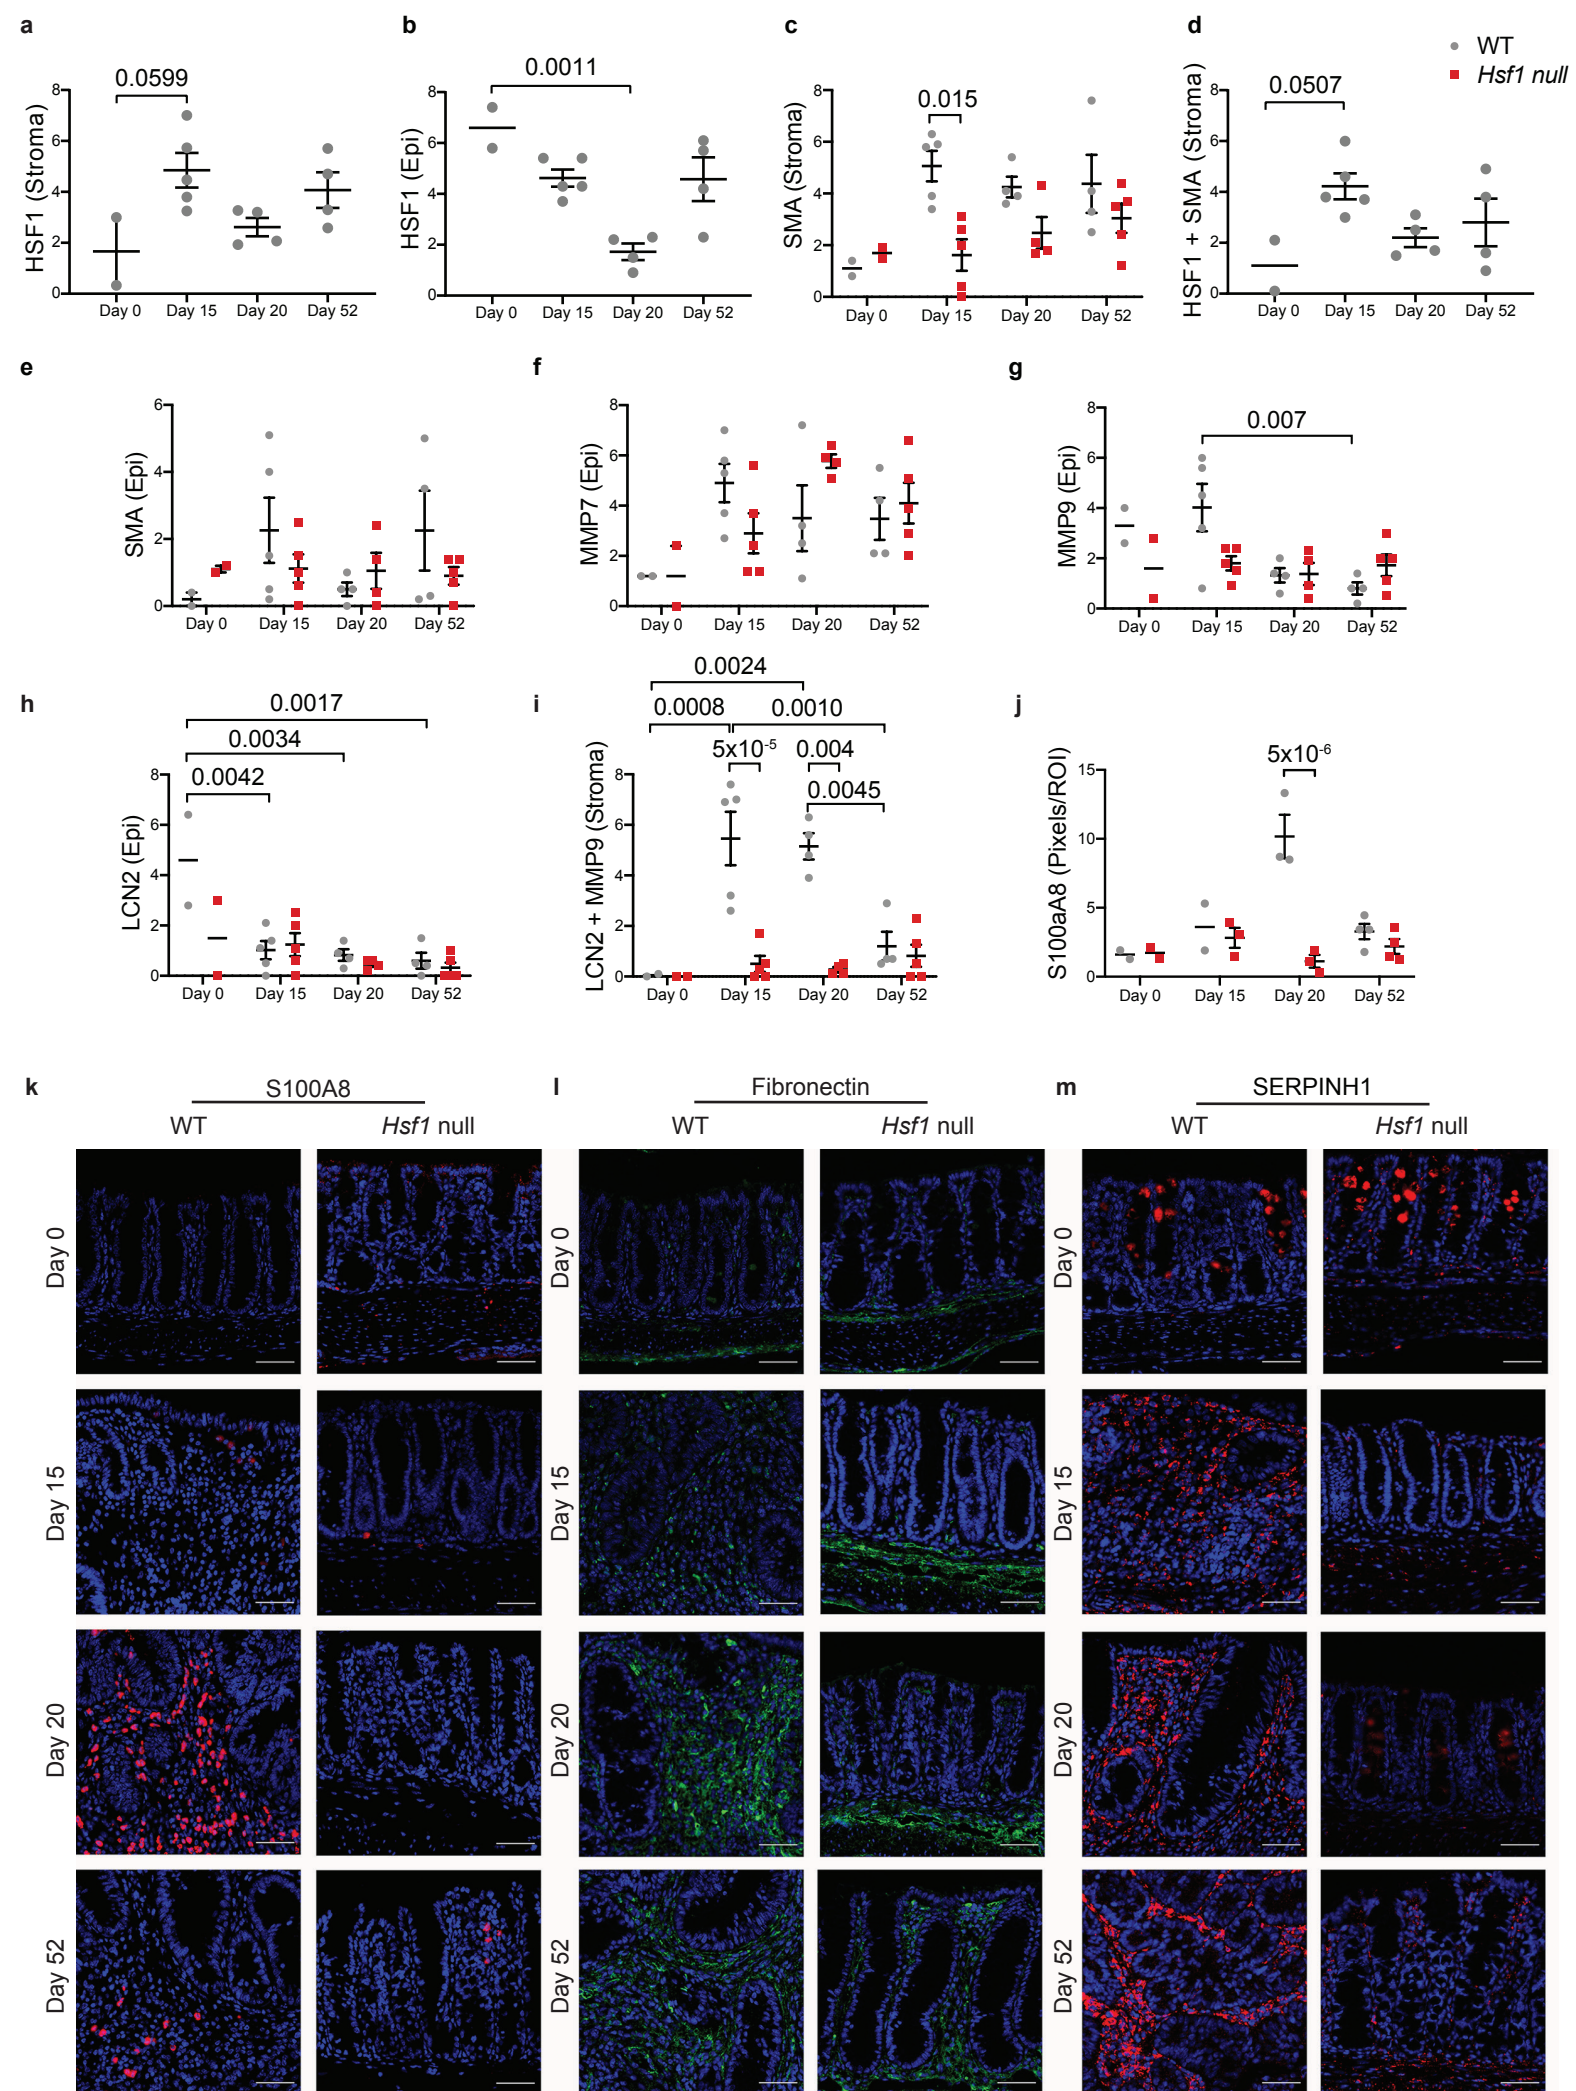

**Supplementary Figure 7: HSF1 expression in SMA-positive stroma correlates with inflammation.** Colons from WT and *Hsf1* null mice were excised, fixed, and stained by multiplexed immunofluorescence (MxIF) using antibodies for the depicted proteins, at different time points along the AOM-DSS protocol. n=5 per genotype AOM-DSS treated mice at day 15; n=4 per genotype AOM-DSS treated mice at day 20; n=4 WT and 5 *Hsf1* null mice at day 52; n=2 mice per genotype for control. **(a-i)** The expression of each protein in the stroma or in epithelial cells (epi), and co-expression of the indicated proteins were scored in 5-7 representative images from each mouse, averaged, and are presented for each mouse in the group (see Methods for details). **(j-m)** Colons from WT and *Hsf1* null mice were excised, fixed, and stained for the depicted proteins, at different time points along the AOM-DSS protocol. n=4 mice per genotype at day 52; n=3 mice per genotype at day 20; n=2 WT and 3 *Hsf1* null mice at day 15; n=2 control mice per genotype. **(j-k)** Quantification **(j)** and representative images overlain with DAPI **(k)** of S100A8 staining at the different time points are shown. **(l-m)** Representative images of Fibronectin **(l)** and SERPINH1 **(m)** staining overlaid with DAPI at the different time points are shown. Results are shown as mean  $\pm$  SEM analyzed by one way Anova **(a, b, d)** and two-way anova and Bonferroni correction for multiple comparisons **(c, e,-j)**. Scale bar – 50  $\mu$ m.

**a**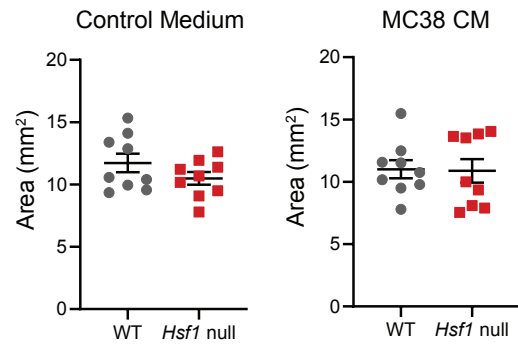**b**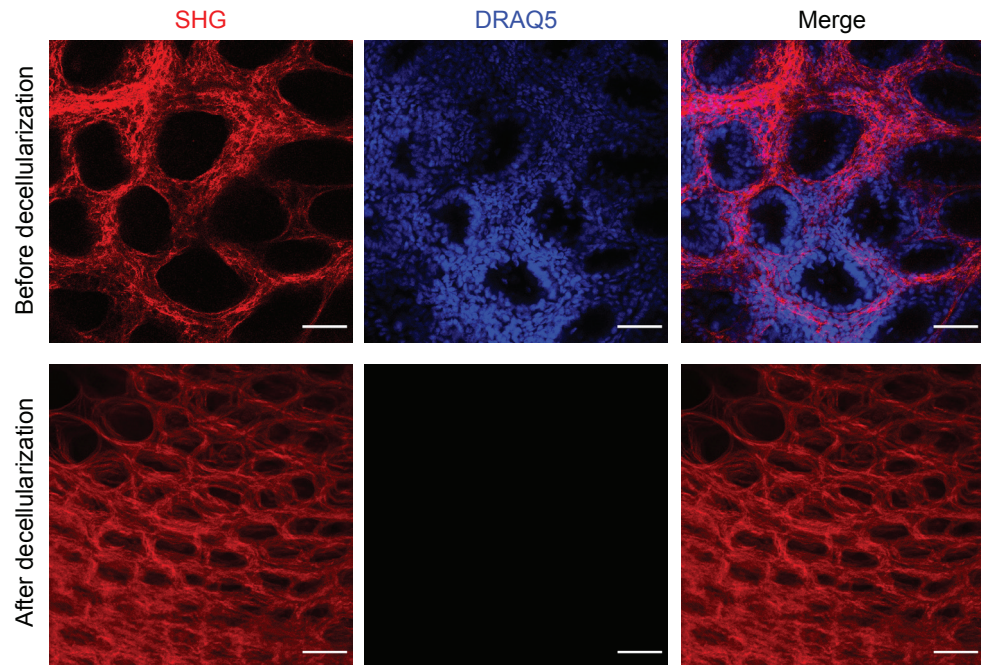

**Supplementary Figure 8: Decellularization of colons leads to loss of nuclei.** **(a)** Gel contraction assay was performed in the presence of control medium (RPMI; left panel), or MC38 CM (right panel), and the average area covered by the gel 3 days after seeding was calculated.  $n=9$  mice combined from 3 separate experiments. **(b)** Colon tissues from day 15 AOM-DSS treated mice were imaged by SHG and immunofluorescence (IF) before and after decellularization. Representative SHG + IF images from 3 independent experiments, taken from the mucosal side are shown. SHG is shown in red, DRAQ5 nuclear staining is shown in blue. Scale bar – 50  $\mu\text{m}$ .

|                                       | Only DSS     |                     |           | AOM-DSS<br>Day 0 |                     | AOM-DSS<br>Day 15 |                     |            | AOM-DSS<br>Day 20 |                     |            | AOM-DSS<br>Day 52 |                     |            |
|---------------------------------------|--------------|---------------------|-----------|------------------|---------------------|-------------------|---------------------|------------|-------------------|---------------------|------------|-------------------|---------------------|------------|
|                                       | WT           | <i>Hsf1</i><br>null | p-<br>val | WT               | <i>Hsf1</i><br>null | WT                | <i>Hsf1</i><br>null | p-<br>val  | WT                | <i>Hsf1</i><br>null | p-<br>val  | WT                | <i>Hsf1</i><br>null | p-<br>val  |
| DAI                                   | 0.51<br>± 0  | 0.16<br>± 0         | ns        | 0 ±<br>0         | 0 ±<br>0            | 4.0 ±<br>3.1      | 0.7 ±<br>0.8        | ns         | 1.2 ±<br>0.6      | 0.2 ±<br>0.2        | ns         | 2 ±<br>0.8        | 0.4 ±<br>0.3        | ns         |
| Colonoscopy                           | NA           | NA                  | NA        | NA               |                     | NA                |                     |            | 3 ±<br>2.3        | 0.5 ±<br>0.5        | 0.02<br>04 | 6.2 ±<br>2.8      | 2.1 ±<br>1.2        | 0.00<br>54 |
| Pathology-<br>Inflammation<br>(total) | 7.7<br>± 1.9 | 8.5 ±<br>2.4        | ns        | 0                | 0                   | 12.3<br>± 2.3     | 6.6 ±<br>2.4        | 0.00<br>06 | 9<br>± 1.9        | 5.1 ±<br>2.6        | 0.00<br>71 | NA                |                     |            |
| Tissue<br>Involvement<br>(0-4)        | 1.2<br>± 0.4 | 1.2 ±<br>0.4        | ns        | 0                | 0                   | 2.6 ±<br>1.1      | 1.2 ±<br>0.4        | 0.03<br>39 | 1.9 ±<br>0.8      | 1 ±<br>0.6          | 0.03<br>60 | NA                |                     |            |
| Crypt<br>Damage<br>(0-3)              | 2.5<br>± 0.7 | 2.5 ±<br>0.5        | ns        | 0                | 0                   | 3 ± 0             | 2.3 ±<br>0.6        | 0.04<br>79 | 2.2 ±<br>0.5      | 1.6 ±<br>1          | ns         | NA                |                     |            |
| Inflammation<br>(0-3)                 | 1.3<br>± 0.4 | 1.5 ±<br>0.5        | ns        | 0                | 0                   | 2.6 ±<br>0.6      | 0.9 ±<br>0.7        | 0.00<br>49 | 2 ±<br>1.3        | 0.8 ±<br>0.8        | 0.00<br>10 | NA                |                     |            |
| Layers<br>(0-3)                       | 1.2<br>± 0.5 | 1.5 ±<br>0.5        | ns        | 0                | 0                   | 1.9 ±<br>0.4      | 0.9 ±<br>0.5        | 0.01<br>18 | 1.6 ±<br>0.5      | 0.6 ±<br>0.5        | 0.00<br>27 | NA                |                     |            |
| Regeneration<br>(0-3)                 | 1.4<br>± 0.5 | 1.8 ±<br>0.8        | ns        | 0                | 0                   | 2.4 ±<br>0.2      | 1.3 ±<br>0.4        | 0.00<br>12 | 1.2 ±<br>0.4      | 1 ±<br>0.6          | ns         | NA                |                     |            |
| Pathology-<br>Tumor                   |              |                     |           |                  |                     |                   |                     |            |                   |                     |            |                   |                     |            |
| Dysplasia                             | 0            | 0                   | ns        | 0                | 0                   | 60%               | 0                   | 0.03<br>84 | 20%               | 0                   | ns         | 0                 | 62.5<br>%           | 0.01<br>83 |
| Adenoma                               | 0            | 0                   | ns        | 0                | 0                   | 0                 | 0                   |            | 0                 | 0                   |            | 78%               | 37.5<br>%           |            |
| Carcinoma                             | 0            | 0                   | ns        | 0                | 0                   | 0                 | 0                   |            | 0                 | 0                   |            | 22%               | 0                   |            |
| Tumor<br>Burden                       | NA           |                     |           | NA               |                     | NA                |                     |            | NA                |                     |            | 127 ±<br>100      | 38 ±<br>23          | 0.04<br>65 |

\*P values (P val) were determined using two-sided Mann-Whitney test for colonoscopy, two-sided Students' t-test for DAI and tumor burden scores, tissue involvement, crypt damage, inflammation, layers and regeneration, two-way ANOVA for pathology inflammation scores (total), and two-sided Chi squared test for pathology tumor scores.

\*\* NA – not applicable

\*\*\* ns – not significant

**Supplementary Table 1. Pathological scoring of DSS or AOM-DSS treated mice and non-treated controls**

| Ab                       | Conjugat<br>ion   | Clone          | Dilution | Source               | Cat#             | Method | Target<br>species |
|--------------------------|-------------------|----------------|----------|----------------------|------------------|--------|-------------------|
| αSMA                     | -                 | 1A4            | 1:1000   | Sigma<br>Aldrich     | A2547            | MxIF   | Mouse,<br>Human   |
| HSF1                     | -                 | -              | 1:800    | Cell<br>Signaling    | 4356S            | MxIF   | Mouse,<br>Human   |
|                          |                   |                | 1:50     |                      |                  | IHC    |                   |
| LCN2                     | -                 | EPR2109<br>2   | 1:800    | abcam                | ab216462         | MxIF   | Mouse             |
| MMP7                     | -                 | -              | 1:400    | abcam                | ab5706           | MxIF   | Mouse,<br>Human   |
|                          |                   |                | 1:100    |                      |                  | IF     |                   |
| MMP9                     | -                 | -              | 1:600    | abcam                | ab38898          | MxIF   | Mouse,<br>Human   |
|                          |                   |                | 1:100    |                      |                  | IF     |                   |
| S100A8                   | -                 | EPR3554        | 1:400    | abcam                | ab92331          | MxIF   | Mouse,<br>Human   |
| FN1                      | -                 | F14            | 1:400    | abcam                | ab45688          | MxIF   | Mouse,<br>Human   |
|                          |                   |                | 1:100    |                      |                  | IF     |                   |
| SERPIN1                  | -                 | EPR4217        | 1:400    | abcam                | ab109117         | MxIF   | Mouse,<br>Human   |
| Goat anti-<br>Rabbit     | HRP               | polyclona<br>l | 1:400    | Jackson              | 111-035-<br>144  | MxIF   | Rabbit            |
| Goat anti-<br>Mouse      | HRP               | polyclona<br>l | 1:400    | abcam                | ab97040          | MxIF   | Mouse             |
| Opal 520<br>Reagent Pack | Opal 520          | -              | 1:400    | Akoya<br>biosciences | FP1487001<br>KT  | MxIF   | -                 |
| Opal 570<br>Reagent Pack | Opal 570          | -              | 1:400    | Akoya<br>biosciences | FP1488001<br>KT  | MxIF   | -                 |
| Opal 620<br>Reagent Pack | Opal 620          | -              | 1:400    | Akoya<br>biosciences | FP1495001<br>KT  | MxIF   | -                 |
| Opal 650<br>Reagent Pack | Opal 650          | -              | 1:400    | Akoya<br>biosciences | FP1496001<br>KT  | MxIF   | -                 |
| Opal 690<br>Reagent Pack | Opal 690          | -              | 1:400    | Akoya<br>biosciences | FP1497001<br>KT  | MxIF   | -                 |
| DAPI                     | 360               | -              | 1:1000   | BioLegend            | 422801           | MxIF   | -                 |
| 1X Plus Amp<br>Diluent   | -                 | -              | -        | Akoya<br>biosciences | FP1498           | MxIF   | -                 |
| CD45                     | BV-711            | 30-F11         | 1:100    | BioLegend            | 103147           | FACS   | Mouse             |
| F4/80                    | AF-488            | BM8            | 1:100    | BioLegend            | 123108           | FACS   | Mouse             |
| CD11b                    | APC-Cy7           | M1/70          | 1:100    | BioLegend            | 101226           | FACS   | Mouse             |
| CD11c                    | APC               | N418           | 1:100    | BioLegend            | 117310           | FACS   | Mouse             |
| Ly6C                     | PerCP/Cy<br>5.5   | HK1.4          | 1:100    | BioLegend            | 128011           | FACS   | Mouse             |
| Ly6G                     | PE/Dazzl<br>e 594 | 1A8            | 1:100    | BioLegend            | 127648           | FACS   | Mouse             |
| Ghost dye                | Violet<br>450     | -              | 1:1000   | TONBO                | 13-0863-<br>T100 | FACS   | Mouse             |
| CD16/32                  | -                 | 93             | 1:100    | BioLegend            | 101320           | FACS   | Mouse             |
| AF647                    | AF 647            | -              | 1:200    | Jackson              | 711-605-<br>152  | IF     | Rabbit            |
| DRAQ5                    | 647               | -              | 1:1000   | abcam                | Ab108410         | SHG    | -                 |

**Supplementary Table 2. Antibodies and reagents for immunofluorescence and FACS**

# Supplementary material for: Heat Shock Factor 1-dependent extracellular matrix remodeling mediates the transition from chronic intestinal inflammation to colon cancer
**Source:** Nat Commun. 2020 Dec 7;11:6245. doi: 10.1038/s41467-020-20054-x
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary Data 1**

**Description:** Raw, unfiltered mass spectrometry data. This file contains two sheets - one for day 0-20 and one for day 52.

### **Supplementary Data 2**

**Description:** List of differentially expressed proteins between WT and Hsf1 null colons presented in Figure 5A.

### **Supplementary Data 3**

**Description:** Differentially expressed proteins found by the mass-spec analysis. This table contains two sheets, divided by day (0- 20 and 52). Data of day 0-20 is sub-divided by pair-wise (t-test) comparisons, day 52 is subdivided to up/down regulated proteins.

### **Supplementary Data 4**

**Description:** Pathway analysis of the mass-spec data conducted through the gProfiler database. The first 6 sheets describe DE protein of day 0-20, divided by cluster. The last two describe DE proteins at day 52, divided by expression pattern.

### **Supplementary Data 5**

**Description:** RNA-sequencing of colons from WT and Hsf1 null mice from Day 0 and Day 15 of the AOM-DSS protocol

### **Supplementary Data 6**

**Description:** Differentially expressed genes between WT and Hsf1 null mice from Day 0 and Day 15 of the AOM-DSS protocol. This Table contains 3 sheets. Sheet 1 includes all differentially expressed genes with  $\text{padj}=1$  and base mean  $>5$ ; Sheet 2 contains the significantly DE genes between WT and hsf1 null at day 0; and Sheet 3 contains the significantly DE genes between WT and hsf1 null at day 15

### **Supplementary Data 7**

**Description:** Pathway analysis of the RNA-seq clustered data using the gProfiler webtool. This Table contains 5 sheets, one for each cluster.

### **Supplementary Data 8**

**Description:** Expression of matrix proteins in the mass-spec data. This table contains 4 sheets, referring to Figures 5C, 5D, S6D and 7C.

### **Supplementary Data 9**

**Description:** Expression of matrix protein-coding genes in the RNA-seq data. This Table contains 4 sheets. Sheets 1-2 include all the detected (1) and differentially expressed (DE; 2) genes encoding

proteins of the mouse matrisome. 

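Of the 234 matrisome genes that the paper lists as differentially expressed, 195 were also differentially expressed in at least 1 comparison in edgeR's quasi-likelihood test, and 233 with DESeq2. In the deposited counts, 149 of the 234 genes had their highest mean in WT mice at day 15.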

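Of the 41 colon matrisome genes that the paper lists as differentially expressed, 34 were also differentially expressed in at least 1 comparison in edgeR's quasi-likelihood test, and 27 of the 41 had their highest mean in WT mice at day 15.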

Sheets 3-4 include all the detected (3) and DE (4) genes encoding proteins of the mouse colon matrisome.

#### **Supplementary Data 10**

**Description:** Overlap between our list of differentially expressed matrisome proteins and matrisome proteins found to be positively or negatively correlated with disease score (DS) in Pearce et al. (2018). This Table contains two sheets, for positively and negatively correlated proteins, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

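RNA-seq of the distal colon was analyzed in 8 male mice, 2 each of WT day 0, *Hsf1* null day 0, WT day 15 and *Hsf1* null day 15. Samples were grouped by the genotype, day and replicate number that the sample labels give. The paper and the sample titles place the treated mice at day 15, 3 days after the end of DSS. The protocol in the labels instead ends directly after 5 days of DSS, and the labels give the age of all mice as 10 weeks, after an injection at 8 weeks. Treated mice are called day 15 here, as in the paper.

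The authors aligned the reads to mm10 with STAR v2.4.2a and deposited raw counts per gene, by gene symbol. The paper's text does not name the program that counted the reads or the gene annotation. Only genes with at least 6 counts in at least 1 sample are in the deposited counts, 15859 in all. The second deposited table gives a score per gene and sample, which the authors made by dividing each count by the size factor of its sample in DESeq2. It was used to check the normalization and was not tested. No reads were analyzed.

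Total counts per sample were between 2553348 and 12440257. The smallest libraries were replicate 2 of WT day 0 and replicate 2 of *Hsf1* null day 0. With 2 mice per group, no comparison of single values can reach a small exact p, and outlying samples within a group were not tested for. Unless another test is named, p-values for genes come from edgeR's quasi-likelihood test, which shares information on the spread between mice across genes (prior degrees of freedom 5.97).

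Counts were analyzed in R 4.3.3 with edgeR 4.0.16, with TMM normalization and 1 model of the 4 groups fitted to all 8 samples. The 14371 genes with a mean normalized count above 5 were tested in the 6 comparisons between pairs of groups and for the difference between genotypes in the change from day 0 to day 15. P-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were called differentially expressed, which is the threshold in the paper's methods. CPM values use the TMM-adjusted library sizes. A fold change against a group in which both samples had 3 or fewer counts is given as a lower bound, computed against 3 counts. Gene sets were tested with camera in limma 3.58.1, two-sided, with an inter-gene correlation of 0.01, and p-values were adjusted by the Benjamini-Hochberg method over the 16 sets of a comparison. That adjustment was planned for the cell marker lists only and was extended to all 16 sets after their values were seen. The matrisome and colon matrisome sets come from Supplementary Data 9, the protein sets from Supplementary Data 2, and the sets of chaperones, oxidative phosphorylation, cytochrome P450 and cell markers were listed by gene name. Random draws used a seed of 1.

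The tests, thresholds, gene sets and alternatives were chosen before the data were examined, except where stated. Genes named in the text are *Hsf1*, every gene the paper names from RNA-seq, the genes of the proteins it names from mass spectrometry or follows by staining, and, for the genotypes at each day and for the interaction, the 5 genes with the largest log2 fold change in each direction among those past the threshold without overlap between the genotypes. Other genes are named only where a count is 5 or fewer or where stated, and were chosen after their values were seen. Values of 2 single genes are not reported here.

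Positions, GC content and length of genes come from GENCODE M21 on GRCm38, which is the assembly that the paper calls mm10. Of the 15859 symbols, 15276 matched directly and 448 through an older symbol (99.1% in all), and 135 did not match. GC content and length were known for 14277 of the tested genes (99.3%).

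Before use, the fits were tested on simulated data with 200 genes changed by known fold changes among 14371. The edgeR fit recovered 165 of the 200 genes (82.5%) with 2 false calls. The edgeR fit with the replicate block recovered 162 with 2 false calls, and the DESeq2 fit 163 with 12 false calls. Another 200 genes were given a smaller shift, and calls among them were not counted as false. Counts were drawn independently for each gene, with a spread that depended only on its expression. Genes that vary together between mice were thus not simulated, and these numbers do not give the error rate in the real data.

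The alternatives tried were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, an adjusted p under 0.005 (the threshold in the heading of Supplementary Data 6), no threshold on the fold change, the replicate number as a block, offsets for GC content and length (natural splines with 4 degrees of freedom) with and without that block, counts thinned to the smallest library, only the samples of the groups compared, and each sample left out in turn. For gene sets, camera with the inter-gene correlation estimated from the data and the rotation test fry were also run. The pairing in the block comes from the replicate numbers in the labels, and same-numbered mice are different animals. A block with the 2 WT mice at day 0 exchanged, and DESeq2 with an adjusted p under 0.005, were added after the data were seen.

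Proteomic, imaging and histological data were not analysed here. The paper's clusters and pathway analysis were not recomputed.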

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

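All tests in this part were chosen only after the result was seen, except those of library size and of GC content and length for the gene sets.

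*Slc15a2* stood out because its change from day 0 to day 15 went in opposite directions in the 2 genotypes. It rose in WT mice (log2 fold change 4.69, adjusted p = 0.00767) and decreased in *Hsf1* null mice by at least 58.0-fold (adjusted p = 0.0123), an interaction of 11.09 on the log2 scale (adjusted p = 0.00761, all from edgeR's quasi-likelihood test). The interaction rests partly on counts of 3 or fewer, so its size is poorly determined. It ranged from 10.62 to 16.06 across the 8 fits that each left out one sample. An exchange of samples between the genotypes would put an *Hsf1* null mouse at or above the lowest WT mouse in *Hsf1*, at 36.5 CPM, and 0 *Hsf1* null samples were there. An unadjusted interaction p under 0.05 was found in 10 of 132 genes within 10 Mb of *Slc15a2* (7.58%) and in 8.60% of genes elsewhere (Fisher's exact p = 0.875). Strain-derived DNA that shifted genes equally at both days would give no interaction, so it does not account for the opposite changes of *Slc15a2*. A variant carried unevenly by the groups could give interactions in neighboring genes too, but their share was not raised. This comparison does not test for a variant that acts mainly on *Slc15a2*. With libraries thinned to the smallest total the adjusted p was 0.0134, and with offsets for GC content and length it was 0.0255. It was 0.0396 with the replicate block, 0.0970 with the block and the offsets together, and 3.63e-17 with DESeq2, and across all alternatives it stayed between 3.63e-17 and 0.0970. The pattern, found and tested on the same 2 mice per group, cannot be told apart from an effect of a strain variant that acts mainly on *Slc15a2*.

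Of 16 gene sets, 13 differed between the genotypes in their change from day 0 to day 15 in camera (p under 0.05). The median interaction on the log2 scale was 0.19 for the matrisome, 0.23 for the colon matrisome, 0.41 for genes of proteins higher in WT at day 20, 0.60 for chaperones, 2.77 for neutrophil markers, 1.12 for macrophage markers, 0.97 for fibroblast markers and 1.24 for plasma and B cell markers. It was -0.62 for genes of proteins lower in WT at day 20, -0.21 for oxidative phosphorylation, -1.11 for cytochrome P450 families 1 to 4, -0.93 for smooth muscle markers and -1.29 for goblet cell markers. Adjusted over the 16 sets, 12 of the 13 had a p under 0.05 and oxidative phosphorylation had 0.0584 (limma's camera, unadjusted 0.0489). Thinning to the smallest library left 12 of the 13 sets with p under 0.05, the offsets for GC content and length left 13, and the replicate block left 12. When the correlation between the genes of a set was estimated from the data, 1 of the 13 sets, goblet cell markers, kept a p under 0.05 (0.0453). Adjusted over the 16 sets, 0 had a p under 0.05 with that correlation, and the smallest was 0.413. With the rotation test fry, 0 had an adjusted p under 0.05 (smallest 0.431). That result is consistent with genes of a set varying together between mice, for example with the cell content or the severity of inflammation of a single mouse. With 2 mice per group, the pattern cannot be told apart from such variation.

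*Xist*, which is expressed from the inactive X chromosome of female cells, had 1872 counts in WT day 0 replicate 1 and at most 31 in the other 7 samples, although the labels give all mice as male. The paper does not report on this gene. If the mouse were female, Y-linked genes would be near 0, but they summed to 70.8 CPM, within the 43.6 to 110.3 CPM of the other samples. In that sample 4 genes were at least 10 times higher than in every other sample, with a pseudocount of 0.5 CPM. They were *Igf2* (238.4 CPM), *Xist* (183 CPM), *H19* (65.2 CPM) and *Irx1* (15.8 CPM), named after their values were seen. WT day 15 replicate 2 had 9 such genes and each other sample had 0, so a small share of RNA from other cells or another animal is neither shown nor ruled out by the 4 genes. The *Xist* signal cannot be told apart from such RNA, and no biological explanation was tested. On this same sample rest the day 0 values of *Bgn*, *Fn1*, *Serpinh1*, the matrisome, oxidative phosphorylation and macrophage markers given as resting on 1 WT mouse. The sample also enters the change from day 0 to day 15 in WT mice and every interaction. Whether other RNA in the sample bears on these values was not tested.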

How the results depend on the processing

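The replicate number as a block left 2 genes with a different change by genotype instead of 1, the second being *Saa3*, and so did leaving out the filter on low counts, also with *Saa3*. The other counts moved by less than 1.5-fold under the block, to 3621 genes in any comparison and 128 higher and 215 lower in WT mice at day 15, with 306 of the 455 genes at day 15 shared (67.3%). Between the genotypes at day 0, where same-numbered mice had a correlation of 0.04, 0 genes passed with or without the block, and 904 genes had an unadjusted p under 0.05 without it. The chaperone set had a p of 0.0130 at day 0 with the block. The mean correlation over all pairs of groups was -0.018. The block with the 2 WT mice at day 0 exchanged, chosen after the data were seen, gave 639 genes higher and 675 lower in WT mice at day 15, 1856 changed in WT mice and 54 with a different change by genotype. The replicate block together with offsets for GC content and length gave 2258 genes in any comparison, 614 changed in WT and 349 in *Hsf1* null mice, 152 matrisome and 21 colon matrisome genes, and 0 genes with a different change by genotype, where 1239 had an unadjusted p under 0.05 without the block and the offsets.

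Offsets for GC content and length alone gave 276 genes higher and 478 lower in WT mice at day 15 and 731 changed in *Hsf1* null mice. They shifted the median log2 fold change of all genes at day 15 by -0.042. Counts thinned to the smallest total, 2553348, gave 2645 genes in any comparison, 101 higher in WT mice at day 15, 1054 changed in *Hsf1* null mice and 8 with a different change by genotype.

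DESeq2 gave 557 genes higher and 652 lower in WT mice at day 15, 17 between the genotypes at day 0, 1729 changed in WT mice and 120 with a different change by genotype. An adjusted p under 0.005 left 408 genes in any comparison, 12 changed in WT mice, 41 matrisome and 6 colon matrisome genes. It left 0 genes higher and 0 lower in WT mice at day 15 (3332 at an unadjusted p under 0.05), 0 changed in *Hsf1* null mice (4686) and 0 with a different change by genotype (1239). DESeq2 with an adjusted p under 0.005, chosen after the data were seen, gave 5 genes between the genotypes at day 0 (*Akr1c19*, *Egr1*, *Nlrp1b*, *Per2* and *Slc15a2*, named after their values were seen), 1000 changed in *Hsf1* null mice and 40 with a different change by genotype. For all these settings, the cause was not tested.

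When only the 4 samples of the groups compared were fitted, 5 genes were higher in WT mice at day 15 (*Gm1821*, *Serpina3h*, *Serpina3m*, *Socs3* and *Tmem252*) and 2 differed at day 0 (*Akr1c19* and *Slc15a2*), all named after their values were seen. The genes called at day 15 thus depend on whether the mice at day 0 are in the fit, and by what route was not tested. Across the 4 fits that each left out one sample of the other groups, 6 to 164 genes were higher and 6 to 204 lower in WT mice at day 15. The fits without either *Hsf1* null mouse at day 0 gave the lowest numbers. Between 888 and 1331 genes changed in WT mice, between 1276 and 1573 in *Hsf1* null mice, and 0 genes differed at day 0 in such fits. The test of the difference in change between genotypes uses all 4 groups, so leaving out a sample gave no count for it, because 1 mouse would remain in a group. For the percent of matrisome genes highest in WT mice at day 15, the same 252 genes, called with all 8 samples, were kept when one sample was left out of the group means. It lay between 65.5 and 69.4, a range partly set by that selection, which is no test of the call.

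The sets were all in the same direction under every alternative run for them, but not all kept a p under 0.05. With the inter-gene correlation estimated from the data, the unadjusted p at day 15 was 0.129 for the matrisome, 0.116 and 0.0769 for genes of proteins higher and lower in WT, 0.232 for oxidative phosphorylation and 0.0948 for chaperones, and at day 0 it was 0.277 for chaperones. Adjusted over the 16 sets, 0 sets had a p under 0.05 with that correlation, at day 15 (3 unadjusted) or at day 0 (0 unadjusted). With fry, 0 sets did at day 15 (9 unadjusted) or at day 0 (0 unadjusted). With camera at a correlation of 0.01, 15 sets did at day 15 and 9 at day 0. The fry test gave an unadjusted p of 0.0599 for oxidative phosphorylation at day 15 and 0.276 for chaperones at day 0. The log2 fold change of *Trf* reversed to -0.14 with thinned counts, from a value near 0. Among single genes and other values, 14 more results passed the threshold under an alternative and 13 no longer did. In fits with one sample left out, 49 such values moved by more than the spread between replicates and 351 did not.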

Differences from the paper's values

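The paper's counts of 3506 differentially expressed genes, 234 matrisome genes and 41 colon matrisome genes compare with 3999, 252 and 44 here, each within 1.5-fold. Of the alternatives set before the data were examined, the replicate block with offsets for GC content and length (2258, 152 and 21) and an adjusted p under 0.005 (408, 41 and 6) lay more than 1.5-fold from the paper's counts. Among those alternatives, the closest counts were 3621 genes and 42 colon matrisome genes, both with the replicate block, and 226 matrisome genes with the same block. DESeq2, the program the paper names for normalization, gave more than the paper at the threshold of the paper's methods. Its counts were 4934 genes, 324 matrisome genes and 60 colon matrisome genes, so the paper's totals were not reproduced with it. DESeq2 with an adjusted p under 0.005, chosen after the data were seen, gave 41 colon matrisome genes, the paper's number, with 2730 genes and 202 matrisome genes. For 12 log2 fold changes that Supplementary Data 5 gives for *Acad10*, *Acad12*, *Aldh1b1* and *Aldh2*, the largest difference was 0.0359 with edgeR and 0.00033 with DESeq2. All 12 compare WT mice at day 0 with another group, so the comparison of the genotypes at day 15 was not checked in this way.

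The paper places *Fbln1*, *Bgn* and *Csf1r* among the genes most increased, and *Acad12* and *Aldh2* among those most decreased, in treated WT mice. Their log2 fold changes were in the stated direction, but their adjusted p in edgeR's quasi-likelihood test was 0.0720 for *Fbln1*, 0.148 for *Bgn*, 0.0606 for *Csf1r*, 0.0749 for *Acad12* and 0.0942 for *Aldh2*. With DESeq2, an alternative set before the data were examined, all 5 passed the threshold, with adjusted p of 0.00918, 0.0216, 0.000934, 0.00824 and 0.0231. *Acad12* also passed with the replicate block (0.0476) and with that block and offsets for GC content and length. The block with the 2 WT mice at day 0 exchanged, chosen after the values were seen, called all of them except *Bgn* (*Fbln1* 0.0271, *Csf1r* 0.00576, *Acad12* 0.0253 and *Aldh2* 0.0207). The other alternatives tried for these genes did not call them. By log2 fold change among 14371 genes, the 10 genes the paper names as most increased ranked from 9 for *S100a8* to 933 for *Fbln1*, and the 3 it names as most decreased ranked from 225 for *Acad12* to 1091 for *Aldh2* from the bottom.

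Supplementary Data 6 carries a heading with an adjusted p of 0.005, where the methods give 0.05. Of the 1998 genes used from it, 1687 passed at 0.05 with edgeR, 1985 at 0.05 with DESeq2, and 1353 at 0.005 with DESeq2, a setting chosen after the values were seen. The paper names *C3* and *Aldh1b1* from proteins. Their RNA had an adjusted p of 0.0720 and 0.0537 with edgeR, 0.000473 and 0.00599 with DESeq2, and *Aldh1b1* also passed with no filter on low counts (0.0484) and with offsets for GC content and length (0.0376), alternatives set before the data were examined. The adjusted p was 0.0131 for *C3* and 0.0112 for *Aldh1b1* with the block exchanged in WT mice at day 0, which was chosen after the values were seen.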

Other observations

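The tests of linkage to *Hsf1*, of immune markers and of the change of epithelial and goblet cell markers in WT mice were chosen only after the results were seen, and the other tests in this part before.

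Genes near *Hsf1* differed between the genotypes more often than genes elsewhere. At day 15, 19 of the 244 tested genes within 10 Mb of *Hsf1* passed the threshold (7.79%), against 3.06% of genes elsewhere (Fisher's exact p = 0.000265), and 1.68% of 12973 windows of the same width around other genes had as high a share. With an unadjusted p under 0.05 at both days and the same direction, the numbers were 15 of 244 (6.15%) and 2.17% (Fisher's exact p = 0.000397), and 1.03% of windows had as high a share. With the threshold at both days no test was possible, since 0 genes passed at day 0 (Fisher's exact p = 1, and 904 genes at an unadjusted p under 0.05). A candidate explanation is strain-derived DNA around the null allele, since the mice come from a BALB/c and 129SvEV background. Of the 19 genes 5 were higher and 14 lower in WT mice, and of the 15 genes 9 were higher and 6 lower. The clustering of genes of 1 family, such as the *Cyp2d* genes among the 19, was not tested apart. Neither was a difference in cell content, which is given below for genes higher in WT mice. An effect of HSF1 on these genes cannot be told apart from linkage. Linkage bears on *Apol10a*, *Apol7c*, *Eppk1* and *Fbln1*, which lie within 10 Mb, and not on the genes on other chromosomes.

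Genes higher in WT mice at day 15 may in part reflect cell content. In limma's camera, neutrophil markers (median log2 fold change 3.97, adjusted p = 1.00e-10 over 16 sets, unadjusted 1.25e-11) and macrophage markers (1.44, adjusted p = 2.85e-07, unadjusted 7.13e-08) were higher in WT mice, as a difference in immune infiltration would give. Fibroblast markers (median 1.04, 11 of 11 positive, adjusted p = 0.000434, unadjusted 0.000325), plasma and B cell markers (2.35, adjusted p = 9.18e-07, unadjusted 4.59e-07) and T cell markers (1.27, adjusted p = 0.0123, unadjusted 0.0115 in limma's camera) were higher too. The fibroblast median ran from 0.54 to 2.03 across fits that each left out one sample. The fibroblast list itself holds ECM genes, among them *Col1a1*, *Col1a2*, *Col3a1*, *Dcn* and *Fbn1*, so it cannot separate fibroblast number from ECM expression. *Pdgfra*, *Thy1* and *Pi16* in that list had log2 fold changes of 0.75, 1.40 and 1.27 (adjusted p = 0.365, 0.225 and 0.380 from edgeR). A larger content of fibroblasts in WT tissue is thus neither shown nor ruled out as a source of the higher ECM genes. In untreated mice at day 0, T cell (median 1.01), plasma and B cell (0.93) and macrophage markers (0.69) were already higher in WT mice. Their adjusted p were 0.00241, 0.00178 and 0.0397 from limma's camera, and 0.580, 0.580 and 0.665 with the estimated correlation. The macrophage value rests on 1 of the 2 WT mice (median centered log2 level 0.19 and -0.72, against -0.88 and -0.65). The T cell value rests mainly on the same WT mouse (0.31 and -1.11, against -1.30 and -1.91). For plasma and B cell markers the genotypes overlapped (0.46 and -0.91, against -0.50 and -1.85). T cell markers had a median interaction of 0.16 (adjusted p = 0.933 from limma's camera). Among genes lower in WT mice, epithelial markers (median -0.47, adjusted p = 0.0123, unadjusted 0.0109) and goblet cell markers (-1.45, adjusted p = 1.10e-06, unadjusted 6.19e-07) were lower. From day 0 to day 15 in WT mice, epithelial markers had a median change of -0.03 (adjusted p = 0.895 over 9 marker lists, unadjusted 0.795 in limma's camera) and goblet cell markers of -1.08 (adjusted p = 0.000415, unadjusted 0.000231). In *Hsf1* null mice the medians were 0.31 (adjusted p = 0.134 from limma's camera) and 0.09. The 2 WT mice at day 0 differed in epithelial markers (median centered log2 level -0.44 and 0.06, against -0.20 and -0.08 at day 15), so a loss of epithelium in WT mice is neither shown nor ruled out by that list. With the inter-gene correlation estimated from the data, the adjusted p between the genotypes at day 15 was 0.229 for neutrophil and macrophage, 0.306 for fibroblast, 0.229 for plasma and B cell, 0.321 for T cell, 0.338 for epithelial and 0.229 for goblet cell markers (unadjusted 0.0804, 0.118, 0.242, 0.0479, 0.281, 0.317 and 0.0368 in the same order), so these patterns cannot be told apart from marker genes varying together between mice. Smooth muscle markers had a median of -0.81 at day 15 (adjusted p = 0.000820 from limma's camera, and 0.306 with the estimated correlation). They give no sign of a larger share of muscle in the WT tissue as a source of the genes higher in WT mice. Whether a smaller share of muscle is a source of genes lower in WT mice was not tested. With the estimated correlation, this list too cannot be told apart from marker genes varying together between mice. Which part of the differences between the genotypes arises within cells and which from their numbers cannot be told from whole tissue.

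Chaperone genes, known targets of HSF1, were listed by name. As a set they were higher in WT than in *Hsf1* null mice at day 0 (median 0.21, adjusted p = 0.0187, unadjusted 0.00820) and at day 15 (median 0.91, adjusted p = 6.01e-06, unadjusted 4.13e-06 in limma's camera), which is in line with a dependence on *Hsf1* at both days. With the correlation between the genes estimated from the data, the adjusted p was 0.580 and 0.229 (unadjusted 0.277 and 0.0948), so that the pattern cannot be told apart from chaperone genes varying together between mice.

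Of the 455 genes that differed between the genotypes at day 15, 50.8% also passed with libraries thinned to the smallest total. Thinning also removes counts from the deeper libraries, so a possible explanation by library size cannot be told apart from the loss of depth. With offsets for GC content and length, 97.1% passed.

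At day 15, the RNA of proteins that the paper follows by staining had log2 fold changes between WT and *Hsf1* null mice of 4.89 for *S100a9* (standard error 0.71, adjusted p = 0.0210), 2.50 for *Mmp7* (0.71, adjusted p = 0.0771), 1.86 for *Mmp9* (0.75, adjusted p = 0.182) and 1.31 for *Serpinh1* (0.61, adjusted p = 0.237) in edgeR's quasi-likelihood test. With the replicate block the adjusted p was 0.0110, 0.114, 0.159 and 0.278 in the same order. At day 0 the log2 fold changes were 0.19 for *S100a9*, -0.13 for *Mmp9* and 2.46 for *Serpinh1*, with adjusted p of 0.980, 0.981 and 0.775 in edgeR, and *Mmp7* had too few counts for an estimate (2 and 0 in WT and 6 and 1 in *Hsf1* null mice). The value of *Serpinh1* (standard error 0.62) rests mainly on 1 of the 2 WT mice, with 381 and 69.9 CPM in WT and 35.5 and 47.8 CPM in *Hsf1* null mice.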
